# MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway

**DOI:** 10.1038/s41598-022-23205-w

**Published:** 2022-11-02

**Authors:** Alimasi Aersilan, Naoko Hashimoto, Kazuyuki Yamagata, Masataka Yokoyama, Akitoshi Nakayama, Xiaoyan Shi, Hidekazu Nagano, Ikki Sakuma, Nijiro Nohata, Takashi Kinoshita, Naohiko Seki, Bahityar Rahmutulla, Atsushi Kaneda, Siti Nurul Zhahara, Yingbo Gong, Motoi Nishimura, Shoichiro Kawauchi, Eiryo Kawakami, Tomoaki Tanaka

**Keywords:** Breast cancer, Apoptosis

## Abstract

The microRNA (miR) *miR-874*, a potential tumour suppressor, causes cell death via target gene suppression in various cancer types. Mevalonate pathway inhibition also causes cell death in breast cancer. However, the relationship between the mevalonate pathway and *miR-874*-induced apoptosis or its association with the tumour suppressor p53 has not been elucidated. We identified phosphomevalonate kinase (PMVK), a key mevalonate pathway enzyme, and sterol regulatory element-binding factor 2 (SREBF2), the master cholesterol biosynthesis regulator, as direct *miR‑874* targets. Next-generation sequencing analysis revealed a significant *miR-874-*mediated downregulation of *PMVK* and *SREBF2* gene expression and p53 pathway enrichment. Luciferase reporter assays showed that *miR-874* directly regulated *PMVK* and *SREBF2*. *miR-874*-induced apoptosis was p53 dependent, and single-cell RNA sequencing analysis demonstrated that *miR-874* transfection resulted in apoptosis and p53 pathway activation. Downregulation of *PMVK* expression also caused cell cycle arrest and p53 pathway activation, which was rescued by geranylgeranyl pyrophosphate (GGPP) supplementation. Analysis of The Cancer Genome Atlas (TCGA) database indicated a negative correlation between *miR-874* and *PMVK* expression and between *miR-874* and *SREBF2* expression. These findings suggest that *miR-874* suppresses the mevalonate pathway by targeting *SREBF2* and *PMVK,* resulting in GGPP depletion, which activates the p53 pathway and promotes cycle arrest or apoptosis.

## Introduction

Breast cancer is among the most common cancers worldwide. Surgical procedures and recent advances in endocrine therapy, chemotherapy, radiotherapy, and targeted molecular therapies have improved breast cancer treatment efficacy. However, breast cancer remains a leading cause of cancer-related deaths among women globally^1^, and multidisciplinary approaches demonstrate limited efficacy in some patients with metastatic breast cancer, requiring the development of novel therapeutic approaches.

Cancer cells undergo metabolic reprogramming, and recent studies have reported the upregulation of the mevalonate pathway in cancer cells^2,3^. Statins reduce blood cholesterol levels by inhibiting the rate-limiting enzyme of the mevalonate pathway, hydroxymethylglutaryl-CoA reductase (HMGCR), and statin use in patients with various cancer types has been associated with reduced mortality^4^. Statins suppress cancer cell growth^5,6^ and induce apoptosis in various tumour cells, including breast cancer cells^7,8^, suggesting the involvement of the mevalonate pathway in breast cancer development. Furthermore, gain-of-function mutants of p53 upregulate the mevalonate pathway, whereas wild-type p53 represses mevalonate pathway genes^2,9^.

MicroRNAs (miRNAs) are single-stranded, small, noncoding RNAs 19–25 nucleotides in length that regulate gene expression by binding to mRNAs and promoting mRNA degradation or translation inhibition^10^. miRNAs regulate several biological functions, including the cell cycle, cell differentiation, and apoptosis^10^, and miRNAs that regulate the mevalonate pathway have been identified. A recent study reported that *miR-21* targets *HMGCR* to regulate triglyceride and cholesterol metabolism in hepatocytes^11^. In addition, *miR-125a* directly targets *HMGCR* to suppress vascular smooth muscle cell proliferation^12^.

*miR-874* was identified as the most significantly downregulated miRNA in maxillary sinus squamous cell carcinoma tissues compared with corresponding normal tissues and was found to suppress cancer cell proliferation and invasion^13^. *miR-874* was reported to inhibit proliferation by targeting *cyclin-dependent kinase 9* (*CDK9*) in breast cancer^14^. In addition, several lines of evidence indicate that *miR-874* functions as a tumour suppressor in various cancer types, including breast cancer, by targeting multiple genes, including *protein phosphatase 1 catalytic subunit alpha* (*PPP1CA*), *histone deacetylase 1* (*HDAC1*), *E2F transcription factor 3* (*E2F3*), *signal transducer-activator of transcription 3* (*STAT3*), *matrix metalloproteinase-2* (*MMP-2*), *urokinase-type plasminogen activator* (*uPA*), *aquaporin-3* (*AQP3*), and *ETS proto-oncogene 1* (*ETS1)*^13,15–20^, many of which positively regulate cell proliferation. It was reported that *miR-874* expression was downregulated in breast cancer tissues compared with normal tissue adjacent to tumour tissue^21^, indicating that *miR-874* is significantly downregulated in breast cancer. The authors also reported that the *miR-874* expression level was correlated with the status of the oestrogen receptor, TNM stage and lymph node metastasis. Moreover, patients with high miR-874 expression exhibited a better prognosis. Regarding the expression of *miR-874* compared to normal mammary epithelial cell lines such as MCF10A, Kilinc S et al. compared the expression of miRNAs in MCF10A cells with stable expression of oncogenes with empty vectors. They performed qPCR analysis using a panel of 384 miRNA primers, and among them, the expression level of *miR-874* was decreased by oncogene expression, such as AURKB and HRAS, compared to the MCF10A control^22^. These findings indicate that miR-874 is downregulated in breast cancer and that its expression level has prognostic significance. However, the role of *miR-874* in breast cancer, especially in cancer cell metabolism, has not been fully elucidated. *miR-874* also markedly induces cell death, but its association with the p53 pathway has not been reported.

In the present study, we investigated the molecular mechanism of miR-874-mediated tumour suppression in breast cancer, particularly in the context of cancer metabolism and the p53 pathway. Next-generation sequencing (NGS) analysis revealed that *miR-874* transfection resulted in the downregulation of sterol regulatory element-binding factor 2 (*SREBF2*), a transcription factor and the master cholesterol biosynthesis regulator^23^, and phosphomevalonate kinase (*PMVK*), a mevalonate pathway enzyme, both of which were identified as direct *miR-874* targets*. miR-874* transfection induced p53-dependent apoptosis in MCF-7 cells. *PMVK* suppression caused cell cycle arrest and p53 pathway activation, which was rescued by geranylgeranyl pyrophosphate (GGPP) supplementation, a mevalonate pathway metabolite. Our findings reveal the involvement of the mevalonate pathway in the mechanisms underlying the tumour-suppressive function of *miR-874* and suggest that *miR-874* could be a potent therapeutic target in breast cancer.

## Results

### Identification of the *miR-874*-modulated molecular pathway and putative target genes in breast cancer cells

Several lines of evidence indicate that c-Myc and p53 are essential for the induction of apoptosis or cell cycle arrest^24,25^. To evaluate the tumour-suppressive effects of *miR-874* in breast cancer cells, we employed RNA-seq to compare WT MCF-7 cells transfected with *miR-874* or control miRNA (Fig. 1a). 

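MCF-7 is an oestrogen receptor-positive breast cancer cell line with WT p53. The WT line and its CRISPR–Cas9 derivatives, p53 KO and p53/c-Myc DKO, were each transfected with control miRNA or a *miR-874* mimic. Poly(A) RNA was collected 48 h later, a time taken from the submitters' description of the series, and 3 libraries were sequenced per group, 18 in all. *TP53* was counted at 854 to 1023 reads in the WT libraries, 577 to 743 in the p53 KO libraries and 491 to 671 in the p53/c-Myc DKO libraries. *MYC* was counted at 3143 to 5203, 2171 to 2973 and 6352 to 7029 reads, so it was highest in the libraries labelled p53/c-Myc DKO. Counts over a whole gene do not show the edited part of the allele and check neither knockout. The paper reports that both were successful from protein (Fig. 3d). Between the control miRNA groups, 4419 genes differed between p53 KO and WT cells and 8033 between p53/c-Myc DKO and WT cells. Reads counted in genes numbered 9516748.0 to 11127596.0 (median 10283275.0) in WT cells with control miRNA and 8146733.0 to 9447385.0 (median 8725014.0) with *miR-874*. They numbered 9516432.0 to 10302977.0 (median 9733784.0) and 8294481.0 to 10511204.0 (median 10096665.0) in p53 KO cells, and 10600816.0 to 11299926.0 (median 10933508.0) and 9403822.0 to 10196085.0 (median 9457475.0) in p53/c-Myc DKO cells. Reads outside annotated genes made up 8.47% ± 0.53 (SD, n = 3) of all reads in WT cells with control miRNA and 14.3% ± 0.99 with *miR-874*. Reads that did not align made up 6.09% ± 0.51 and 11.4% ± 0.95. Reads outside genes made up 9.79% ± 0.31 and 11% ± 0.64 in p53 KO cells, and in p53/c-Myc DKO cells 9.8% ± 0.20 and 10.6% ± 0.82. The authors aligned the reads with HISAT2 to hg19, counted them per gene with HTSeq on the strand opposite to the gene, and computed FPKM with Cufflinks. The deposited counts were tested as they are with edgeR's quasi-likelihood test, with TMM scaling over all 18 libraries. It covered the 13331 genes left by edgeR's filter on low counts, of 25559 in the table, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. In the deposited FPKM table, values and gene names stood apart in many places. Of 8482 genes with at least 100 reads in every library, 50.2% to 65.2% had an FPKM within 0.5 (log2) of the value expected from the counts, depending on the library, and 1748 (20.6%) did so in all 18. FPKM levels were therefore rebuilt from the counts, with the length scale of the WT *miR-874* replicate 1 column, which lines up with the gene names. Nothing in the sources says whether the 3 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.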

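Most genes measured in WT MCF-7 cells differed between the *miR-874* and the control libraries. The 3 libraries with *miR-874* and the 3 with control miRNA did not overlap for 9821 of 13331 genes (73.7%). Chance gives 10% if the libraries are independent, which is not known here. In a principal component analysis of log2 CPM over these genes in all 18 libraries, PC1 held 49.0% of the variance and PC2 29.0%. WT cells with control miRNA lay at −22.9 ± 0.27 on PC1 (SD, n = 3) and WT cells with *miR-874* at 50.34 ± 1.64. On PC2 they lay at −38.6 ± 0.58 and −17.99 ± 0.11. The gap between the groups was far wider than the spread among the libraries of either group on both axes. No test was run on the coordinates.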

Principal component analysis (PCA) showed the effects of *miR-874* transfection on the gene expression profile represented by the PC1 and PC2 axes (Supplementary Fig. S1a). Differentially expressed genes (DEGs) between WT MCF-7 cells transfected with control miRNA and *miR-874* were identified (Supplementary Fig. S1b). 

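In WT MCF-7 cells 4907 genes rose and 4827 fell with *miR-874*, of 13331 tested, and of these 917 and 1023 changed at least 2-fold. Among the 10 largest falls, *ADAM19*, a metalloprotease, had a log2 fold change of −3.63 (SE 0.07), *CLDN2*, a tight junction claudin, −3.58 (SE 0.33), *ITGB1*, the integrin beta 1 subunit, −2.98 (SE 0.04), and *TJP3*, a tight junction scaffold, −2.86 (SE 0.13). *H1F0*, a linker histone, fell by 2.98, *IL1RAP*, a subunit of the interleukin 1 receptor, fell by 2.91, and *KCNQ1*, a potassium channel, fell by 2.90 on the log2 scale. Among the 10 largest rises, *RN7SK*, which holds the elongation factor P-TEFb, rose by 5.27 (SE 0.22), *RMRP*, the RNA of RNase MRP, by 4.65 (SE 0.33), and *RPPH1*, the RNA of RNase P, by 4.56 (SE 0.49). *SNORD3A* had 0 reads in the control libraries and 53 with *miR-874*, at least 20.15-fold higher against a floor of 3 reads over the group. Of 7 structured small RNAs 6 rose, none fell and *SNORD16* did not pass, also adjusted over the list alone (limma's camera, adjusted p = 0.00836; adjusted p = 0.131 with an estimated correlation). Their median log2 fold change was 4.56, or 4.33 with *SNORD3A* at its bound. They were a trace in these libraries of poly(A) RNA, so their folds do not measure their levels in the cells. They made up 0.000478% of gene reads with control miRNA and 0.00519% with *miR-874*, in the libraries that also held more reads outside genes. Among other genes with large rises, *ANKRD2*, a muscle ankyrin repeat protein, rose by 3.97 (SE 0.44), *MIR3648* by 4.81 (SE 0.41) and *LOC284801* by 4.40 (SE 0.41). *RPSAP52* went from 3 reads to 77, a ratio of 29.3 (exact 95% interval 9.65 to 145), and *LOC100506267* from 2 to 29, a ratio of 16.5 (4.18 to 143). *KIF7* had 0 and 7 reads, at least 2.66-fold higher. *RPSAP52* and *MIR3648* have near-identical copies elsewhere, and reads that did not align uniquely were left out of the gene counts. Among the genes given here by log2 fold change, the highest adjusted p in edgeR was 6.9e-12, for *ANKRD2*.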

To characterize the genes whose expression was altered by *miR-874*, we focused on upregulated or downregulated genes/pathways in *miR-874*-transfected cells relative to control miRNA-transfected cells (Fig. 1b). As expected, the DNA damage response, apoptosis, and p53 transcriptional gene network were highly upregulated. Furthermore, using TRRUST analysis to search for upstream factors, p53 was the most enriched transcription factor, and Myc was also highly enriched (Fig. 1c). Therefore, we re-analysed RNA-seq for *miR-874* effects on p53 KO and p53/c-Myc DKO cells compared to WT cells. 

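Of 45 direct p53 target genes listed before the data were examined, 29 rose with *miR-874* in WT MCF-7 cells, 7 fell and 9 did not pass, and the counts were the same adjusted over the list alone. *FAS*, a death receptor, had a log2 fold change of 1.68 (SE 0.11), *PLK2*, a stress-induced kinase, 2.20 (SE 0.06), *BTG2*, an antiproliferative factor, 1.11 (SE 0.05), and *SESN1*, a sestrin, 1.58 (SE 0.10). *GDF15*, a secreted stress cytokine, fell by 0.67 and *TP53I11* by 0.82. Among 25 pro-apoptotic genes 16 rose, 6 fell and 3 did not pass, with the same counts adjusted over the list alone. *CASP7*, an executioner caspase, rose by 1.22 (SE 0.05) and *TNFRSF10B*, the TRAIL receptor DR5, by 1.19 (SE 0.04). *APAF1*, the core of the apoptosome, fell by 0.71 and *CYCS*, cytochrome c, by 0.56. Among 9 anti-apoptotic genes *BIRC5* (survivin) rose by 0.73, 6 fell and 2 did not pass. *BCL2L2* had a log2 fold change of −1.47 (SE 0.09). Of 40 genes of the DNA damage response 22 rose, 9 fell and 9 did not pass, again the same over the list alone. *CDC25A*, a phosphatase that drives S phase, rose by 1.06 (SE 0.05), *RAD9A*, of the checkpoint clamp, by 1.43 (SE 0.09) and *FANCA* by 0.82 (SE 0.04), while *TP53BP1*, a double-strand break sensor, fell by 0.52 and *PARP1* by 0.44. limma's camera placed the p53 targets above other genes with an adjusted p of 1.8e-04 (0.0191 with an estimated correlation). For the pro-apoptotic genes the adjusted p was 0.0341 (adjusted p = 0.131 with an estimated correlation) and for the DNA damage response 0.0332 (adjusted p = 0.301 with an estimated correlation). The anti-apoptotic list did not pass (adjusted p = 0.182).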

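Of 34 genes that c-Myc activates, in ribosome biogenesis and metabolism, listed before the data were examined, 25 rose with *miR-874* in WT MCF-7 cells, 6 fell and 3 did not pass (25 and 7 adjusted over the list alone). *NOP2*, a nucleolar rRNA methyltransferase, had a log2 fold change of 1.27 (SE 0.04) and *PHB*, prohibitin, 0.63 (SE 0.03). *NCL*, nucleolin, fell by 0.98 and *SLC7A5*, a large amino acid transporter, by 0.94. The list lay above other genes in limma's camera (adjusted p = 7.4e-05; adjusted p = 0.056 with an estimated correlation), with a median log2 fold change of 0.45. TRRUST's own gene sets were not used here.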

The PCA is shown in Supplementary Fig. S1a. 

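*miR-874* shifted p53 KO and p53/c-Myc DKO cells in the same direction on both axes as WT cells. On PC1, p53 KO cells lay at −32.51 ± 0.70 with control miRNA (SD, n = 3) and 37.19 ± 0.78 with *miR-874*, and p53/c-Myc DKO cells at −49.37 ± 0.53 and 17.24 ± 0.59. On PC2, p53 KO cells lay at −17.24 ± 0.28 and 1.476 ± 0.15, and p53/c-Myc DKO cells at 27.64 ± 0.49 and 44.71 ± 0.56, so that PC2 also ordered the 3 genotypes. Across genes, the log2 fold changes of WT and p53 KO cells correlated at 0.83, those of WT and p53/c-Myc DKO cells at 0.78 and those of p53 KO and p53/c-Myc DKO cells at 0.87. Each genotype had its own control libraries. Genes are not independent replicates, so no p is given.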

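Among the genes that *miR-874* lowered most in p53 KO MCF-7 cells were *ADAM19*, *CLDN2*, *KCNQ1*, *IL1RAP* and *ITGB1*, and *CSPG4*, a cell surface proteoglycan. In p53 KO cells their log2 fold changes were −3.52, −3.44, −3.24, −3.19, −3.18 and −2.90, and *A2LD1*, *RSPH1* and *ANKRD22* fell by 3.27, 3.05 and 2.97. *LHFP* had a log2 fold change of −3.89 (SE 0.45), *MMP7*, the protease matrilysin, −3.18 (SE 0.30), *ARID5B*, a DNA-binding cofactor, −3.04 (SE 0.19) and *RRBP1*, a ribosome-binding protein of the endoplasmic reticulum, −2.86 (SE 0.05) in p53/c-Myc DKO cells. *KRT81*, a hair keratin, rose by 4.25 in p53 KO and 3.57 in p53/c-Myc DKO cells, *KRT86* by 3.44 and 3.11, and *ANKRD2* by 4.50 and 4.58. *KRT81* and *KRT86* are near-identical copies, and reads that did not align uniquely were left out of the gene counts. *AXL*, a receptor tyrosine kinase, rose by 2.86 in p53/c-Myc DKO cells, *KRT34* by 3.68, *NKX1-2* by 2.81 and *RN7SK* by 3.06. *LATS2*, a Hippo kinase, rose by 2.95 in p53 KO cells, *RUNDC3A* by 4.02 and the pseudogene *RPL13AP20* by 3.33. *RPSAP52* rose by 3.10 and 3.45, *LOC100506267* by 2.83 in p53 KO and *LTC4S* by 3.51 in p53/c-Myc DKO cells. Where the control had few reads, *RAB39* went from 1 to 76 reads in p53 KO cells, a ratio of 77.9 (exact 95% interval 13.6 to 3115), and *LTC4S* from 3 to 24, a ratio of 8.20 (2.49 to 42.5). In p53/c-Myc DKO cells *RAB39* went from 0 to 32 reads, at least 12.1-fold higher, *MIR663* from 0 to 8, at least 3.03-fold higher, and *CLDN2* from 38 to 3, a ratio of 0.0897 (0.0177 to 0.283). In all, 4706 genes rose and 4706 fell in p53 KO cells (603 and 1027 at least 2-fold), and 4643 rose and 4753 fell in p53/c-Myc DKO cells (515 and 1007 at least 2-fold), of 13331 tested with edgeR.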

DEGs between p53 KO and p53/c-Myc DKO MCF-7 cells transfected with control miRNA and *miR-874* were also identified (Supplementary Fig. S1b). Therefore, we first focused on the genes that were upregulated by *miR-874* transfection specifically for WT p53. The genotoxic pathway and p53 transcriptional gene network were the most upregulated WT-specific pathways (Fig. 1d). 

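p53 target genes rose more in WT than in p53 KO or p53/c-Myc DKO MCF-7 cells. Of the 45 listed targets, 32 had a more positive response to *miR-874* in WT than in p53 KO cells in edgeR's interaction test, 2 had a more negative one and 11 did not pass. Against p53/c-Myc DKO cells the numbers were 33, 3 and 9 (35 and 4 adjusted over the list alone, and unchanged by it against p53 KO cells). *FDXR*, a mitochondrial reductase, had log2 fold changes of 0.95, −0.44 and −0.19 in WT, p53 KO and p53/c-Myc DKO cells, a difference of 1.38 (SE 0.09) from p53 KO and 1.14 (SE 0.08) from p53/c-Myc DKO cells. *DDB2*, a sensor of UV damage, rose by 1.02 in WT cells and had log2 fold changes of −0.16 and −0.06 that did not pass in the others (differences 1.18 and 1.08). *AEN*, an apoptosis-enhancing nuclease, rose by 0.67 in WT and fell by 0.29 and 0.31 in the others. Of these targets 13 rose, 22 fell and 10 did not pass in p53 KO cells, and in p53/c-Myc DKO cells 12, 23 and 10, the same adjusted over the list alone. The list as a whole passed in neither (limma's camera, adjusted p = 0.59 and 0.526). Its difference passed for both, with a median of 0.52 against p53 KO (adjusted p = 1.0e-22; 3.5e-05 with an estimated correlation) and 0.56 against p53/c-Myc DKO (adjusted p = 1.2e-16; 1.6e-04 with an estimated correlation). The DNA damage response genes rose in the other genotypes too. Of the 40, 23 rose, 8 fell and 9 did not pass in p53 KO cells (limma's camera, adjusted p = 0.0416; adjusted p = 0.469 with an estimated correlation), and in p53/c-Myc DKO cells 20, 6 and 14 (20 and 5 over the list alone; adjusted p = 0.00601; adjusted p = 0.287 with an estimated correlation). Their difference between genotypes did not pass. Against p53 KO cells 3 were more positive in WT and 8 more negative (adjusted p = 0.722; 7 and 8 adjusted over the list alone), which turned to 8 and 3 with upper-quartile factors or library totals in place of TMM. The median of this difference was −0.03 and the mean 0.009. Against p53/c-Myc DKO cells they were 9 and 12 (adjusted p = 0.357; 10 and 14 over the list alone). Of 748 genes that rose in WT cells and not in the others, 261 (34.9%) passed both interaction tests. In all, 1536 genes responded more positively in WT than in p53 KO cells and 1803 more negatively, and 2176 and 2516 against p53/c-Myc DKO cells. Which direction holds more genes depends on the scaling, since with upper-quartile factors or library totals the more positive ones outnumber the more negative in both comparisons. The *miR-874* libraries of WT cells are also those with more reads outside genes, as given above. The lines differed with control miRNA too, so a difference in response between genotypes need not come from p53 or c-Myc.

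**Figure D1:**
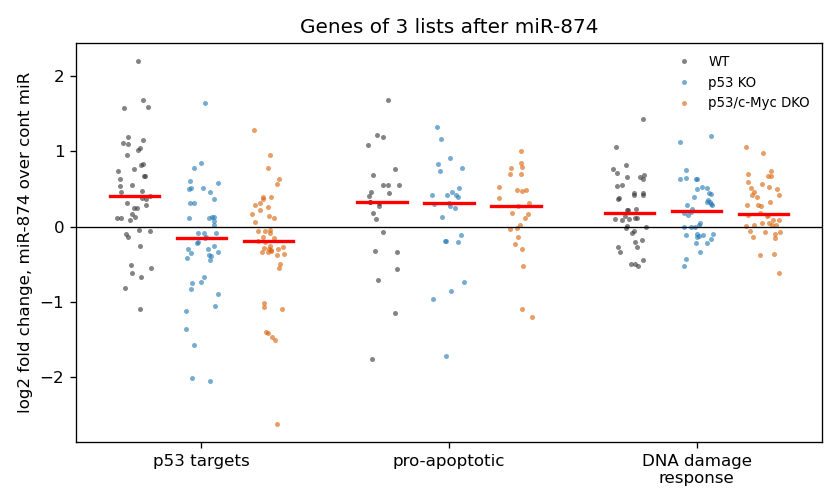
Log2 fold change of each gene of the p53 target, pro-apoptotic and DNA damage response lists after *miR-874* (vertical axis), in WT (grey), p53 KO (blue) and p53/c-Myc DKO cells (orange). Each point is 1 gene over 3 *miR-874* and 3 control miRNA libraries, and the red bar is the list's median, which for p53 targets stood at 0.41, −0.16 and −0.19.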

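Genes of DNA replication rose with *miR-874* in WT, p53 KO and p53/c-Myc DKO MCF-7 cells. *UHRF1*, which carries DNA methylation through replication, had log2 fold changes of 1.22, 1.38 and 1.72. *ORC6*, of the origin recognition complex, rose by 1.31, 1.21 and 0.89 and *MCM6*, of the replicative helicase, by 0.62, 0.97 and 0.86. *CCNE1*, cyclin E1, fell, with −1.28, −1.53 and −1.03, as did *LIG1*, DNA ligase 1, with −0.83, −1.33 and −1.05. Of 50 genes of DNA replication, 31 rose, 11 fell and 8 did not pass in WT cells (32 and 11 adjusted over the list alone), 36, 7 and 7 in p53 KO cells and 39, 5 and 6 in p53/c-Myc DKO cells (both unchanged over the list alone). The other 3 that fell in p53/c-Myc DKO cells, named after their values were seen, were *RRM2*, *GINS3* and *POLE*. limma's camera gave adjusted p = 0.00118, 3.1e-06 and 1.4e-07 (adjusted p = 0.164, 0.0996 and 0.0615 with an estimated correlation). Mitotic genes went both ways. Of 44 genes of G2 and M phase 20 rose and 14 fell in WT, 14 and 17 in p53 KO and 30 and 10 in p53/c-Myc DKO cells (11 fell over the list alone in p53/c-Myc DKO cells). *CDC25B*, the phosphatase that starts mitosis, fell by 2.22, 2.00 and 1.63, and *FOXM1*, a mitotic transcription factor, rose by 0.93, 0.80 and 0.96. The list passed in p53/c-Myc DKO cells (adjusted p = 0.0187; adjusted p = 0.427 with an estimated correlation) and not in WT or p53 KO cells (0.511 and 0.671), where median and mean lay on either side of 0. Among 17 G1 cyclins, kinases and inhibitors 12 fell in WT, 12 in p53 KO and 10 in p53/c-Myc DKO cells, also over the list alone. *RBL2*, p130, fell by 1.23, 1.01 and 0.70 and *CDK2* by 0.60, 0.79 and 0.79, while *CCND3*, cyclin D3, rose by 0.59, 0.79 and 0.63. In camera this list did not pass (adjusted p = 0.0925, 0.101 and 0.174). In all, 3299 genes rose in all 3 genotypes, where independent lists would share 603.3, and 3444 fell in all 3, where they would share 607.5.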

Next, analysis of the DEGs common to the three cell lines revealed an enrichment of the cell cycle rather than apoptosis (Supplementary Fig. S1e). In contrast, the apoptotic pathway was not upregulated in either p53 KO or p53/c-Myc DKO MCF-7 cells (Supplementary Fig. S1e). 

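Of the 25 pro-apoptotic genes, 16 rose, 6 fell and 3 did not pass in p53 KO cells (16 and 7 adjusted over the list alone), and 14 rose, 5 fell and 6 did not pass in p53/c-Myc DKO cells (the same over the list alone). *CASP7* rose by 1.16 in p53 KO and 0.80 in p53/c-Myc DKO cells and *TNFRSF10B* by 0.78 and 0.78. *APAF1* fell by 0.96 and 1.19, *TNFRSF1A*, the TNF receptor, by 0.86 and 0.52, and *CYCS* by 0.18 and 0.23. *BMF*, a BH3-only protein named here after its value was seen, fell by 1.09 in p53/c-Myc DKO cells. Of the 9 anti-apoptotic genes 5 fell in p53 KO and 6 in p53/c-Myc DKO cells, and 2 rose in each, also over the list alone. *BCL2L2*, Bcl-w, fell by 1.74 and 1.77. *BIRC5* rose by 0.61 and 0.60 and *MCL1* by 0.09 and 0.15, and *BIRC3*, *BCL2L1*, *CFLAR* and *BIRC2* were the others that fell in p53 KO cells. Neither list passed in either genotype (limma's camera, pro-apoptotic adjusted p = 0.112 and 0.0778, anti-apoptotic 0.53 and 0.346), but with no filter on low counts the pro-apoptotic list passed in p53/c-Myc DKO cells (0.0444). The difference of the pro-apoptotic list between genotypes did not pass either (adjusted p = 0.713 against p53 KO and 0.589 against p53/c-Myc DKO cells). It had 4 genes more positive in WT than in p53 KO cells and 5 more negative (5 and 5 over the list alone), and 8 and 5 against p53/c-Myc DKO cells (8 and 7). Its medians, −0.04 and −0.13, lay below 0 and its means, 0.06 and 0.06, above.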

Since miRNAs exert their function by repressing target mRNAs, to examine the pathways repressed by *miR-874*, we turned to the downregulated genes in WT MCF-7 cells to explore the point of action of *miR-874*. As a result, cholesterol biosynthesis and the mevalonate pathway were found to be highly enriched (Fig. 1d). 

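Enzymes of cholesterol synthesis fell with *miR-874* in WT MCF-7 cells. Of 14 enzymes that lead from isopentenyl pyrophosphate to cholesterol 10 fell, none rose and 4 did not pass, also adjusted over the list alone. *LSS*, lanosterol synthase, had a log2 fold change of −1.03 (SE 0.06), *FDFT1*, squalene synthase, −0.82 (SE 0.05), *LBR*, a sterol reductase of the nuclear envelope, −0.77 (SE 0.04) and *CYP51A1*, lanosterol demethylase, −0.69 (SE 0.05). *EBP* and *NSDHL* had log2 fold changes of 0.07 and 0.01 that did not pass. Of the 7 enzymes of the mevalonate pathway shown in Table 1 of the paper, 6 fell, none rose and *ACAT2* did not pass (the same over the list alone). This list was taken from the paper's own table of these samples and is not independent evidence of its direction. limma's camera gave adjusted p = 0.00256 for cholesterol synthesis (adjusted p = 0.197 with an estimated correlation) and 0.00835 for the mevalonate pathway (adjusted p = 0.153 with an estimated correlation). Their median log2 fold changes were −0.43 and −0.52. Of 601 genes that fell in WT cells and not in the others 271 (45.1%) passed both interaction tests. The WT libraries with *miR-874* also held 5.81 percentage points more reads outside genes than the control libraries, against 1.18 in p53 KO cells.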

Expression level analysis of fragments per kilobase of exon per million mapped sequence reads (FPKM) from RNA-seq data confirmed that 5 of 7 genes (*HMGCS*, *HMGCR*, *PMVK, MVD,* and *FDPS*) in the mevalonate pathway and *SREBF1/2,* master regulators of lipid metabolism, were significantly suppressed by *miR-874*, including an 85% reduction in *PMVK* expression (Fig. 1e, Table 1). 

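*PMVK*, phosphomevalonate kinase, lost most of its mRNA in WT MCF-7 cells with *miR-874*. Its level on the FPKM scale, rebuilt from counts, went from 21.95 ± 1.16 to 3.426 ± 0.54 (SD, n = 3), to 15.6% of the control. *SREBF2*, the gene of the sterol-sensing factor SREBP2, went from 52.24 ± 1.85 to 13.95 ± 1.42, to 26.7%, and its relative *SREBF1* from 47.1 ± 1.34 to 28.89 ± 0.79, to 61.3%. *HMGCR*, the rate-limiting reductase, went from 44.54 ± 1.85 to 24.5 ± 1.40 (55.0%) and *HMGCS1*, the synthase before it, from 33.8 ± 1.06 to 20.59 ± 0.44 (60.9%). *MVK*, mevalonate kinase, went from 11.18 ± 0.81 to 7.328 ± 0.59 (65.5%), *MVD*, the decarboxylase after PMVK, from 31.83 ± 3.29 to 24.41 ± 1.66 (76.7%) and *FDPS*, farnesyl pyrophosphate synthase, from 94.73 ± 0.91 to 77.59 ± 3.24 (81.9%). *ACAT2*, the first enzyme, went from 21.12 ± 1.60 to 18.6 ± 0.69 (88.1%). On this scale every *miR-874* library lay below every control library for each of these 9 genes (two-sided exact permutation test on log2(FPKM + 1), p = 0.1, the smallest that 3 against 3 allow). In CPM *ACAT2* overlapped, with 43 in *miR-874* replicate 1 against 42.25 and 42.29 in control replicates 1 and 3. The offset of FPKM to counts was 0.1231, 0.1244 and 0.1082 (log2) in the WT controls and 0, −0.01885 and −0.04772 with *miR-874*. This gap lowers the WT percentages on the FPKM scale. In edgeR *PMVK* had a log2 fold change of −2.58 (SE 0.11) and an adjusted p of 1.8e-28, *MVK* of −0.52 (SE 0.09) and 9.2e-07, and *MVD* of −0.29 (SE 0.06) and 9.4e-05. *ACAT2*, at −0.09 (SE 0.06), did not pass (adjusted p = 0.206).

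**Figure D2:**
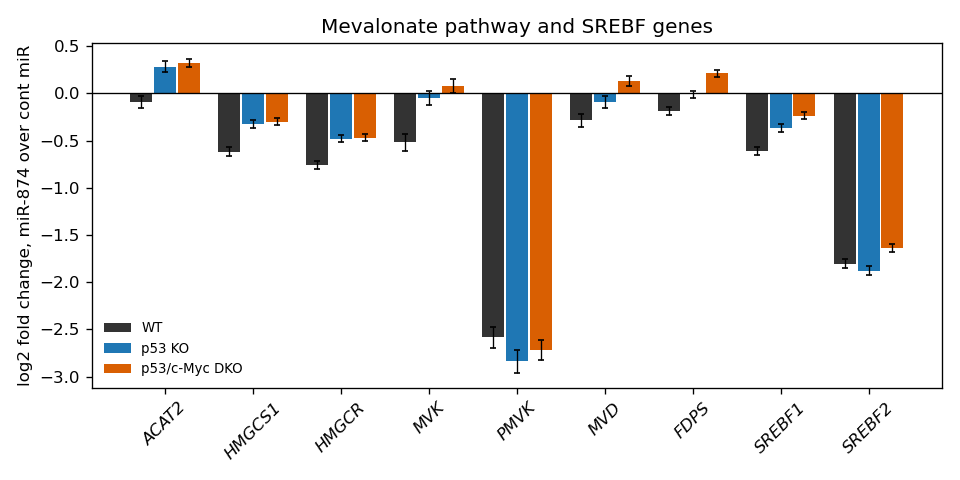
Log2 fold change after *miR-874* against control miRNA (vertical axis) for the mevalonate pathway enzymes and *SREBF1/2* in WT (grey), p53 KO (blue) and p53/c-Myc DKO cells (orange). Bars are edgeR estimates from 3 against 3 libraries with their standard errors, and *PMVK* stands lowest, at −2.58, −2.84 and −2.72.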

The effect of *miR-874* on the mevalonate pathway was also examined in p53 KO and p53/c-Myc DKO cells. Similar to WT MCF-7 cells, *miR-874*-transfected p53 KO and p53/c-Myc DKO cells exhibited significantly decreased expression of mevalonate pathway genes (Table 1), according to FPKM RNA-seq data analysis, including more than 85% reduction in *PMVK* expression, although the mevalonate pathway was not identified as a top enriched pathway in pathway enrichment analysis (Supplementary Fig. S1f). Furthermore, heatmap analysis confirmed that *PMVK*, along with *PPP1CA*, one of the previously reported targets of *miR-874*, was among the 15 most significantly downregulated genes in cells transfected with *miR-874* compared with control miRNA, not only in WT but also in p53 KO and p53/c-Myc DKO MCF-7 cells (Fig. 1f).

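*PMVK* mRNA fell to 13.6% of the control in p53 KO cells (from 20.36 ± 0.33 to 2.759 ± 0.28 on the FPKM scale, SD, n = 3) and to 14.9% in p53/c-Myc DKO cells (from 23.04 ± 0.52 to 3.427 ± 0.32). *HMGCR* fell to 70.3% and 70.6% and *HMGCS1* to 78.3% and 79.4%. *SREBF1* fell to 75.8% and 82.9%. The other 4 enzymes did not fall. *ACAT2* rose to 118.8% of the control in p53 KO and 122.1% in p53/c-Myc DKO cells. *FDPS* stood at 97.2% in p53 KO cells, which did not pass, and rose to 113.3% in p53/c-Myc DKO cells. *MVD* stood at 92.2%, which did not pass, and rose to 106.9% (edgeR adjusted p = 0.0368). *MVK* stood at 94.3% and 103.5%, and neither passed (edgeR adjusted p = 0.552 and 0.334). For *PMVK*, *HMGCR*, *HMGCS1* and *SREBF1* the libraries did not overlap in either genotype (two-sided exact permutation test, p = 0.1, the smallest possible). As a list, the 7 enzymes had 3 members down and 1 up in p53 KO cells and 3 down and 3 up in p53/c-Myc DKO cells, also adjusted over the list alone. Neither passed in limma's camera (adjusted p = 0.243 and 0.652). In p53/c-Myc DKO cells the median of the list was 0.08 and its mean −0.39, on the side of the test. Of the 14 enzymes of cholesterol synthesis 6 rose and 6 fell in p53 KO cells and 3 rose and 4 fell in p53/c-Myc DKO cells (the same over the list alone; adjusted p = 0.776 and 0.717). In p53 KO cells the median of this list was 0.05 and its mean −0.07. *LSS* fell by 0.71 and 0.55, and *DHCR7*, the last reductase, named after its values were seen, rose by 0.28 and 0.34.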

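*PPP1CA*, the catalytic subunit of protein phosphatase 1, had log2 fold changes of −2.86 (SE 0.06), −3.28 (SE 0.06) and −3.11 (SE 0.06) in WT, p53 KO and p53/c-Myc DKO cells. It ranked 7, 4 and 5 by p among the 6567, 6602 and 6653 genes with lower counts, and 10, 3 and 6 by fold change. With DESeq2 it ranked 19, 23 and 18 by p. Such small p-values can tie at the lower limit of the computation, so these ranks do not show that it left the first 15. *PMVK* ranked 214, 197 and 165 by p and 19, 12 and 14 by fold change. *ITGB1* and *H1F0* came first and second by p in all 3 genotypes.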

**Figure 1:**
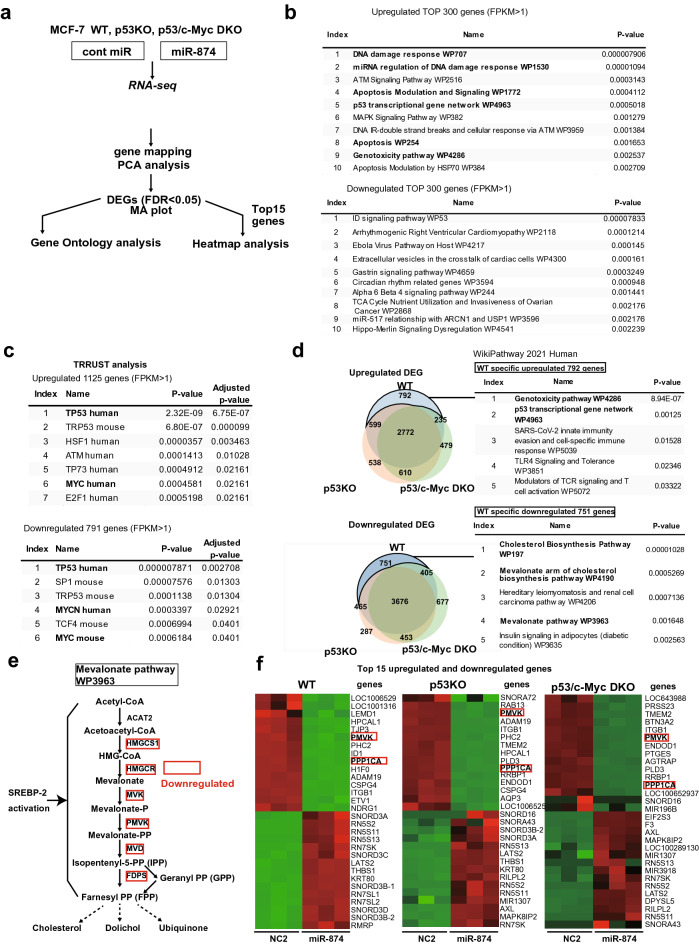
Expression of *miR-874* in MCF-7 cells significantly downregulates the mevalonate pathway. (**a**) Experimental RNA sequencing (RNA-seq) scheme applied to WT, p53 KO and p53/c-Myc DKO MCF-7 cells and subsequent data analysis. (**b**) WikiPathway enrichment analysis of differentially expressed genes (DEGs). Top 10 pathways revealed by WikiPathway 2021 enrichment analysis of DEGs induced by *miR-874* transfection using the top 300 upregulated genes and the top 300 downregulated genes with FPKM > 1 in WT MCF-7 cells. p values (Fisher’s exact test) are presented after the column. Pathways associated with the DNA damage response, apoptosis, and p53 are indicated in bold. (**c**) The top seven and six transcription factors of up- and downregulated mRNA transcripts, respectively, upon *miR-874* overexpression in WT MCF-7 cells were analysed by TRRUST, and p values (Fisher’s exact test) are presented after the column. p53 and Myc are shown in bold. (**d**) Top five pathways of WT MCF-7-specific up- and downregulated DEGs induced by *miR-874* transfection were analysed by WikiPathway 2021. p values (Fisher’s exact test) are presented after the column. Pathways associated with the DNA damage response, p53, and the mevalonate pathway are shown in bold. (**e**) The mevalonate pathway (WP3963) from WikiPathways is shown. Downregulated genes are surrounded by red squares. (**f**) The top 15 upregulated and downregulated genes between WT, p53 KO and p53/c-Myc DKO cells transfected with cont miRNA and *miR-874* are listed in the heatmap using hierarchical clustering. PPP1CA, framed in red, is shown as a positive control because it is a previously reported target gene of *miR-874*.

**Table 1:** Mevalonate pathway and SREBF expression determined by RNA-seq (FPKM).

	p53 WT					p53 KO					p53/c-Myc DKO				
	cont miR		miR-874		cont miR vs miR874; p-value	cont miR		miR-874		cont miR vs miR874; p-value	cont miR		miR-874		cont miR vs miR874; p-value
	Mean	SD	Mean	SD		Mean	SD	Mean	SD		Mean	SD	Mean	SD	
ACAT2	21.269	1.655	18.357	0.755	NS	24.784	0.336	29.303	1.072	p < 0.05	47.291	0.651	57.568	0.261	p < 0.0001
HMGCS1	34.154	1.054	20.724	0.396	p < 0.0001	43.010	0.903	33.410	1.128	p < 0.0001	59.204	1.118	47.104	1.705	p < 0.0001
HMGCR	44.456	1.513	24.433	1.217	p < 0.0001	51.045	1.013	35.925	1.165	p < 0.0001	56.508	0.504	39.850	2.389	p < 0.0001
MVK	10.999	0.622	7.289	0.555	NS	14.299	0.725	13.447	0.805	NS	14.187	0.299	14.514	0.978	NS
PMVK	21.786	1.308	3.365	0.390	p < 0.0001	20.618	0.320	2.754	0.254	p < 0.0001	22.860	0.751	3.282	0.223	p < 0.0001
MVD	32.189	2.904	24.542	1.183	p < 0.0001	34.793	0.816	31.985	2.444	NS	41.436	1.948	44.184	0.448	NS
FDPS	97.056	1.816	77.987	2.291	p < 0.0001	106.200	2.042	102.255	4.402	NS	98.560	1.890	111.743	1.590	p < 0.0001
SREBF1	47.364	1.001	28.755	0.508	p < 0.0001	53.770	3.026	40.695	1.305	p < 0.0001	36.279	0.535	21.323	0.832	p < 0.0001
SREBF2	52.607	1.612	13.998	1.126	p < 0.0001	57.307	1.154	15.114	0.464	p < 0.0001	62.681	1.116	15.873	0.904	p < 0.0001

These results suggest that the tumour-suppressive function of *miR-874* is associated with apoptosis via the p53 and c-Myc signalling pathways. Moreover, our analysis of genes downregulated by *miR-874* transfection indicates that *miR-874* represses genes involved in multiple steps of the mevalonate pathway, most notably *PMVK*, in a p53-independent manner. These results suggest that *PMVK* may be a *miR-874* target.

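*FAS*, a death receptor, rose by 0.51 in p53 KO cells and had a log2 fold change of 0.16 in p53/c-Myc DKO cells that did not pass, and its response was 1.17 (SE 0.20) and 1.52 (SE 0.18) higher in WT cells. *BTG2* differed by 1.41 and 1.16 and *SESN1* by 1.22 and 0.94. Of the 34 Myc targets 28 rose, 4 fell and 2 did not pass both in p53 KO cells (28 and 5 adjusted over the list alone) and in p53/c-Myc DKO cells (28 and 4). *NOP2* rose by 0.89 and 0.79 and *PHB* by 0.73 and 0.79, and *NCL*, *SLC7A5*, *CDK4* and *TFRC* were the 4 that fell in both. limma's camera gave adjusted p = 1.3e-06 and 3.2e-07 (0.0255 and 0.0279 with an estimated correlation). Between genotypes, 4 Myc targets were more positive in WT cells and 10 more negative than in p53 KO cells (4 and 14 over the list alone; limma's camera, adjusted p = 0.0191; adjusted p = 0.194 with an estimated correlation) and 4 and 17 against p53/c-Myc DKO cells (4 and 18; adjusted p = 0.00805; adjusted p = 0.139 with an estimated correlation). With limma's cameraPR, run on edgeR's p-values, the adjusted p was 0.0303 and 0.0155. After a correction for trends with GC content, transcript length and expression level, added after the data were seen, it was 0.885 and 0.872. From its enrichment results the paper proposes that the tumour-suppressive function of *miR-874* is associated with apoptosis through p53 and c-Myc signalling.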

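The fall of *PMVK* did not differ detectably between genotypes. Its log2 fold change was −2.84 (SE 0.12) in p53 KO and −2.72 (SE 0.11) in p53/c-Myc DKO cells, and the difference of WT from these was 0.26 (SE 0.19) (edgeR interaction test, adjusted p = 0.37) and 0.13 (SE 0.18) (adjusted p = 0.617). The response of the other enzymes was lower in WT cells. The response of *HMGCR* was −0.28 and −0.29 lower in WT than in p53 KO and p53/c-Myc DKO cells, that of *HMGCS1* −0.29 and −0.31, of *MVK* −0.47 and −0.60, of *FDPS* −0.18 and −0.40 and of *ACAT2* −0.37 and −0.41, and each of these passed. *MVD* passed against p53/c-Myc DKO cells (−0.42) and not against p53 KO cells (−0.20, adjusted p = 0.0997). For the 7 enzymes together limma's camera placed the response lower in WT than in p53 KO cells (5 of 7, 6 adjusted over the list alone; adjusted p = 0.00438; adjusted p = 0.107 with an estimated correlation) and p53/c-Myc DKO cells (6 of 7, also over the list alone; adjusted p = 6.1e-04; adjusted p = 0.0644 with an estimated correlation). The 14 cholesterol synthesis enzymes did so too, with 11 lower than in p53 KO cells (adjusted p = 1.3e-09; 0.0284 with an estimated correlation) and 10 lower than in p53/c-Myc DKO cells (11 over the list alone; adjusted p = 1.4e-06; adjusted p = 0.0644 with an estimated correlation). The WT libraries with *miR-874* are those with the most reads that did not align. The paper reasons from the genes lowered by *miR-874* in the 3 genotypes that it represses several steps of the pathway, *PMVK* above all, and that p53 is not needed for it.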

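*PMVK* carries in its 3′-UTR a match to positions 2 to 7 of the *miR-874* seed followed by A, a 7mer-A1 site. Of 680 tested genes whose strongest site was of this class, 318 fell and 193 rose in WT cells, that is 46.8% down against 37.5% of the other genes searched, with a median log2 fold change of −0.14. Within this class 319 fell and 203 rose in p53 KO cells, and in p53/c-Myc DKO cells 351 fell and 179 rose, with medians of −0.15 and −0.20. The fall of *PMVK* was therefore far larger than the typical change of a gene with this site. limma's camera for the class gave adjusted p = 0.131, 0.186 and 0.0155. Against genes of like 3′-UTR length the class was shifted by −0.053, −0.107 and −0.123 (log2). The lowest shifts for matches to 20 shuffled seeds were −0.063, −0.096 and −0.045. In WT cells the shuffled seed that lay lower than the class had matches in 140 tested genes, and the next lowest stood at −0.014. The shifts of shuffled seeds are for matches of any class, and the genes compared with this class include those with stronger sites. The comparison therefore does not decide whether the class stands apart in WT cells.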

### *miR-874* directly targets both *PMVK* and *SREBF2,* inhibiting their expression

The RNA-seq results showed that *miR-874* acts on multiple components of the mevalonate pathway, including *PMVK*, which is necessary for the maintenance of cell cycle progression^26^ (Fig. 1e, Table 1). However, even if *PMVK* is a direct target, it alone does not explain the repression of genes in multiple steps of the mevalonate pathway. 

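Beyond the 7 enzymes, genes on the branches that leave the mevalonate pathway went both ways. Of 13 genes of isoprenoid synthesis and protein prenylation 8 rose, 2 fell and 3 did not pass in WT cells, 9, 2 and 2 in p53 KO cells and 6, 2 and 5 in p53/c-Myc DKO cells, all the same adjusted over the list alone. *FNTA*, a subunit of the farnesyl and geranylgeranyl transferases, rose by 0.73, 0.74 and 0.62, *RABGGTB*, of Rab geranylgeranyl transferase, by 0.52, 0.56 and 0.57 and *RCE1*, the protease that trims prenylated proteins, by 0.77, 0.63 and 0.61. *DHDDS*, for dolichol, fell by 0.27, 0.69 and 0.67, and *PDSS2*, for the ubiquinone side chain, by 0.45, 0.69 and 0.67. As a list they did not pass in limma's camera (adjusted p = 0.104, 0.0743 and 0.239). Among 17 small GTPases, proteins that need prenyl groups, 11 fell and 4 rose in WT cells, 7 and 7 in p53 KO and 8 and 5 in p53/c-Myc DKO cells (the same over the list alone). *RHOB* had log2 fold changes of −2.05, −2.09 and −2.12 and *RAB13* fell by 2.39, 2.53 and 2.44. *RND3* rose by 1.77, 1.38 and 0.97, and *HRAS*, *RAP1B* and *CDC42* were the others that rose in WT cells. limma's camera passed in WT cells (adjusted p = 0.0403; adjusted p = 0.268 with an estimated correlation) and not in p53 KO or p53/c-Myc DKO cells (0.681 and 0.556).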

In our RNA-seq analysis, we found that the expression of *SREBF2* was also downregulated by *miR-874* transfection. 

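*SREBF2* mRNA fell in each genotype. Its log2 fold change was −1.80 (SE 0.05) in WT, −1.88 (SE 0.04) in p53 KO and −1.64 (SE 0.04) in p53/c-Myc DKO MCF-7 cells (edgeR adjusted p = 1.8e-39, 7.8e-41 and 1.8e-38). On the FPKM scale it went from 56.58 ± 1.45 to 15.06 ± 0.57 in p53 KO (26.6% of the control; SD, n = 3) and from 54.91 ± 2.27 to 17.28 ± 0.41 in p53/c-Myc DKO cells (31.5%). The fall in WT cells differed from that in p53/c-Myc DKO cells by −0.17 (SE 0.06) (adjusted p = 0.0361) and did not pass against p53 KO cells (0.07, adjusted p = 0.46). The 13 tested genes listed as SREBP2 targets before the data were examined included *SREBF2* itself and the synthesis enzymes *ACAT2*, *HMGCS1* and *IDI1*. The list shares 2 genes with Supplementary Table S1. Of the 13 genes, 8 fell, *TMEM97* rose and 4 did not pass in WT cells. There were 6 that rose and 7 that fell in p53 KO cells, and in p53/c-Myc DKO cells 6 rose, 6 fell and *PCSK9* did not pass. All counts were the same adjusted over the list alone. *INSIG2*, which retains SCAP in the endoplasmic reticulum, fell by 1.73, 1.16 and 1.27, and *STARD4*, a cholesterol carrier, by 1.72, 1.02 and 1.06. *LDLR*, the LDL receptor, had a log2 fold change of 0.03 in WT cells that did not pass and rose by 0.47 and 0.35 in the others. limma's camera passed in WT cells (adjusted p = 0.00471; adjusted p = 0.131 with an estimated correlation) and not in p53 KO or p53/c-Myc DKO cells (0.776 and 0.879). In p53/c-Myc DKO cells the median was 0.08 and the mean −0.20, on the side of the test. The list responded lower in WT than in p53 KO cells (adjusted p = 6.6e-08; 0.0136 with an estimated correlation) and than in p53/c-Myc DKO cells (5.0e-07; 0.0221). Fatty acid synthesis, the main arm of SREBP1, went both ways. Of 14 genes 6 rose and 8 fell in WT cells, 4 and 5 in p53 KO and 5 and 5 in p53/c-Myc DKO cells (6 and 6 over the list alone there, otherwise the same). *SCD*, stearoyl-CoA desaturase, fell by 1.31, 0.75 and 0.83, and *FASN*, fatty acid synthase, rose by 0.37, 0.32 and 0.54. The list did not pass in any genotype (adjusted p = 0.251, 0.863 and 0.879), and in p53/c-Myc DKO cells its median (−0.03) and mean (0.04) differed in sign. It responded lower in WT than in p53 KO cells (adjusted p = 4.8e-05; 0.0223 with an estimated correlation) and than in p53/c-Myc DKO cells (1.0e-04; 0.031).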

To validate the RNA-seq results, we assessed whether *miR-874* affects endogenous *PMVK* and *SREBF2* expression in breast cancer cell lines. MCF-7 is an oestrogen receptor (ER)-positive and progesterone receptor (PgR)-positive breast cancer cell line that expresses WT p53^27^, whereas MDA-MB-231 is a triple-negative breast cancer cell line that expresses mutant p53 (R280K), which promotes tumour progression^28^. *miR-874* overexpression markedly suppressed *PMVK* and *SREBF2* mRNA expression in both MCF-7 and MDA-MB-231 cells (Fig. 2a,b), and *HMGCR* was also downregulated in both MCF-7 and MDA-MB-231 cells (Supplementary Fig. S2), despite a lack of predicted *miR-874* target sites in the 3′-UTR of *HMGCR* according to the TargetScan database. The protein expression levels of PMVK and SREBP2 also decreased following transfection with *miR-874* compared with control miRNA in both cell lines (Fig. 2c,d). To explore the mechanism of *PMVK* and *SREBF2* downregulation by *miR-874*, we employed the TargetScan database to predict *miR-874* target genes. Putative *miR-874* target sites were located in positions 216–222 of the *PMVK* 3′-UTR and in positions 222–228 of the *SREBF2* 3′-UTR (Fig. 2e). 

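In GRCh38 *PMVK* lies on chromosome 1, minus strand, and the 3′-UTR of its transcript ENST00000368467.4, in exon 5 of 5, runs from 154924740 to 154925128, 389 nt. The site AGGGCAA is a 7mer-A1 match at positions 216 to 222 of the 3′-UTR, 154924907 to 154924913 on the chromosome, within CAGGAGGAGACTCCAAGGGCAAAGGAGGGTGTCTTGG. *SREBF2* lies on chromosome 22, plus strand, and the 3′-UTR of ENST00000361204.9, in exon 19 of 19, runs from 41905661 to 41907305, 1645 nt. The site CAGGGCA is a 7mer-m8 match at positions 222 to 228, 41905882 to 41905888 on the chromosome, within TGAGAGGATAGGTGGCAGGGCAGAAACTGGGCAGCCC. Sequences are written 5′ to 3′ on the strand of the mRNA and coordinates count from 1. The counts and FPKM are on hg19, and no coordinate was carried between the builds.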

The genes that were downregulated also contained predicted seed sites for *miR-874* and are shown in Supplementary Table S1. 

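Genes with a *miR-874* seed match in the 3′-UTR fell more often than other genes. Among 12130 tested genes whose 3′-UTR could be searched, 2901 had an 8mer or 7mer match. Of these 1405 fell and 805 rose in WT cells, 1483 and 693 in p53 KO cells and 1500 and 719 in p53/c-Myc DKO cells. The share that fell was 48.4%, 51.1% and 51.7%, against 34.7%, 32.6% and 32.6% of the genes without a match, and the median log2 fold changes were −0.18, −0.21 and −0.22. The 496 genes with an 8mer fell most often, with 276, 290 and 289 down and 112, 96 and 96 up. limma's camera gave adjusted p = 0.00689, 3.5e-05 and 5.1e-05 for any match and 0.00239, 3.5e-05 and 2.5e-05 for an 8mer. All 6 also passed with an estimated correlation, but so did 3, 4 and 5 of 20 shuffled seeds, so that setting does not set the real seed apart, while none of them passed with the preset one. Against genes of like 3′-UTR length, those with a match lay lower by a shift of −0.13, −0.23 and −0.19 (log2). Expression level was not matched. The same shift for the shuffled seeds ranged from −0.06 to 0.13, −0.10 to 0.05 and −0.04 to 0.09, and none was as low as the real one. All 157 genes of Supplementary Table S1 were tested, and 148 had a 7mer or 8mer in the annotated 3′-UTR. In WT cells 151 fell, none rose and 6 did not pass (153 fell adjusted over the list alone), in p53 KO cells 149 fell, *MTDH* rose and 7 did not pass (150 fell), and in p53/c-Myc DKO cells 145 fell and 12 did not pass (146 fell). Their median log2 fold changes were −0.78, −0.85 and −0.81. *CORO1C*, an actin-binding coronin, fell by 1.83 in WT cells and *PLEKHB2* fell by 1.76. The study chose this list for falling in these samples, so its direction is not independent evidence (limma's camera, adjusted p = 2.5e-22, 1.1e-24 and 7.2e-24).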

STarMir predicted that the seed sequence for *PMVK* and *miR-874* binding had a minimum free energy of − 23.2 kcal/mol, suggesting that *miR-874* might form a stable structure with *PMVK* and *SREBF2,* respectively (Fig. 2f,h). To investigate whether *miR-874* targets *PMVK* and *SREBF2* directly, a reporter assay was performed by constructing psiCHECK2 vectors containing an intact *PMVK* 3′-UTR or mutant *PMVK* 3’-UTR lacking the *miR-874* binding site. Similarly, WT or miR-874 binding site-deleted *SREBF2* 3′-UTR fragments were cloned into the psiCHECK2 vector downstream of the Renilla luciferase reporter gene. p53/c-Myc DKO MCF-7 cells were cotransfected with *miR-874* and the reporter vectors. Compared with the control miRNA, *miR-874* reduced the luciferase activities of the *PMVK* 3′-UTR and *SREBF2* 3′-UTR WT reporters, but it had no effect on the constructs lacking the binding site (Fig. 2g,i). Deletion of positions 216–222 of the 3′-UTR of PMVK increased the luminescence (Fig. 2g, right). These results suggest that *PMVK* and *SREBF2* are direct targets of *miR-874*.

**Figure 2:**
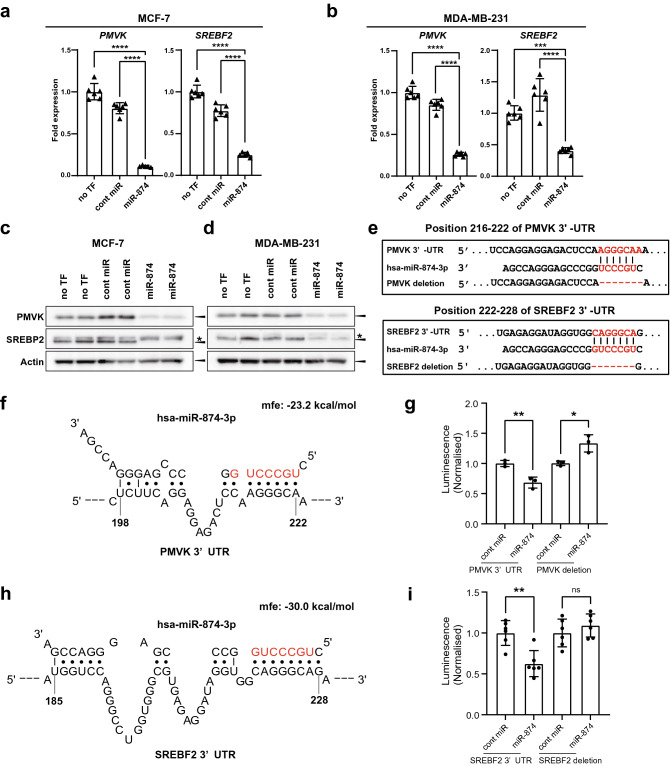
Identification of PMVK as a novel *miR-874* target in breast cancer cells. (**a**,**b**) Quantitative reverse-transcription polymerase chain reaction (qRT-PCR) assays were used to analyse the effects of *miR-874* on *PMVK* mRNA and *SREBF2* mRNA in MCF-7 and MDA-MB-231 cells. Data are presented as the mean ± SD. ***p < 0.001, ****p < 0.0001 (one-way ANOVA). (**c**,**d**) Western blotting for PMVK, SREBP2, and actin in MCF-7 and MDA-MB-231 cells transfected with cont miRNA or *miR-874* for 72 h. Triangles indicate specific bands, and asterisks indicate nonspecific bands. (**e**) Bioinformatic analysis using TargetScan predicted that *miR-874* might target both the *PMVK* 3′-UTR and the *SREBF2* 3’-UTR. (**f**) Putative *miR-874* sites in the 3′-UTR of *PMVK,* as determined by the STarMir program. (**g**) p53/c-Myc double-knockout (DKO) MCF-7 cells were transfected with the *PMVK* 3′-UTR in a vector construct and *miR-874* or control (cont) miRNA to analyse the effects on luciferase activity in the psiCHECK-2-PMVK-3′-UTR reporter. n = 3. Data are presented as the mean ± SD. *p < 0.05, **p < 0.01 (Student’s t test). (**h**) Putative *miR-874* sites in the 3′-UTR of *SREBF2,* as determined by the STarMir program. (**i**) p53/c-Myc DKO MCF-7 cells were transfected with the *SREBF2* 3′-UTR in a vector construct and *miR-874* or cont miRNA to analyse the effects on luciferase activity in the psiCHECK-2-SREBF2-3′-UTR reporter. n = 6. Data are presented as the mean ± SD. **p < 0.01 (Student’s t test).

### *miR-874* activates p53 and induces apoptotic cell death and tumour cell growth inhibition

To assess the tumour-suppressive functions of *miR-874* in breast cancer cells, MCF-7 cells were transfected with control miRNA or *miR-874* mimic. 

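*TP53* mRNA did not pass in WT MCF-7 cells with *miR-874*, at a log2 fold change of 0.06 (SE 0.05) (edgeR adjusted p = 0.233), and *MYC* mRNA fell by 0.33 (SE 0.03, adjusted p = 4.1e-14). Their log2 fold changes in p53 KO cells were −0.15 (SE 0.05) and −0.10 (SE 0.03), both past the threshold. In p53/c-Myc DKO cells *TP53* did not pass (−0.09) and *MYC* rose by 0.23 (SE 0.03). *MDM2*, the ligase that p53 induces and that degrades p53, rose by 1.09 (SE 0.04) in WT cells, and *CDKN1A*, the p21 cell cycle inhibitor that p53 also induces, fell by 0.51 (SE 0.04). In p53 KO and p53/c-Myc DKO cells *MDM2* rose by 0.61 and 0.37 and *CDKN1A* fell by 1.56 and 1.41. The response of both was more positive in WT cells, by 0.48 and 0.73 for *MDM2* and 1.05 and 0.90 for *CDKN1A*. Of the 21 p53 targets in the paper's Fig. 4k, 15 rose in WT cells, *CDKN1A*, *FUCA1*, *SFN* and *RRM2B* fell and *KIAA0247* and *SESN2* did not pass (the same adjusted over the list alone). *GADD45A* rose by 1.05 (SE 0.06), *PPM1D*, a phosphatase that restrains p53, by 0.74 (SE 0.05) and *PANK1* by 0.89 (SE 0.13). In p53 KO cells 7 rose and 11 fell (8 and 11 over the list alone) and in p53/c-Myc DKO cells 8 and 8. limma's camera passed in WT cells (adjusted p = 4.6e-04; 0.0191 with an estimated correlation), not in p53 KO or p53/c-Myc DKO cells (0.671 and 0.879), and for the difference from each (1.4e-17 and 5.7e-12). The study chose this list, 17 of its genes are also among the 45 targets above, and its count is not independent evidence.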

The RNA-seq results showed the upregulation of p53 and c-Myc pathway components following *miR-874* mimic transfection; therefore, we investigated the effects of *miR-874* on p53 and c-Myc expression. First, we examined changes in c-Myc and p53 protein expression over time after *miR-874* transfection, which revealed that c-Myc expression peaked 24 h after *miR-874* transfection before slowly decreasing. p53 expression increased gradually, peaking 36 h after transfection (Fig. 3a, Supplementary Fig. S3). These results suggest that *miR-874* activates c-Myc and p53 sequentially, resulting in apoptosis. To investigate the time course of *miR-*874-induced apoptosis, we performed an annexin V apoptosis assay. Consistent with the p53 activation results, apoptosis was initiated 36 h after *miR-874* transfection and increased at 48 h (Fig. 3b). To investigate the effects of *miR-874* on cell cycle regulation over time, we performed an EdU assay in *miR-874*-transfected MCF-7 cells. A decrease in the proportion of S phase cells and the arrest of cell cycles in the G1 phase were observed as early as 12 h after transfection (Fig. 3c). These data corroborate the findings that *miR-874* activates the c-Myc and p53 signalling pathways. The importance of p53 and c-Myc status on the effects of *miR-874* transfection in WT, p53 KO, and p53/c-Myc DKO MCF-7 cells was examined. Both p53 and p53/c-Myc KO cell generation were confirmed to be successful. p53 upregulation was observed in WT MCF-7 cells transfected with *miR-874* but not in p53 KO or p53/c-Myc DKO MCF-7 cells transfected with *miR-874* (Fig. 3d). Consistently, although *miR-874* overexpression caused a significant increase in the fraction of annexin V-positive p53 WT MCF-7 cells, the apoptosis rate after *miR-874* transfection increased in p53 KO cells but was lower than that in p53 WT cells. Furthermore, the transfection of *miR-874* did not increase the fraction of apoptotic cells relative to control miR transfection in p53/c-Myc DKO cells (Fig. 3e,f). 

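*BAX*, which opens the mitochondrial outer membrane, went from 66.83 ± 1.70 to 86.27 ± 2.49 on the FPKM scale in WT MCF-7 cells with *miR-874* (SD, n = 3), to 129.1% of the control. *BBC3*, the gene of PUMA, which frees BAX from its inhibitors, went from 15.55 ± 1.48 to 21.49 ± 1.67, to 138.2%. Levels in p53 KO cells went from 48.49 ± 2.00 to 41.14 ± 0.60 for *BAX* (84.8%) and from 8.756 ± 1.77 to 5.133 ± 0.59 for *BBC3* (58.6%). The p53/c-Myc DKO levels of *BAX* went from 22.24 ± 2.67 to 23.53 ± 2.49 (105.8%) and *BBC3* from 7.12 ± 0.18 to 5.708 ± 0.81 (80.2%). The libraries of the pair of groups did not overlap in any of these comparisons (two-sided exact permutation test, p = 0.1, the smallest possible) except *BAX* in p53/c-Myc DKO cells (exact p = 0.5). In edgeR both rose in WT cells, *BAX* by 0.46 (SE 0.06) and *BBC3* by 0.56 (SE 0.09) (adjusted p = 5.1e-10 and 1.1e-07). Both fell in p53 KO cells, *BAX* with −0.21 (SE 0.07) and *BBC3* with −0.73 (SE 0.13). In p53/c-Myc DKO cells *BAX* did not pass (0.11 (SE 0.09), adjusted p = 0.278) and *BBC3* fell (−0.29 (SE 0.13), adjusted p = 0.0451).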

Correspondingly, the RNA-seq results revealed increased expression of *BAX* and *PUMA* in WT MCF-7 cells but not in p53 KO or p53/c-Myc DKO MCF-7 cells (Fig. 3g). These findings suggest that apoptosis induction by *miR-874* is dependent on p53 and c-Myc. 

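The response of *BAX* to *miR-874* was 0.67 (SE 0.09) higher in WT than in p53 KO cells and 0.35 (SE 0.11) higher than in p53/c-Myc DKO cells (edgeR interaction test, adjusted p = 1.0e-07 and 0.00873). For *BBC3* the differences were 1.29 (SE 0.16) and 0.85 (SE 0.16) (adjusted p = 6.1e-09 and 2.0e-05). *POLH*, a p53 target that copies past DNA lesions, differed by 1.06 and 0.95. *TNFRSF10B*, a p53-induced death receptor that rose in each genotype, differed by 0.40 and 0.41, and *PLK2* by 0.56 and 0.92. All of these passed.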

We also examined the effects of *miR-874* on apoptosis and cell cycle regulation in MDA-MB-231 cells containing the p53 R280K missense mutation, which promotes tumour progression and metastasis. Annexin V assays showed no induction of apoptotic cell death in *miR-874*-transfected MDA-MB-231 cells (Supplementary Fig. S4a,b). In contrast, cell growth was suppressed in *miR-874*-transfected MDA-MB-231 cells compared with control miRNA-transfected cells (Supplementary Fig. S4c). An EdU assay was performed to analyse the cell cycle by flow cytometry, showing that compared with control miRNA-transfected cells, *miR-874*-transfected cells displayed increased G1 arrest and decreased progression into the S phase at 48 h (Supplementary Fig. S4d,e). These data indicate that *miR-874* induces p53-dependent apoptosis and cell cycle arrest in a partially p53-independent manner.

**Figure 3:**
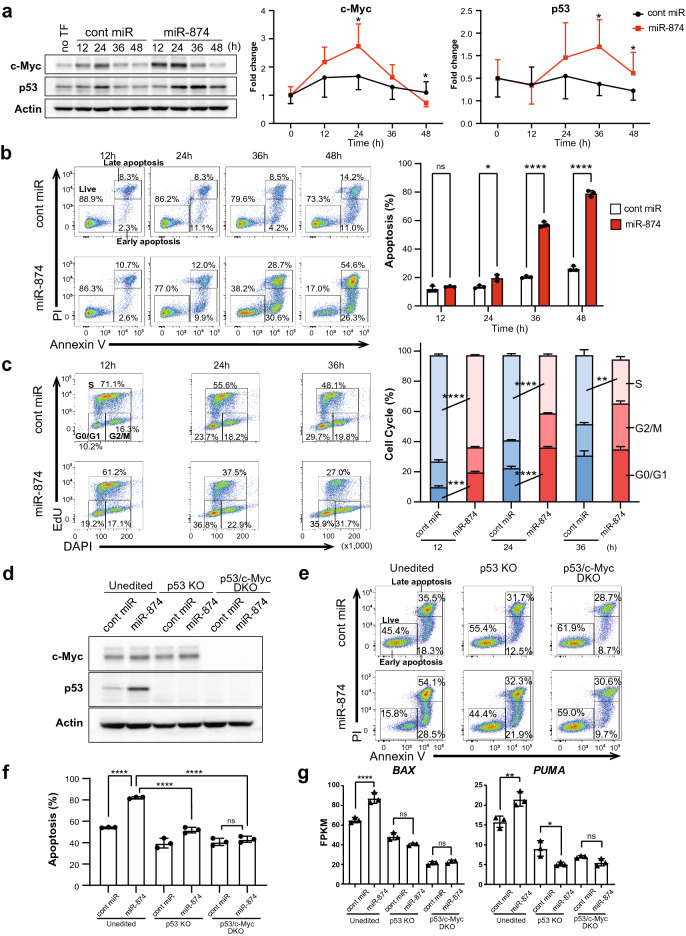
*miR-874* induces p53-mediated cell death and suppresses cell proliferation in a p53-dependent manner. (**a**) Changes in the expression levels of c-Myc and p53 with *miR-874* transfection over time. MCF-7 cells were transfected with control (cont) miRNA or *miR-874*. The cells were harvested at the indicated time points and subjected to western blotting. Representative western blot images are shown (left). A line chart showing changes in the expression levels of c-Myc and p53 (right). n = 5, mean ± SD, *p < 0.05 (Student’s t test). See also Supplementary Fig. S3. (**b**) Annexin V time-course study. MCF-7 cells were transfected with cont miRNA or *miR-874*. The cells were harvested at the indicated time points and subjected to an annexin V-633/propidium iodide (PI) double-staining assay. Representative images are shown (left). The percentages of annexin V-positive cells/PI-negative (lower right, early apoptosis) and annexin V-positive/PI-positive cells (upper right, late apoptosis) were quantified (right). n = 3 per group, mean ± SD, *p < 0.05, ****p < 0.0001 (Student’s t test). (**c**) EdU time-course study. MCF-7 cells were transfected with cont *miRNA* or *miR-874*. The cells were harvested at the indicated time points and subjected to the EdU assay using flow cytometry analysis. Representative images are shown (left). The proportions of cells in the S phase, G0/G1 phase, and G2/M phase were quantitated and plotted (right). n = 3, mean ± SD, **p < 0.01, ***p < 0.001, ****p < 0.0001 (Student’s t test). (**d**) WT, p53 knockout (KO), and p53/c-Myc double-knockout (DKO) MCF-7 cells were transfected with either cont miRNA or *miR-874*. After 40 h, the cells were harvested and subjected to western blotting. (**e**) WT, p53 KO, and p53/c-Myc DKO MCF-7 cells were transfected with either cont miRNA or *miR-874*. After 48 h, the cells were harvested and subjected to annexin V-633/PI double staining. Representative images are shown. (**f**) The percentages of annexin V-633-positive/PI-negative cells and annexin V-633-positive/PI-positive cells were quantified. n = 3, mean ± SD, ****p < 0.0001 (one-way ANOVA). (**g**) FPKM values for *BAX* and *PUMA* from RNA-seq analysis for WT, p53 KO, and p53/c-Myc DKO MCF-7 cells (n = 3 per group, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, one-way ANOVA).

### scRNA-seq analysis reveals that *miR-874* upregulates the p53 signalling pathway and downregulates the mevalonate pathway

*miR-874* affects not only the mevalonate pathway but also cell cycle arrest and p53-mediated apoptosis. To extensively characterize the *miR-874*-mediated cell cycle mechanism and its association with *PMVK* downregulation, we performed scRNA-seq analysis of MCF-7 cells transfected with control miRNA or *miR-874* for 36 h or control siRNA or siPMVK for 48 h. Cell types were classified according to DEGs and known marker expression. The cells were divided into 13 clusters (Fig. 4a, Supplementary Fig. S5a). The relative cell proportions of Clusters 5, 7, 9, and 10 increased, whereas those of Clusters 0, 1, 2, 3, 4, 6, and 8 decreased in cells transfected with *miR-874* compared with control miRNA (Fig. 4a,b). In contrast, the proportions of Clusters 2, 5, 9 and 11 increased, whereas those of Clusters 0, 1, 3, 4, 6, 7, 8, 10, and 12 decreased in cells transfected with siPMVK compared with control siRNA (Fig. 4a,c). Gene Ontology (GO) terms associated with the cell cycle were enriched in approximately half of the 13 clusters (Supplementary Fig. S6). The increased proportions of Clusters 5 and 9 reflected common characteristics between cells transfected with *miR-874* and siPMVK. Cluster 5 contained genes involved in the cell cycle, and Cluster 9 contained genes related to the cellular response and p53 pathway (Supplementary Fig. S6). We examined cell cycle variations and visualized the cell cycle phases (Fig. 4d,e, Supplementary Fig. S5c). The proportions of S phase cells decreased among cells transfected with siPMVKs compared with control siRNA, whereas the proportions of G1 phase cells increased (Fig. 4d,e). No visible changes were observed among the cell cycle phases in cells transfected with *miR-874* compared with control miRNA, which was in contrast with the cell cycle analysis by flow cytometry (Figs. 3c, 4e). This difference may be due to the harvesting of cells just prior to cell death and the exclusion of dead cells from flow cytometry analysis. When we characterized clusters according to cell cycle phases, Clusters 0, 3 and 6 primarily consisted of S phase cells, whereas Clusters 2 and 9 were primarily G1 phase cells (Fig. 4f). These results are consistent with the finding that *miR-874* transfection induces S phase blockade and indicate that *PMVK* knockdown is associated with G1 arrest.

**Figure 4:**
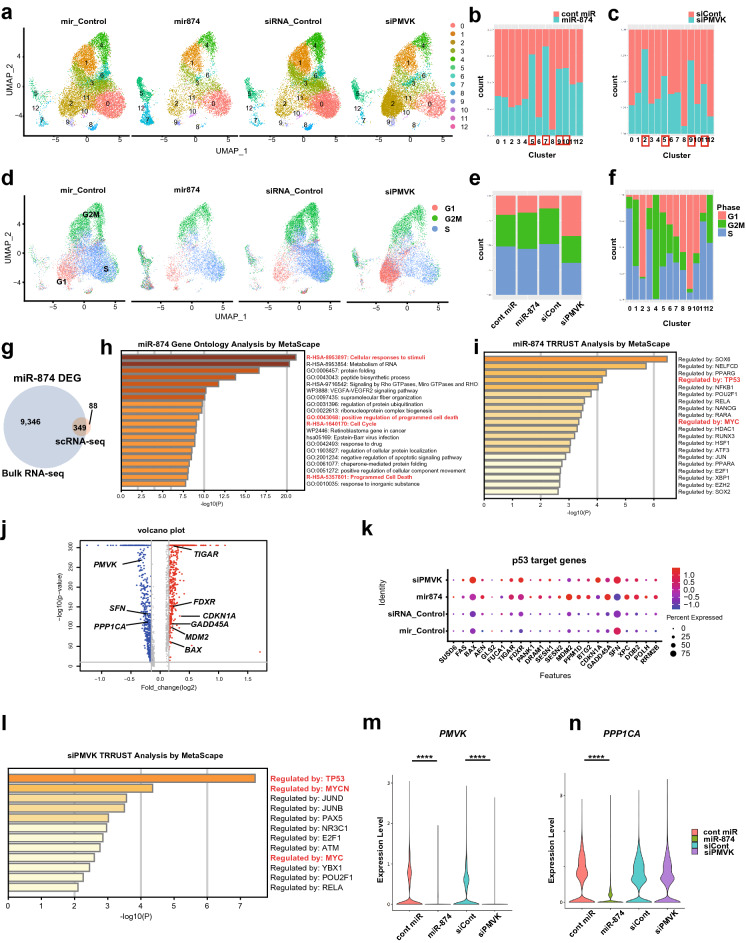
scRNA-seq revealed that *miR-874* downregulates *PMVK* and upregulates p53 target genes in MCF-7 cells. MCF-7 cells were transfected with control (cont) miRNA or *miR-874* for 36 h or control siRNA or siPMVK for 48 h. The viable population of MCF-7 cells was sorted, and each of the four groups was profiled by droplet-based scRNA-seq. (**a**) scRNA-seq data (n = 46,130) across all four groups of treated MCF-7 cells are shown as nonlinear representations of the top 50 principal components. Cells are coloured according to UMAP-based clusters. (**b**,**c**) Proportions of each cluster from miRNA (**b**) or siRNA transfections (**c**). Clusters increased by *miR-874* (**b**) or siPMVK transfection (**c**) are marked with red frames. (**d**) Cells are coloured according to UMAP-based clusters of cell phase, according to treatment. (**e**,**f**) Proportions of the cell phase within each group (**e**) or cluster (**f**). (**g**) Venn diagram showing 349 common differentially expressed genes (DEGs) among 9695 genes identified by bulk RNA-seq and 437 identified by scRNA-seq between cells transfected with cont miRNA and *miR-874*. (**h**) The table shows multiple pathways enriched in 349 common DEGs analysed by Metascape. (**i**) The table shows the prediction of upstream transcription factors among the DEGs by TRRUST analysis in Metascape. (**j**) Volcano plots showing DEGs between cont miRNA and *miR-874.* (**k**) Dot plot showing p53 target genes. (**l**) The table shows the prediction of upstream transcription factors from the DEGs between control siRNA and siPMVK by TRRUST analysis in Metascape. (**m**,**n**) Violin plot of the *miR-874* targets *PMVK* (**m**) and *PPP1CA* (**n**) in each group (****p < 0.0001; Welch’s t test).

We investigated alterations in gene expression following *miR-874* or siPMVK transfection, especially p53 downstream genes and mevalonate pathway genes. First, we compared gene expression profiles among clusters, which showed variations in the enrichment of p53 target genes and mevalonate pathway genes (Supplementary Fig. S5d). To determine common components between bulk RNA-seq and scRNA-seq, we compared the DEGs, revealing 349 common DEGs between the two analyses (Fig. 4g), which were associated with biological process GO terms related to the cell cycle or cell death pathways (Fig. 4h). Furthermore, p53 and c-Myc were identified as upstream regulators based on transcription factor prediction analysis (Fig. 4i). Similar to the bulk RNA-seq results (Fig. 1), several p53 target genes were upregulated, and mevalonate pathway genes were downregulated in *miR-874*-transfected cells (Fig. 4j,k).

GO enrichment analysis and transcription factor enrichment analysis were applied to DEGs identified by scRNA-seq between cells transfected with control siRNA and siPMVK. In addition to the p53 pathway, GO enrichment analysis indicated enrichment of the cell cycle and apoptosis pathways in cells transfected with siPMVK compared with control siRNA (Supplementary Fig. S5e). Similar to the results for *miR-874*, p53 and c-Myc were identified as regulatory transcription factors for the identified DEGs (Fig. 4l). For data validation, the expression levels of *PMVK*, *SREBF2,* and *PPP1CA*, a previously reported *miR-874* target, were determined. *PMVK* expression was effectively suppressed by *miR-874* or siPMVK transfection (Fig. 4m, Supplementary Fig. S5b). *SREBF2* and *PPP1CA* expression was also downregulated by *miR-874* transfection (Fig. 4j,n, Supplementary Fig. S5b).

To examine common gene expression patterns between cells transfected with *miR-874* and *siPMVK,* we compared DEGs from the *miR-874* vs. control miRNA comparison with those identified in the siPMVK vs. control siRNA comparison (Supplementary Fig. S5f). Among the 89 identified common DEGs, GO enrichment analysis revealed the enrichment of cell cycle-associated pathways and p53 signalling pathways, including several p53 target genes upregulated by *PMVK* repression (Fig. 4k, Supplementary Fig. S5g). Consistent with our findings in Figs. 1, 2 and 3, *miR-874* expression altered the cell cycle and activated the p53 pathway. The gene expression profile for *miR-874* expression was similar to that for *PMVK* knockdown, suggesting that *miR-874* activates the p53 pathway at least partially through the suppression of the mevalonate pathway.

### Supplementation with isoprenoids partially rescues *miR-874*-induced apoptosis

We investigated whether supplementation with mevalonate pathway metabolites could block *miR-874*-induced apoptosis. Cell proliferation was measured using Alamar Blue. Among the metabolites, only GGPP, which prenylates small GTPases and tethers them to plasma membranes, was able to restore cell growth following *miR-874* transfection (Fig. 5a). Unlike statins, which are inhibitors of HMGCR, *miR-874* acts on multiple genes in the cholesterol synthesis pathway, and treatment with mevalonic acid did not restore cell growth. To evaluate the effects of *miR-874* in MCF-7 cells, we investigated whether *miR-*874-induced apoptosis could be prevented through GGPP supplementation. Similar to previous results, *miR-874* significantly induced apoptosis in p53 WT MCF-7 cells, and GGPP treatment partially decreased the percentages of visibly detached cells and apoptotic cells, accompanied by an increase in the proportion of live cells (Fig. 5b,c). The p53 protein expression level, which increased in response to *miR-874* expression, decreased following GGPP supplementation (Fig. 5d). The expression levels of *PUMA* and *BAX*, which are downstream of p53 and increased in response to *miR-874* expression, decreased following GGPP supplementation (Fig. 5e). In contrast, the protein expression level of c-Myc increased in response to *miR-874* and was further increased by GGPP supplementation (Fig. 5d). These results indicate that the mevalonate pathway influences the apoptotic function of *miR-874*.

**Figure 5:**
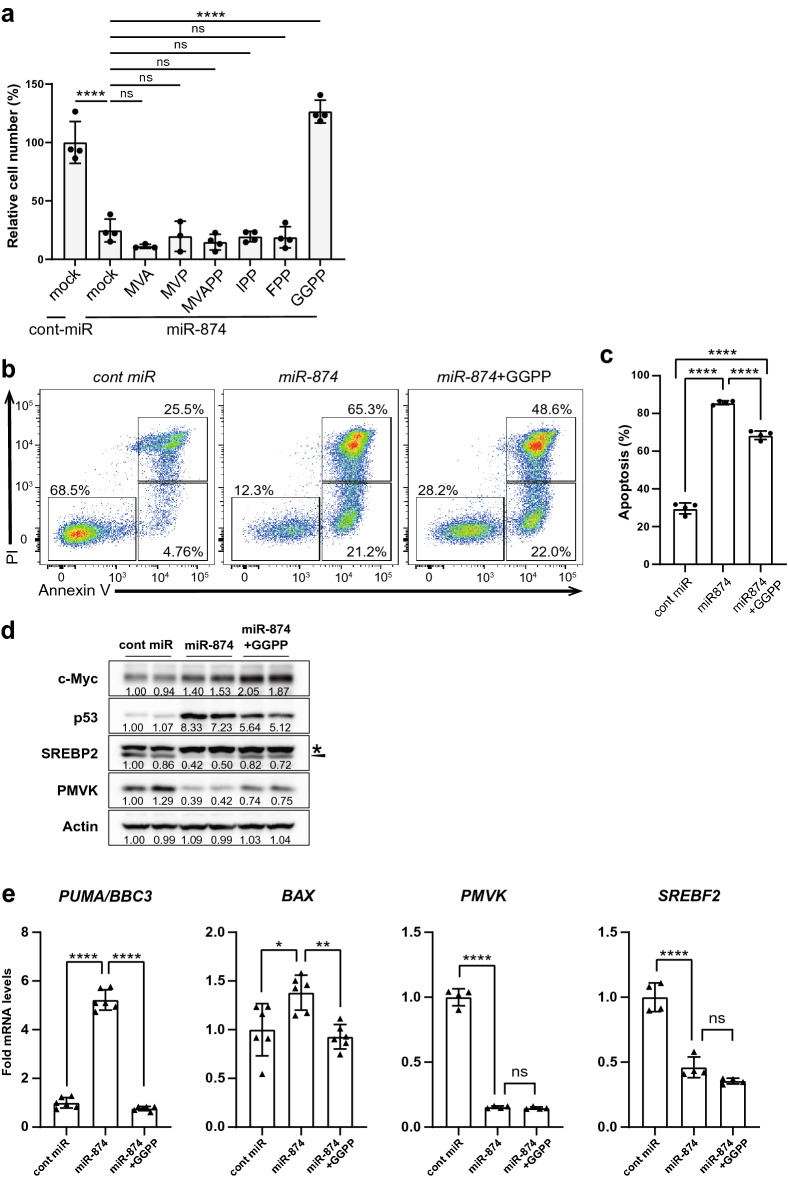
Supplementation with GGPP partially restores apoptosis induced by *miR-874.* (**a**) MCF-7 cells were transfected with control (cont) miRNA or *miR-874,* treated with mevalonate (MVA, 1 mM), mevalonate-5-phosphate (MVP, 0.5 mM), mevalonate-5-pyrophosphate (MVA-5PP, 0.5 mM), isopentenyl pyrophosphate (IPP, 15 μM), farnesyl pyrophosphate (FPP, 10 μM), or geranyl pyrophosphate (GGPP, 10 μM) for 72 h and subjected to the Alamar Blue assay. For mock samples, 70% methanol was added. Data are presented as the mean ± SD. ****p < 0.0001 (one-way ANOVA). (**b**) MCF-7 cells were transfected with cont miRNA or *miR-874*, treated with GGPP for 48 h, and subjected to annexin V-633/PI double staining with flow cytometry analysis. For the mock sample, 70% methanol was added. Representative images are shown. (**c**) The percentages of annexin V-633-negative/PI-negative cells (lower left, live cells), annexin V-633-positive/PI-negative cells (lower right, early apoptosis), and annexin V-633-positive/PI-positive cells (upper right, late apoptosis) were quantified. n = 4 per group. Data are presented as the mean ± SD. ****p < 0.0001 (one-way ANOVA). (**d**) MCF-7 cells were transfected with cont miRNA or *miR-874* and treated with GGPP for 40 h. Western blotting was performed to analyse the effects of *miR-874* transfection and GGPP treatment on c-Myc and p53 in MCF-7 cells. *indicates nonspecific bands, and triangles show bands for SREBP2. The numbers below the bands are the relative values of expression. (**e**) qRT-PCR analysis of *PMVK*, *SREBF2*, *BAX,* and *PUMA* in MCF-7 cells transfected with control or *miR-874* for 48 h. Data are presented as the mean ± SD (n = 6, *p < 0.05, **p < 0.01, ****p < 0.0001 by one-way ANOVA).

### Downregulation of PMVK inhibits MCF-7 breast cancer cell proliferation

PMVK is a cytoplasmic enzyme that catalyses the conversion of mevalonate 5-phosphate into mevalonate 5-diphosphate in the mevalonate pathway^29^. To investigate the functional role of PMVK, we assessed the effects of silencing *PMVK* on apoptosis and the cell cycle in MCF-7 cells. The expression levels of PMVK mRNA and protein decreased following *PMVK* knockdown in MCF-7 cells (Fig. 6a,b). *p21/CDKN1A*, a cell cycle regulator downstream of p53, exhibited increased expression following *PMVK* knockdown. *BAX* and *PUMA*, apoptotic genes downstream of p53, were also affected by *PMVK* silencing (Fig. 6a,b). *PMVK* knockdown decreased the proliferation rate of p53 WT MCF-7 cells (Fig. 6c). Consistently, although *PMVK* knockdown did not increase the proportion of apoptotic MCF-7 cells after 48 h (data not shown), *PMVK* silencing induced apoptosis after 64 h (Fig. 6d,e). To test whether cell cycle arrest and the suppression of cell proliferation could be rescued by supplementation with mevalonate pathway metabolites, we treated *PMVK* knockdown cells with GGPP, which partially restored S phase progression (Fig. 6f,g). The GGPP treatment of *PMVK* knockdown MCF-7 cells also partially decreased *p21/CDKN1A*, *BAX,* and *NOXA* expression (Fig. 6a). These results suggest that *miR-874* suppresses the proliferation of breast cancer cells, at least in part, by inhibiting the mevalonate pathway via the downregulation of PMVK.

**Figure 6:**
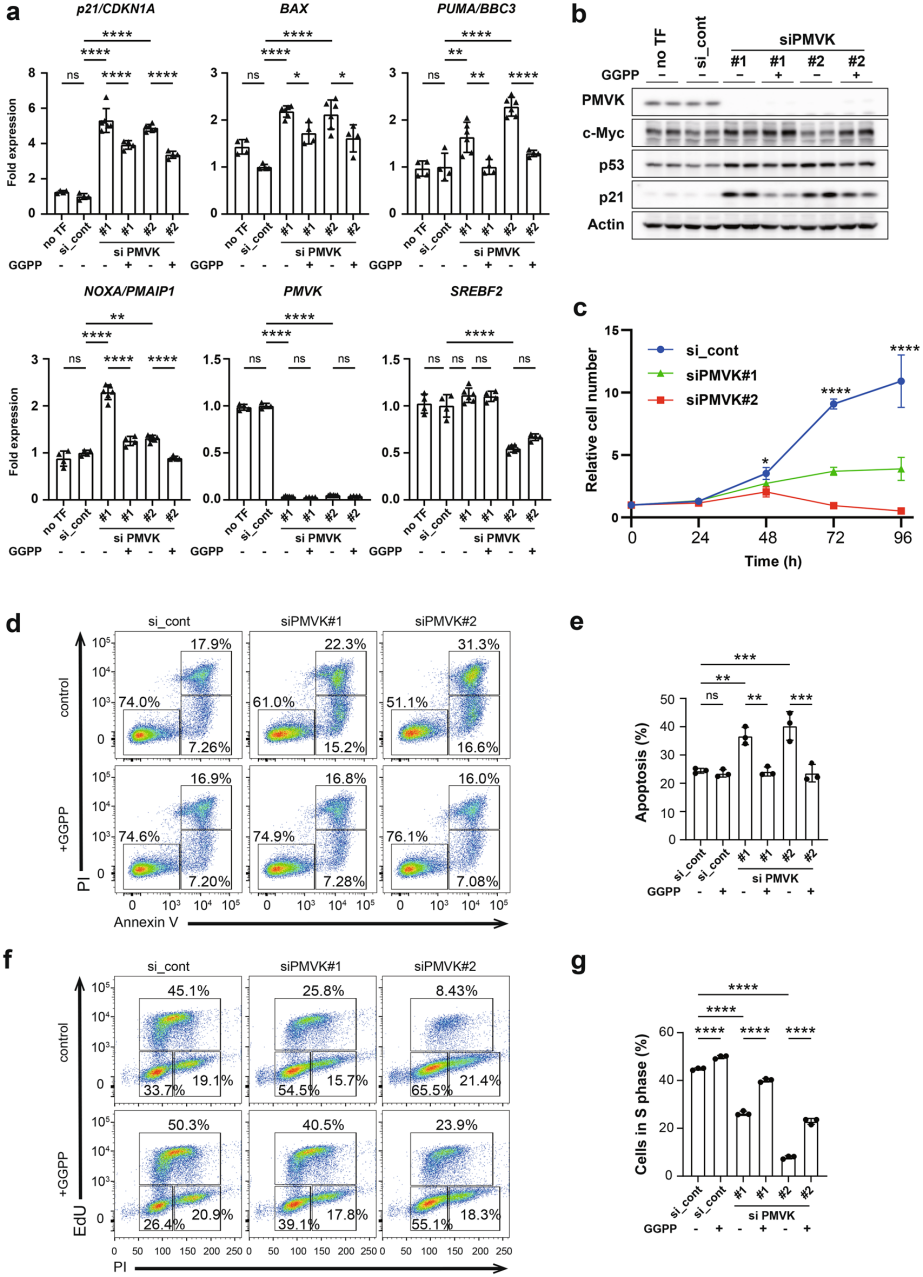
PMVK knockdown induces p53-mediated cell proliferation. (**a**) qRT‒PCR analysis of *PMVK*, *p21/CDKN1A, BAX*, *NOXA*, *PUMA,* and *SREBF2* in MCF-7 cells transfected with control or *PMVK* siRNAs and treated with or without geranylgeranyl pyrophosphate (GGPP) for 60 h (n = 4 or 6, mean ± SD, *p < 0.05, **p < 0.01, ****p < 0.0001 by one-way ANOVA). (**b**) Western blotting for PMVK, c-Myc, p53, p21/CDKN1A, and actin in MCF-7 cells transfected with control or *PMVK* siRNAs for 48 h. (**c**) p53 WT MCF-7 cells were transfected with control or *PMVK* siRNAs and subjected to a cell proliferation assay. Error bars represent the SD of the mean (n = 4, *p < 0.05, ****p < 0.0001 by one-way ANOVA). (**d**) MCF-7 cells were transfected with control or *PMVK* siRNAs for 64 h. The effect of *PMVK* knockdown on cell apoptosis was detected via annexin V-633/PI double staining of MCF-7 cells and flow cytometry assessment. Representative images are shown. (**e**) The percentages of annexin V-633-positive/PI-negative cells (lower right, early apoptosis) and annexin V-633-positive/PI-positive cells (upper right, late apoptosis) were quantified. (n = 3, **p < 0.01, ***p < 0.001 by one-way ANOVA). (**f**) MCF-7 cells were transfected with control or *PMVK* siRNA, treated with geranylgeranyl pyrophosphate (GGPP) for 48 h and subjected to an EdU assay with flow cytometry analysis. For the control sample, 70% methanol was added. Representative images are shown. (**g**) The proportion of cells in the S phase was quantitated and plotted (n = 3). Error bars represent the SDs of the means. ****p < 0.0001 (one-way ANOVA).

### High PMVK expression appears to be a risk factor in breast cancer patients

We confirmed the relationship between *miR-874* and *PMVK* expression and between *miR-874* and *SREBF2* expression in clinical specimens by analysing the TCGA breast cancer dataset. Both *PMVK* and *SREBF2* expression were elevated in tumour tissues (n = 1093) compared with adjacent normal tissues (n = 104), whereas *miR-874* expression was decreased in tumour tissues compared with corresponding normal tissues (Fig. 7a). Furthermore, *PMVK* expression was negatively correlated with *miR-874* expression (Fig. 7b), whereas the expression of *SREBF2* and other mevalonate pathway genes was not correlated with *miR-874* expression (Supplementary Fig. S7). We performed an integrated meta-analysis for *PMVK* using public datasets representing approximately 3000 patients with breast cancer (Fig. 7c). High *PMVK* expression tended to be associated with a poor prognosis (HR = 1.13) for relapse-free survival (not significant; Fig. 7c). Kaplan‒Meier survival analysis revealed that the overall survival of patients was worse in the high *PMVK* expression group than in the low PMVK expression group (p = 0.0059; Fig. 7d upper panel). The results of the analysis using protein expression showed a similar trend (p = 0.011, Fig. 7d lower panel), suggesting that *PMVK* expression might serve as a prognostic marker. On the other hand, for *SREBF2* mRNA, the overall survival analysis showed the opposite trend., i.e., the overall survival of patients was worse in the low *SREBF2 mRNA* expression group than in the high expression group (p = 5.4e−07; Supplementary Fig. S7b). A schematic model summarizing the study results is shown in Fig. 7e.

**Figure 7:**
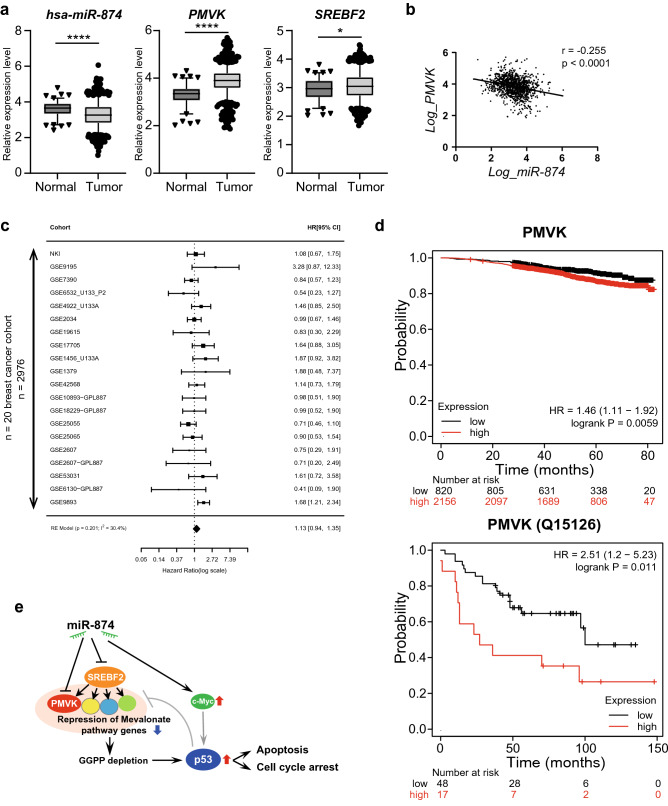
Expression of *miR-874*, *PMVK,* and *SREBF2* in The Cancer Genome Atlas (TCGA) database analysis and meta-analysis. (**a**) Expression of *miR-874* (left), *PMVK* (middle), and *SREBF-2* (right) in breast cancer tissues compared with normal tumour-adjacent tissues in the TCGA breast cancer dataset (normal samples [n = 104] versus tumour samples [n = 1093]). The data are presented as logarithmic values. The central line represents the median gene expression. Outliers above the 95th percentile and below the 5th percentile are displayed as dot plots. (**b**) Correlation analysis between the expression of *miR-874* and *PMVK* (Pearson’s r =  − 0.255, p < 0.0001). (**c**) Cohort studies for *PMVK* gene expression in a breast cancer meta-analysis were combined using random-effects models. The integrated hazard ratios (HRs) of relapse-free survival and its 95% confidence interval are shown. All cohorts were divided by the median gene expression ratio. Source data are provided in Supplementary Table S3. (**d**) Overall survival for the high and low PMVK mRNA expression groups (upper panel) and PMVK protein expression groups (lower panel) depicted using Kaplan–Meier plotter (https://kmplot.com/analysis). (**e**) A schematic view of a proposed mechanism through which miR-874 induces cancer cell death via suppression of the mevalonate pathway. miR-874 suppresses the mevalonate pathway by directly targeting PMVK and SREBF2, resulting in GGPP depletion, which activates the c-Myc and p53 signalling pathways and causes apoptosis and cell cycle arrest.

## Discussion

The mevalonate pathway is responsible for de novo cholesterol synthesis, in addition to the synthesis of many important nonsterol isoprenoid derivatives^30^. Elevated or dysregulated mevalonate pathway activity has been identified in various tumours, including breast cancer, and a number of studies have suggested that malignant cells are more dependent on the continuous availability of mevalonate pathway metabolites than their nonmalignant counterparts^31–33^. In this study, we focused on the functional role of *miR-874* in breast cancer and its association with the mevalonate pathway. *miR-874* induces apoptosis in MCF-7 cells in a p53-dependent manner, affecting the mevalonate pathway through the direct targeting of *PMVK* and *SREBF2*. RNA-seq analysis of *miR-874*-transfected MCF-7 cells identified the enrichment of p53 signaling pathways and the downregulation of several genes associated with the mevalonate pathway and *SREBF2*. scRNA-seq analysis revealed the effect of *miR-874* on the cell cycle. 

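Of 9 earlier reported *miR-874* targets, the 8 that were tested fell in WT, p53 KO and p53/c-Myc DKO MCF-7 cells, also adjusted over the list alone, and *MMP2* had too few reads to be tested. Besides *PPP1CA*, *HDAC1*, a histone deacetylase, fell by 0.97, 1.05 and 0.95 on the log2 scale, *AQP3*, a water channel, had log2 fold changes of −2.32, −2.76 and −2.22, *PLAU*, urokinase, fell by 1.00, 1.45 and 1.44 and *ETS1*, a transcription factor, fell by 0.72, 0.71 and 0.18. limma's camera gave adjusted p = 1.2e-05, 2.3e-06 and 4.9e-06 (0.00514, 0.00393 and 0.00707 with an estimated correlation). The list fell less in WT than in p53 KO cells, where 3 of the 8 passed the interaction test (adjusted p = 0.0114; adjusted p = 0.0513 with an estimated correlation), and did not pass against p53/c-Myc DKO cells (adjusted p = 0.589).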

Some of the *miR-874* target genes previously reported are known to be involved in p53 activation. Regarding CDK9 function, suppression of CDK9 increases p53 stability. Inhibition of CDK9 not only reduces the MDM2-mediated ubiquitination and degradation of p53 but also increases p53 stability by suppressing the deacetylase activity of SIRT1^34^. E2F3 is a key repressor of the p19(Arf)-p53 pathway^35^. Regarding Stat3, Stat3 inhibits p53 gene transcription by binding to the p53 promoter^36^. Thus, *miR-874* may activate the p53 pathway via multiple target genes. 

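In WT MCF-7 cells with *miR-874*, *CDK9*, the kinase of P-TEFb, had a log2 fold change of −0.89 (SE 0.07), *E2F3*, a cell cycle transcription factor, −0.39 (SE 0.05) and *STAT3*, a cytokine-activated transcription factor, −1.36 (SE 0.06) (edgeR adjusted p = 1.0e-17, 1.4e-09 and 4.1e-29). They fell in the knockouts too. In p53 KO cells the log2 fold changes were −1.07 (SE 0.07), −0.40 (SE 0.05) and −1.68 (SE 0.05), and in p53/c-Myc DKO cells −1.04 (SE 0.06), −0.49 (SE 0.05) and −1.26 (SE 0.05). *STAT3* fell less in WT than in p53 KO cells, by 0.32 (SE 0.08) (adjusted p = 0.00215). The paper proposes that lower levels of these targets let *miR-874* activate p53.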

Analysis of a microRNA expression panel of 51 breast cancer cell lines showed no significant difference in *miR-874* expression among the cell lines^37^, suggesting that the expression level of endogenous miR-874 in breast cancer cell lines does not differ between p53 WT and mutant. In p53 WT MCF-7 cells, *miR-874* overexpression resulted in cell death and cell cycle arrest. On the other hand, p53 mutant MDA-MB-231 did not induce cell death, cell cycle arrest or cell proliferation inhibition. *miR-874* overexpression suppressed cell proliferation in another p53-mutant triple-negative breast cancer cell line, MDA-MB-468^38^. The possibility that ER/PR + status and c-Myc have some influence could not be ruled out. Indeed, we tried to establish c-Myc single KO MCF-7-cell lines using CRISPR/Cas9. However, c-Myc KO cells were very slow to proliferate, and we could not maintain them. Apoptosis induction by *miR-874* overexpression completely abolished p53/c-Myc DKO (Fig. 3f).

Similar to *miR-874* overexpression, *PMVK* knockdown induced apoptotic cell death accompanied by p53 pathway activation, which could be partially restored by GGPP supplementation in MCF-7 cells. Although it is not known how *PMVK* knockdown causes apoptosis, PMVK has been associated with the development of porokeratosis, a group of keratinization disorders characterized by circular or annular skin lesions with a distinct hyperkeratotic rim termed the cornoid lamella^39^. In addition to *PMVK*, *MVD*, mevalonate kinase (*MVK*), *FDPS*, and *SLC17A9* are known as causative genes for porokeratosis^40–42^. A combination of cholesterol and statins that replace deficient end products, preventing the accumulation of potentially toxic metabolites, efficiently treats porokeratosis^43^. Premature apoptosis and incomplete keratinocyte differentiation were observed in the lesion tissues of *PMVK*-deficient patients^29^, and several studies have reported that p53 expression increases in the cornoid lamella of these lesions^44,45^, consistent with our results. Future studies may explore the mechanisms of apoptosis caused by inhibition of the mevalonate pathway. *PMVK* knockdown suppresses the downstream production of isoprenoids, such as farnesyl pyrophosphate (FPP) and GGPP, which are necessary for the synthesis of important biomolecules, such as cholesterol, dolichol and ubiquinone. FPP and GGPP isoprenylate small GTPases, such as Ras and Rho, which are involved in tumorigenesis, tethering these GTPases to the cell membrane for signal transduction^46^. GGPP and FPP inhibition induces GTPase dissociation from the cell membrane, suppressing Ras- and Rho-mediated signalling and inducing cancer cell death. Our results also showed that c-Myc expression increased following GGPP supplementation. Agabiti et al*.* reported that geranylgeranyl diphosphate synthase, which is an enzyme in the isoprenoid biosynthesis pathway that produces a pathway that produces GGPP, reduces the expression of Notch1 and affects the expression of its downstream target, c-Myc^47^.

The expression of PMVK in breast cancer tissue as reported in the TCGA database was higher than that in normal tissue adjacent to tumour tissue. Consistent with this finding, survival analysis in breast cancer showed that high *PMVK* expression was associated with poor prognosis. These results suggest that the suppression of breast cancer by the *miR-874*/*PMVK* axis may be relevant in many types of breast cancers, not just certain breast cancer cell lines. Although few previous reports have examined the association between PMVK and cancer, PMVK is reported to be differentially related to the multidrug response of ER-positive and ER-negative cells, with expression positively correlated with the drug response in ER-positive cells and negatively correlated with the drug response in ER-negative cells in breast cancer^48^, suggesting that *PMVK* might serve as a prognostic marker for breast cancer. In contrast, high *PMVK* expression is reported as a potential biomarker for favourable progression-free survival in ovarian cancer^49^. p53 status might also be associated with prognosis, and further clarification regarding which factors are involved in mediating antitumour effects remains necessary. *PMVK* knockdown induced apoptosis and cell cycle arrest, but the proportion of apoptotic cells was lower than that following *miR-874* transfection. A single miRNA can regulate dozens or even hundreds of target mRNAs^50,51^, and the downregulation of one target may have a minimal effect on apoptosis; however, our results indicate that *PMVK* downregulation has p53-dependent tumour-suppressive activity in breast cancer cells.

Unlike in the case of *PMVK, SREBF2* mRNA and *miR-874* expression did not show a correlation. Higher expression of *SREBF2* mRNA was associated with a better prognosis. When intracellular cholesterol levels are low, cleaving enzymes in the Golgi apparatus cut out the N-terminal region of SREBPs, and active SREBPs are transported to the nucleus, where they act as transcription factors to positively regulate the expression of genes related to cholesterol metabolism in the nucleus^52^. Therefore, *SREBF* mRNA levels do not necessarily reflect the protein expression or expression of genes related to cholesterol metabolism.

Several reports indicate that *miR-874* functions as a tumour suppressor and is downregulated in several cancers. The DNA methylation of the *miR-874* promoter region is upregulated in breast cancer tissues compared with normal tissues. Demethylation treatment with 5-Aza-2′-deoxycytidine (5-Aza-CdR) upregulated *miR-874* expression in breast cancer cell lines, suggesting that DNA methylation could be a mechanism of downregulation of *miR-874* expression^21^. There is also emerging evidence that long noncoding RNAs such as *lncRNA H19*, *lncRNA NEAT1*, *lncRNA miR210HG* and *lncRNA DCST1-AS1* act as sponges for *miR-874*, suppressing *miR-874* expression and contributing to cancer progression^53–56^. Further studies are needed to identify long noncoding RNAs that suppress the *miR-874*/*PMVK* axis. Our study revealed that *miR-874* activates the p53 signalling pathway by suppressing the mevalonate pathway via the depletion of GGPP, suggesting the therapeutic potential of *miR-874* for targeting the mevalonate pathway, especially in p53 WT breast cancers.

## Materials and methods

### Cell lines and cell culture

Two breast cancer cell lines, MCF-7 and MDA-MB-231, were obtained from the American Type Tissue Culture Collection (ATCC, Manassas, VA, USA). MCF-7 cells were cultured in Dulbecco’s modified Eagle medium (DMEM; Sigma-Aldrich, St Louis, MO, USA) supplemented with 10% (v/v) foetal bovine serum (FBS) and penicillin and streptomycin (Sigma-Aldrich). MDA-MB-231 cells were maintained in L-15 media (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FBS and penicillin and streptomycin. p53 knockout (KO) and p53/c-Myc double-knockout (DKO) MCF-7 cells were generated by CRISPR‒Cas9 genome editing, as previously described^57^.

### miRNA transfection and small interfering RNA treatment

The following RNA species were used in this study: a pre-miRNA™ miRNA precursor (*hsa-miR-874*; premiR ID: PM12355) that mimics endogenous precursor miRNAs, two negative control (cont) miRNAs (P/N: AM17110 and AM17111; Thermo Fisher Scientific), small interfering RNAs (siRNAs; PMVK siRNA_1 and PMVK siRNA_2; Japan Bio Services, Saitama, Japan, and Thermo Fisher Scientific, respectively), and a negative control siRNA (Thermo Fisher Scientific) (Supplementary Table S2). RNA was reverse transfected into MCF-7 cells or MDA-MB-231 cells using RNAiMAX (Thermo Fisher Scientific) following the manufacturer’s protocol. Cells were harvested at the indicated time points after transfection and subjected to RNA sequencing (RNA-seq), apoptosis analysis, quantitative reverse-transcription polymerase chain reaction (qRT-PCR), dual-luciferase reporter assay, and western blot analysis.

### Chemical compounds and antibodies

Anti-actin antibody (#A2066), mevalonolactone (M4667), mevalonic acid 5-phosphate lithium salt hydrate (79849), mevalonic acid 5-pyrophosphate tetralithium salt (#94259), isopentenyl pyrophosphate triammonium salt (I0503), farnesyl pyrophosphate ammonium salt (F6892) and geranylgeranyl pyrophosphate ammonium salt (G6025) were purchased from Sigma-Aldrich. Anti-p21 (Ab1) antibody was purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-PMVK (SC-390775) antibody was purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Anti-PMVK (15674-1-AP) antibody was purchased from Proteintech (Rosemont, IL, USA). Anti-c-Myc (ab32072), anti-SREBP2 (ab30682), and anti-p53 (DO1) antibodies were purchased from Abcam (Cambridge, UK).

### Apoptosis analysis

Harvested cells were stained with the Annexin V-633 Apoptosis Detection Kit (Nacalai Tesque, Kyoto, Japan) according to the manufacturer’s protocol. In brief, 1 × 10^5^ cells were incubated with 5 µl annexin V and 5 µl propidium iodide (PI) at room temperature for 15 min in the dark. The cells were analysed immediately with a flow cytometer [FACSCanto^TM^II, (BD Biosciences, Franklin Lakes, NJ, USA)].

### RNA-seq and data analysis

Total RNA was extracted from cells with the FastGene RNA Premium kit (Nippon Gene, Tokyo, Japan). RNA concentration and RNA integrity were measured using an Agilent 2100 bioanalyzer. Library construction and sequencing were performed as previously described^57^. RNA-seq libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) following the manufacturer’s protocol. Deep sequencing was performed on the Illumina NextSeq 500 platform according to the manufacturer’s protocol.

Sequenced reads from RNA-seq experiments were aligned by using HISAT2, and Cufflinks was used for transcript assembly. Gene expression levels were expressed as fragments per kilobase of exon per million mapped sequence reads (FPKM). Differentially expressed genes (DEGs) were identified using the R/BioConductor software package (version 3.11)^58^. Heatmaps and dendrograms were generated by R software. DEGs related terms of Gene Ontology were analysed in Enrichr^59^, and the WikiPathway 2021 Human results were assessed. TRRUST Transcription Factors 2019 by Enrichr was used to identify the transcription factors that regulate both up- and downregulated genes.

### Single-cell RNA-seq library preparation and sequencing

Single-cell suspensions of MCF-7 cells were transfected with control miRNA or *miR-874* for 36 h or control siRNA or siPMVK for 48 h. Cells were washed twice with phosphate-buffered saline, trypsinized, and collected in DMEM. scRNA-seq libraries were prepared according to 10x Genomics specifications (Chromium Next GEM single-cell 3’ reagent kits and library construction kit, 10x Genomics, Pleasanton, CA, USA). Briefly, cell suspensions were loaded onto the 10x Genomics Chromium Controller to generate gel beads in emulsions (GEMs). After GEM generation, the samples were incubated at 53 °C for 45 min in a thermal cycler (Thermo Fisher Scientific) to generate polyA cDNA barcoded at the 5′ end by the addition of a template switch oligo linked to a cell barcode and unique molecular identifiers (UMIs). The GEMs were broken, and the single-strand cDNA was cleaned using DynaBeads My One Silane Beads (Thermo Fisher Scientific). cDNA was amplified (98 °C for 3 min; 11 cycles of 98 °C for 15 s and 63 °C for 20 s; 72 °C for 1 min), and cDNA quality was assessed using an Agilent TapeStation. cDNA was enzymatically fragmented, end-repaired, A-tailed, subjected to double-sided size selection with SPRIselect beads (Beckman Coulter, Indianapolis, Indiana, USA), and ligated to adaptors provided in the kit. A unique sample index for each library was introduced through 14 PCR amplification cycles using the indices provided in the kit (98 °C for 45 s; 14 cycles of 98 °C for 20 s, 54 °C for 30 s, and 72 °C for 20 s; 72 °C for 1 min; held at 4 °C). Indexed libraries were subjected to a second round of double-sided size selection, and libraries were quantified and quality assessed with an Agilent TapeStation. Libraries were submitted to GeneWiz (South Plainfield, NJ, USA), clustered using NovaSeq on a paired-end read flow cell, and sequenced on R1 (10x barcode and the UMIs), followed by 8 cycles of the I7 index (sample index) and 89 cycles based on R2 (transcript). 10x Genomics Cell Ranger Single Cell Software was used for sample demultiplexing, alignment with the human reference genome, GRCh38, filtering, UMI counting, single-cell 3′-end gene counting, and quality control using the manufacturer’s parameters^58^.

### scRNA-seq data analysis

The R package Seurat (v4.0) was used to cluster cells in a merged matrix. MCF-7 cells with > 10% mitochondrial gene expression were filtered out as low-quality cells. Individual gene counts for each cell were divided by the total gene counts for the cell and multiplied by a scale factor of 10,000; natural-log transformation was applied to all counts. The FindVariableFeatures function was used to select variable genes with default parameters. The ScaleData function was used to scale and centre the counts in the dataset. Principal component analysis was performed on variable genes, and 50 principal components were used for cell clustering (resolution = 5) and visualized as uniform manifold approximation and projection (UMAP) overlays, dot heat maps, and violin plots. A volcano plot was also constructed by R. Cluster markers were found using the FindAllMarkers function, and cell types were manually annotated based on cluster markers. We illustrated the cell cycle phase (G1, S, G2 M) using the CellCycleScoring function based on cell cycle-related genes^60^.

### Analysis of The Cancer Genome Atlas data

To investigate the clinical significance of miRNAs and genes in breast cancer, we used the RNA sequence database in TCGA (https://tcga-data.nci.nih.gov/tcga/). The gene expression and clinical data were obtained from the GDC Data Portal (https://portal.gdc.cancer.gov, the provisional data downloaded on 5th July 2020). *PMVK* and *miR-874* expression in an RNA-seq dataset was compared between normal (n = 104) samples and tumour (n = 1093) samples. For correlation analysis, Pearson’s correlation coefficients for *miR-874* gene expression versus *PMVK, SREBF2,* and other mevalonate pathway gene expression were calculated.

### Meta-analysis

We searched the public database PROGgeneV2, which compiles data associated with cohort studies from public repositories, including GEO, EBI Array Express, and TCGA. Studies through September 2021 with a study duration of > 5 years of relapse-free survival were selected for inclusion in our meta-analysis, resulting in 20 cohort studies entered into the meta-analysis.

Microarray or RNA sequencing data for *PMVK* in breast cancer are available online at PROGgeneV2 (http://www.progtools.net/gene/). Data were combined by means of random-effects models using the number of cases in each cohort as weights. The meta-analysis was performed using the R package *metafor*^61,62^. For Kaplan–Meier analysis, Kaplan–Meier plotter (https://kmplot.com/analysis) was used^63,64^.

### Statistical analysis

Quantitative data are presented as the mean ± standard deviation (SD). Comparisons between groups were performed by two-tailed Student’s t test or one-way analysis of variance (ANOVA) unless otherwise specified. The correlation between groups was determined by Pearson’s correlation analysis. JMP Pro 14 (https://www.jmp.com) and GraphPad Prism 9 software (https://www.graphpad.com) were used for statistical analyses. For Kaplan–Meier analysis, overall survival was assessed using the log-rank test for comparisons of the Kaplan–Meier event-free format using Kaplan–Meier plotter (https://kmplot.com/analysis)^63,64^. A p value of < 0.05 was considered significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) database, with accession number GSE214509. All data will be made available upon reasonable request. Please contact Tomoaki Tanaka ().

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary document

PMVK 3'UTR, 402 bp (wild type)

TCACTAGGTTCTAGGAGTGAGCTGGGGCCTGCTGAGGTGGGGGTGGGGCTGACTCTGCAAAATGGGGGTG
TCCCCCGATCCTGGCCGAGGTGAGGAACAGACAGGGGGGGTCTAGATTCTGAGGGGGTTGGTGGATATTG
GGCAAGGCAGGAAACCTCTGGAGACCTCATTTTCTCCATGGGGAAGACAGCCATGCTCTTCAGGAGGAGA
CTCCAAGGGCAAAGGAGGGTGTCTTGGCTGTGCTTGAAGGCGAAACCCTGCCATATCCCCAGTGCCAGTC
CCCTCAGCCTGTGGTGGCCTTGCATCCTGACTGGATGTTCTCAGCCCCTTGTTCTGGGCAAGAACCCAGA
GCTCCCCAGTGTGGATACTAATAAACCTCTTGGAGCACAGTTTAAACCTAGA

PMVK 3'UTR, 46 bp (Position 216-222 deletion)

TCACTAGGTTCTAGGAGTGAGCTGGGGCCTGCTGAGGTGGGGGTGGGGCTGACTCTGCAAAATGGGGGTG
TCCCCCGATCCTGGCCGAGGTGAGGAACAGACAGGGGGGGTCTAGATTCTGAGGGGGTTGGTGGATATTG
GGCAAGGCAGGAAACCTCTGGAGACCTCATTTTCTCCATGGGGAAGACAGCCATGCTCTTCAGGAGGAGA
CTCCA-----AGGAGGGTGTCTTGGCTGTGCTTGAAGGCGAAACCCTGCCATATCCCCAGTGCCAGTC
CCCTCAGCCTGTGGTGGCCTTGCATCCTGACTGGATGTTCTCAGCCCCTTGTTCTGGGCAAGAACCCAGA
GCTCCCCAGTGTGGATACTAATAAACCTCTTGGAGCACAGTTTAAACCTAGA

SREBF2 3'UTR, 412 bp (wild type)

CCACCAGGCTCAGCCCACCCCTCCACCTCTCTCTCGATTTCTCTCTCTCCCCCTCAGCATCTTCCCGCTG
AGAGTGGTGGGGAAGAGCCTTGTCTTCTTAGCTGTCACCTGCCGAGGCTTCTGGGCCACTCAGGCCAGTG
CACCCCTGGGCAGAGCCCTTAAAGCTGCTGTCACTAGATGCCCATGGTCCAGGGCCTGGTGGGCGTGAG
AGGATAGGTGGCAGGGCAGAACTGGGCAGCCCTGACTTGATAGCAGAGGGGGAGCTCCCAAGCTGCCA
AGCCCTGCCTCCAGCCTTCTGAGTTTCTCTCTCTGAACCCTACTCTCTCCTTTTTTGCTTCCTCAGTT
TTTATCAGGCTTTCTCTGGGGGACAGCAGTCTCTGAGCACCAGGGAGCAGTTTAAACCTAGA

SREBF2 3'UTR, 405 bp (Position 222-228 deletion)

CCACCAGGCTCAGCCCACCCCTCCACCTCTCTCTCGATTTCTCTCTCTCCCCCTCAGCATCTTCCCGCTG
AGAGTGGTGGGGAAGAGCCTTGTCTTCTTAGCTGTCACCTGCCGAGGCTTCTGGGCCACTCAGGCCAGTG
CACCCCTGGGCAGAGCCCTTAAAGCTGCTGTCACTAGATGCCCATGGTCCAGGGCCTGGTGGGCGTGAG
AGGATAGGTGG-----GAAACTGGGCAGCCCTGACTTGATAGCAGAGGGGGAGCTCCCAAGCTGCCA
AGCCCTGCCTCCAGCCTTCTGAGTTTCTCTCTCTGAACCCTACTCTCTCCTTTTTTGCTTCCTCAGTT
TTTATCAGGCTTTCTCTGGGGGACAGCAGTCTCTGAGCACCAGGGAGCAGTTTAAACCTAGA

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 3 — Supplementary Information 3.

## Slide 1

Supplementary western blots
Fig.2c
PMVK
Actin
SREBP2
cont miR
cont miR
miR-874
miR-874
cont miR
cont miR
miR-874
miR-874
cont miR
cont miR
miR-874
miR-874
no TF
no TF
no TF
no TF
no TF
no TF
55kd
50kd
50kd
Actin
Actin
30kd
30kd
PMVK
PMVK
cont miR
cont miR
miR-874
miR-874
no TF
no TF
Supplementary western blots: Images of the membranes from the western blot analyses presented in Fig. 2c. Proteins were speared on 12.5% SDS-PAGE gels for
PMVK and Actin, 10% SDS-PAGE gel for SREBP2.
Triangles indicate specific bands and asterisks indicate non-specific bands.

## Slide 2

Supplementary western blots
Fig.2d
PMVK
Actin
SREBP2
cont miR
cont miR
miR-874
miR-874
no TF
no TF
50kd
Actin
30kd
PMVK
miR-874
miR-874
no TF
no TF
55kd
cont miR
cont miR
PMVK
SREBP2
Actin
Supplementary western blots: Images of the membranes from the western blot analyses presented in Fig. 2d. Proteins were speared on 12.5% SDS-PAGE gels for
PMVK and Actin, 10% SDS-PAGE gel for SREBP2.
Triangles indicate specific bands and asterisks indicate non-specific bands.
cont miR
cont miR
miR-874
miR-874
no TF
no TF

## Slide 3

actin
c-Myc
p53
cont miR
cont miR
cont miR
miR-874
miR-874
miR-874
Fig.3a
12.5%
no TF
no TF
no TF
12.5%
12.5%
12h
24h
36h
48h
12h
24h
36h
48h
12h
24h
36h
48h
12h
24h
36h
48h
12h
24h
36h
48h
12h
24h
36h
48h
60 kd
50 kd
60 kd
p53
c-Myc
actin
12.5%
p53/c-Myc
DKO
p53/c-Myc
DKO
p53/c-Myc
DKO
12.5%
Fig.3d
p53 KO
p53 KO
p53 KO
Unedited
Unedited
Unedited
12.5%
miR-874
miR-874
miR-874
miR-874
miR-874
miR-874
cont miR
cont miR
cont miR
cont miR
miR-874
miR-874
cont miR
cont miR
miR-874
cont miR
cont miR
cont miR
60 kd
50 kd
60 kd
Fig.5d
10%
SREBP2
c-Myc
p53
12.5%
12.5%
miR874
+GGPP
miR874
+GGPP
miR874
+GGPP
NC1
miR-874
NC1
miR-874
NC1
miR-874
60 kd
60 kd
60 kd
actin
miR874
+GGPP
PMVK
12.5%
NC1
miR-874
miR874
+GGPP
12.5%
NC1
miR-874
30 kd
50 kd
Images of the whole membranes from the western blot analyses presented in Fig.3a, 3d and 5d.

## Slide 4

Fig.6b
PMVK
c-Myc
siPMVK
siPMVK
si_cont
si_cont
12.5%
noTF
noTF
12.5%
#1
#1
#2
#2
#1
#1
#2
#2
-
-
-
-
-
-
-
-
+
+
GGPP
+
+
GGPP
30 kd
60 kd
p21
p53
siPMVK
siPMVK
si_cont
si_cont
noTF
noTF
12.5%
12.5%
#1
#1
#2
#2
#1
#1
#2
#2
-
-
-
-
-
-
-
-
+
+
GGPP
+
+
GGPP
20 kd
60 kd
actin
siPMVK
12.5%
si_cont
noTF
#1
#1
#2
#2
-
-
-
-
+
+
GGPP
50 kd
Images of the whole membranes from the western blot analyses presented in Fig.6b.

## Slide 5

p53
actin
Fig.S3
c-Myc
cont miR
miR-874
cont miR
miR-874
no TF
no TF
cont miR
miR-874
no TF
12.5%
12
24
36
48
12
24
36
48
(h)
12
24
36
48
12
24
36
48
(h)
12
24
36
48
12
24
36
48
(h)
12.5%
12.5%
Experiment 1
60 kd
60 kd
50 kd
actin
p53
c-Myc
12.5%
cont miR
miR-874
cont miR
miR-874
12.5%
cont miR
miR-874
no TF
no TF
no TF
12.5%
12
24
36
48
12
24
36
48
(h)
12
24
36
48
12
24
36
48
(h)
12
24
36
48
12
24
36
48
(h)
Experiment 2
60 kd
60 kd
50 kd
c-Myc
p53
actin
cont miR
miR-874
cont miR
miR-874
cont miR
miR-874
Experiment 3
no TF
no TF
no TF
12.5%
12
24
36
48
12
24
36
48
(h)
12
24
36
48
12
24
36
48
(h)
12
24
36
48
12
24
36
48
(h)
12.5%
12.5%
60 kd
60 kd
50 kd
Experiment 4
c-Myc
p53
actin
12.5%
cont miR
miR-874
no TF
cont miR
miR-874
cont miR
miR-874
no TF
no TF
12
24
36
48
12
24
36
48
(h)
12.5%
36
12
24
36
48
12
24
48
(h)
12
24
36
48
12
24
36
48
(h)
12.5%
60 kd
60 kd
50 kd
Images of the whole membranes from the western blot analyses presented in Supplementary Fig.3.

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 5 — Supplementary Information 5.

Supplementary table S2

List of siRNAs

Name	Target sequence
PMVK_1si	TTGGCTGTGCTTGAAGGCGAA
PMVK_2si	CCAGGCUUCUUUUGCAGGA

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 6 — Supplementary Information 6.

Supplementary table S3

Source from Breast cancer									
outcome	relapse; Harzard ratio				data from PROGgeneV2				
PMVK	high		low						
cohort	Samples	# of events	Samples	# of events	HR	LCI (95%)	UCI (95%)	P VALUE	total sample
NKI	148	13	147	10	1.08	0.66	1.75	0.765	295
GSE9195	39	10	38	3	3.28	0.87	12.33	0.079	77
GSE7390	99	48	99	43	0.84	0.57	1.23	0.362	198
GSE6532_U133_P2	44	14	43	14	0.54	0.22	1.27	0.158	87
GSE4922_U133A	125	47	124	42	1.46	0.86	2.5	0.164	249
GSE2034	143	53	143	54	0.99	0.68	1.46	0.972	286
GSE19615	58	5	57	9	0.83	0.3	2.29	0.714	115
GSE17705	150	41	148	30	1.64	0.88	3.05	0.117	298
GSE1456_U133A	80	24	79	16	1.87	0.91	3.82	0.087	159
GSE1379	30	13	30	15	1.88	0.48	7.37	0.366	60
GSE42568	52	27	52	21	1.14	0.73	1.79	0.557	104
GSE10893-GPL887	26	9	25	10	0.98	0.51	1.9	0.961	51
GSE18229-GPL887	27	10	26	10	0.99	0.52	1.9	0.987	53
GSE25055	155	29	154	36	0.71	0.46	1.1	0.124	309
GSE25065	99	18	98	26	0.9	0.52	1.54	0.698	197
GSE2607	24	5	23	9	0.75	0.29	1.91	0.547	47
GSE2607-GPL887	19	6	19	6	0.71	0.2	2.49	0.594	38
GSE53031	83	22	83	19	1.61	0.73	3.58	0.239	166
GSE6130-GPL887	17	4	16	5	0.41	0.09	1.9	0.252	33
GSE9893	77	8	77	7	1.68	1.2	2.34	0.002	154
total	1495	406	1481	385					2976

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 7 — Supplementary Information 7.

Supplementary table S4

List of Primers

Gene name	Sequence
β -ACTIN_Foward	CCTGGCACCCAGCACAAT
β -ACTIN_Reverse	GCCGATCCACACGGAGTACT
BAX_Foward	GATGCGTCCACCAAGAAGCT
BAX_Reverse	CGGCCCCAGTTGAAGTTG
FDPS_Foward	TGCAGAGTTCCTATCAGAC
FDPS_Reverse	AGGAAGGTAGAAGGAGTAG
HMGCR_Foward	GGAACCTCGGCCTAATGAAG
HMGCR_Reverse	CGAATAGATACACCACGCTCA
MVD_Foward	CGTGCTCATCCTTGTGGTG
MVD_Reverse	AAGCTGGGGAAGTCTCGCT
NOXA_Foward	GGCTGAGGTTCCCGGGCTCT
NOXA_Reverse	AGCGTTCTTGCGCGCCTTCT
p21/CDKN1A_Foward	GGCGGCAGACCAGCATGACAGATT
p21/CDKN1A_Reverse	GCAGGGGGCGGCCAGGGTAT
PMVK_Foward	GGAGGGCATCTCCCAGCCCA
PMVK_Reverse	GGCCCCATAGGCCTCCCGAA
PUMA_Foward	CCTGGAGGGTCCTGTACAATCT
PUMA_Reverse	GCACCTAATTGGGCTCCATCT
SREBF2_Foward	CCTGCTACTGTCGCTACGGA
SREBF2_Reverse	TTGCGGTATGCTGGGCGGAA

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 8 — Supplementary Information 8.

**Supplementary Figure S1. Expression of *miR-874* in p53 KO MCF-7 cells significantly downregulated mevalonate pathway metabolites, related to Figure 1.** (a) Principal component analysis showing clusters of WT, p53 KO and p53/c-Myc DKO MCF-7 cells, depending on the effect of *miR-874* transfection. Control (cont) miRNA was used for the control condition. n=3 per group. (b, c, d) Log ratio versus mean average (MA) plots show the results of differentially expressed gene (DEG) analysis comparing cells expressing cont miRNA and those expressing *miR-874* in (b) WT, (c) p53 KO and (d) p53/c-Myc DKO. (e, f) Top 10 pathways in common among the three cell types, p53 KO-specific and p53/c-Myc DKO-specific (e) up- and (f) downregulated DEGs induced by *miR-874* transfection were analysed by WikiPathway 2021. p values (Fisher’s exact test) are presented after the column. Genes that are commonly up- and downregulated in the three cell types are boxed in blue. Genes that are p53 KO-specific up- and downregulated are boxed in red. Genes that are p53/c-Myc DKO-specific up- and downregulated are boxed in orange. Pathways associated with the cell cycle are shown in bold.

**Supplementary Figure S2. *miR-874* downregulates the expression of multiple genes involved in the mevalonate pathway.** (a, b) qRT‒PCR assays were performed to measure the effects of *miR-874* on *HMGCR, MVD,* and *FDPS* mRNA in MCF-7 and MDA-MB-231 cells. Data are presented as the mean ± SD. n=6, *p<0.05, **p<0.01, ****p<0.0001 (one-way ANOVA).

**Supplementary Figure S3. *miR-874* sequentially activates c-Myc and p53. (Related to Figure 3).** Changes in the expression levels of c-Myc and p53 following *miR-874* transfection over time. MCF-7 cells were transfected with control (cont) miRNA or *miR-874*, harvested at the indicated time points, and subjected to western blotting. Western blotting images of four independent experiments are shown.

**Supplementary Figure S4. *miR-874* does not induce apoptosis but suppresses the proliferation of MDA-MB-231 cells.** (a) MDA-MB-231 cells were transfected with control (cont) miRNA or *miR-874*. After 48 h of transfection, the proportions of apoptotic cells were measured by flow cytometric analysis of cells stained with annexin V-633 and PI (n=3 per group). Representative images are shown. (b) The percentages of annexin V-633–positive/PI-negative cells (lower right, early apoptosis) and annexin V-633–positive/PI-positive cells (upper right, late apoptosis) were quantified. Annexin V-positive cells: cont miRNA; 9.0% vs. *miR-874*; 9.9%. (c) Cell proliferation curve after transfection of *miR-874* at the indicated time points in MDA-MB-231 cells. The error bars represent the SD of the mean (n=5, ** p<0.01, Student’s t test). (d) MDA-MB-231 cells were transfected with control (cont) miRNA or *miR-874* and subjected to an EdU assay after 48 h using flow cytometry analysis. Representative images are shown. (e) The proportions of cells in the S phase, G0/G1 phase, and G2/M phase were quantitated and plotted (n=3). Error bars represent the SDs of the means (S phase: cont miRNA; 31.4% vs. *miR-874*; 21.3%, p<0.01, Student’s t test).

**Supplementary Figure S5. scRNA-seq from siPMVK revealed that the cellular targets of *miR-874* coincide with siPMVK.** (a) scRNA-seq data (n=46,130) across all four groups of treated MCF-7 cells are shown as nonlinear representations of the top 50 principal components; cells are shown in different colours according to UMAP-based clusters. (b) UMAP plots of MCF-7 cells show the expression of *miR-874* target genes (*PMVK*, *SREBF2*, and *PPP1CA*). (c) Cells are shown in different colours according to UMAP-based clusters according to cell phase. (d) The top 120 differentially expressed genes (DEGs) defined by the FindAllMarkers function from each cluster are listed in the heatmap. Representative p53 target genes are shown in red, whereas mevalonate pathways are shown in blue in the list. (e) The 241 DEGs identified by scRNA-seq between control siRNA and siPMVK were analysed by Gene Ontology. The table shows multiple pathways enriched in the 241 DEGs, as analysed by Metascape. (f) Venn diagram showing 89 common DEGs from the 437 genes identified between control mRNA and *miR-874* and 241 genes identified between control siRNA and siPMVK according to scRNA-seq analysis. (g) The table shows multiple pathways enriched in the 89 common DEGs, as analysed by Metascape.

**Supplementary Figure S6. The results of Gene Ontology analysis from each cluster in the scRNA-seq analysis.** Differentially expressed genes (DEGs) in each cluster were defined by the FindAllMarkers function. The DEGs for each cluster were analysed by Metascape, and multiple pathways are listed. Clusters that share common characteristics between the cells transfected with *miR-874* and siPMVK are marked with red frames.

**Supplementary Figure S7. Correlations between *miR-874* and mevalonate pathway gene expression in the TCGA breast database.** (a) Correlation analysis between the expression of *miR-874* and mevalonate pathway genes by Pearson’s correlation coefficient (*ACAT2*, *HMGCS1*, *HMGCR*, *MVK*, *MVD,* *FDPS* and *SREBF2*). (b) Overall survival for the high and low *SREBF2 mRNA* expression groups depicted using Kaplan–Meier plotter (<https://kmplot.com/analysis>).

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w
**Supplement:** Supplementary file 9 — Supplementary Information 9.

**Supplementary Materials and Methods**

**5-Ethynyl-2’-deoxyuridine analysis**

The 5-ethynyl-2’-deoxyuridine (EdU) assay (Click-iT Plus EdU Flow Cytometry Assay Kits; C10632, Thermo Fisher Scientific) was performed according to the manufacturer’s protocol. In brief, cells were incubated with 10 µM EdU for 1 hour. Cells were harvested, fixed with 4% paraformaldehyde, stained with Alexa Fluor 488 for the detection of EdU and 4′,6-diamidino-2-phenylindole (DAPI) for cell cycle assessment, and analysed by flow cytometry.

**Alamar Blue analysis**

MCF-7 cells were transfected with control miRNA or *miR-874*, treated with mevalonate pathway metabolites for 72 h, and subjected to the Alamar Blue assay. Alamar Blue (AlamarBlue™ HS Cell Viability Reagent, A50100, Thermo Fisher Scientific) was mixed with MCF-7 media at a 1:10 ratio, added to cells, and incubated at 37 °C for 6 h. Absorbance readings were obtained at 570 and 600 nm.

**qRT‒PCR**

After the cells were harvested, total RNA was isolated with TRIzol (Thermo Fisher Scientific) or the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) and subsequently reverse transcribed into cDNA with the ReverTra Ace® qPCR RT Kit (TOYOBO, Osaka, Japan). *miR-874* expression levels were detected with a TaqMan miRNA assay (Assay ID: 002268; Thermo Fisher Scientific) and normalized according to *RNU48* expression (Assay ID: 001006; Thermo Fisher Scientific); the expression levels of other factors were assessed by the 2^−ΔΔCt^ method ^1^. qRT‒PCR was performed on a StepOnePlus^TM^ System (Thermo Fisher Scientific) with the default fast mode setting (stage 1; 95.0 °C for 20 s, stage 2; 40 cycles at 95.0 °C for 1 s and 60.0 °C for 20 s). Primers are shown in Supplementary Table S4.

**Western blot analysis**

Cells were lysed in lysis buffer (25 mM Tris-HCl, pH 7.4; 150 mM NaCl; 1% NP-40; 1 mM EDTA; 5% glycerol) supplemented with protease inhibitor cocktail and phosphatase inhibitor cocktail. The lysates were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred to polyvinylidene fluoride membranes. The membranes were sequentially blocked with blocking reagent (10% skimmed milk and 1% BSA), incubated with the appropriate primary antibodies according to the manufacturer's protocol, and incubated with horseradish peroxidase-conjugated secondary antibodies (Agilent Technologies, Santa Clara, CA, USA and GE Healthcare, Boston, MA, USA). Immunoreactive bands were visualized by enhanced chemiluminescence (Thermo Fisher Scientific), and images were acquired with a LAS-4000 Mini imaging system (Cytiva, Grens, Switzerland) or Fusion FX (Vilber Lourmat, Collégien, France). Protein band intensities were quantitated using Evolution Caput software.

**Plasmid construction and dual-luciferase reporter assay**

Predicted target genes and their target miRNA binding site seed regions were determined using TargetScan (<http://www.targetscan.org/>) and STarMir (<https://sfold.wadsworth.org/>). The wild-type (WT) sequences for the *PMVK* 3’-untranslated region (UTR) and the *SREBF2* 3’-UTR were inserted between the *Xho*I–*Not*I restriction sites in the *hRluc* 3’-UTR in the psiCHECK-2 vector (C8021; Promega, Madison, WI, USA). Plasmid vectors encoding the *PMVK* 3’-UTR with deleted *miR-874* target sites (position 216–222; NM_006556) or the *SREBF2* 3’-UTR with deleted *miR-874* target sites (position 222–228; NM_004599) were generated using KOD-FX (KFX-101, TOYOBO) and DNA assembly (M5520, New England BioLabs, Ipswich, MA, USA). Oligonucleotide sequences are described in the Supplementary document. A dual-luciferase reporter assay was performed as described previously ^2,3^, with some modifications. p53/c-Myc DKO MCF-7 cells were transfected with 40 ng vector using 0.5 µl Lipofectamine 2000 (Thermo Fisher Scientific) in 50 µl Opti-MEM 1 (Thermo Fisher Scientific) and 10 nM *miR-874* using 0.5 µl RNAiMAX (Thermo Fisher Scientific) in 50 µl Opti-MEM 1 (Thermo Fisher Scientific). After 44–45 h of transfection, the firefly and Renilla luciferase activities of cell lysates were determined using a dual-luciferase assay system (E1910; Promega). Data were normalized by calculating the Renilla luciferase activity/firefly luciferase activity ratio.

**References**

1 Ochiiwa, H. *et al.* TAS4464, a NEDD8-activating enzyme inhibitor, activates both intrinsic and extrinsic apoptotic pathways via c-Myc-mediated regulation in acute myeloid leukemia. *Oncogene* **40**, 1217-1230, doi:10.1038/s41388-020-01586-4 (2021).

2 Nohata, N. *et al.* Tumour suppressive microRNA-874 regulates novel cancer networks in maxillary sinus squamous cell carcinoma. *Br J Cancer* **105**, 833-841, doi:10.1038/bjc.2011.311 (2011).

3 Nohata, N. *et al.* Tumour-suppressive microRNA-874 contributes to cell proliferation through targeting of histone deacetylase 1 in head and neck squamous cell carcinoma. *Br J Cancer* **108**, 1648-1658, doi:10.1038/bjc.2013.122 (2013).

# Supplementary material for: MicroRNA-874 targets phosphomevalonate kinase and inhibits cancer cell growth via the mevalonate pathway
**Source:** Sci Rep. 2022 Nov 2;12:18443. doi: 10.1038/s41598-022-23205-w

Figure S1

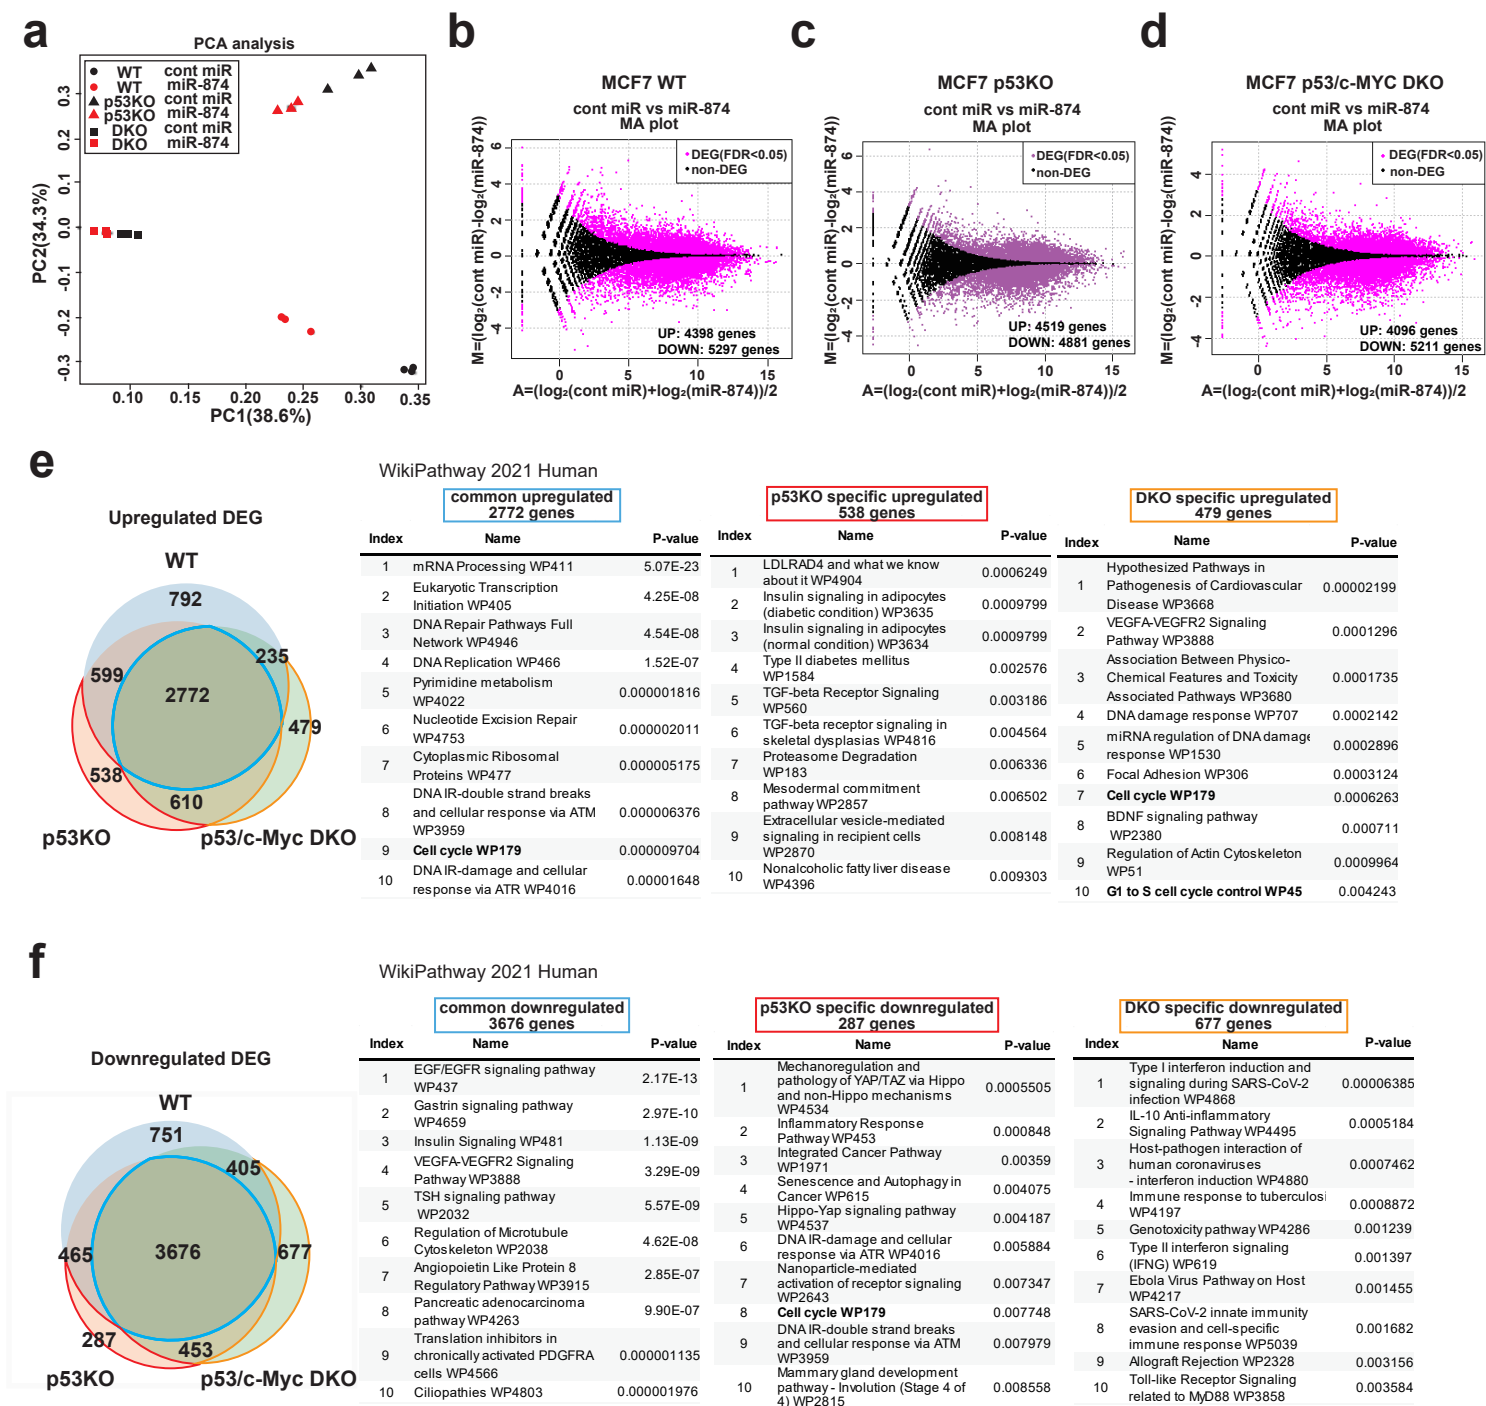

Figure S2

a

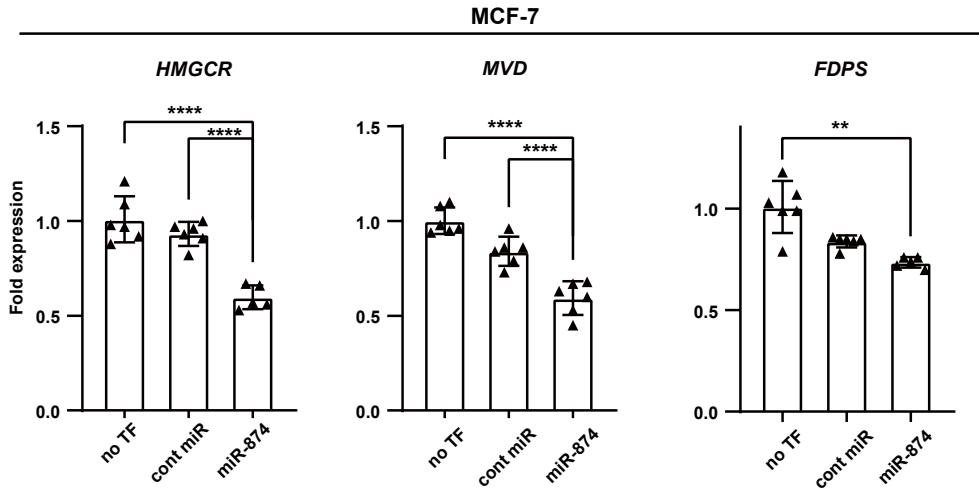

b

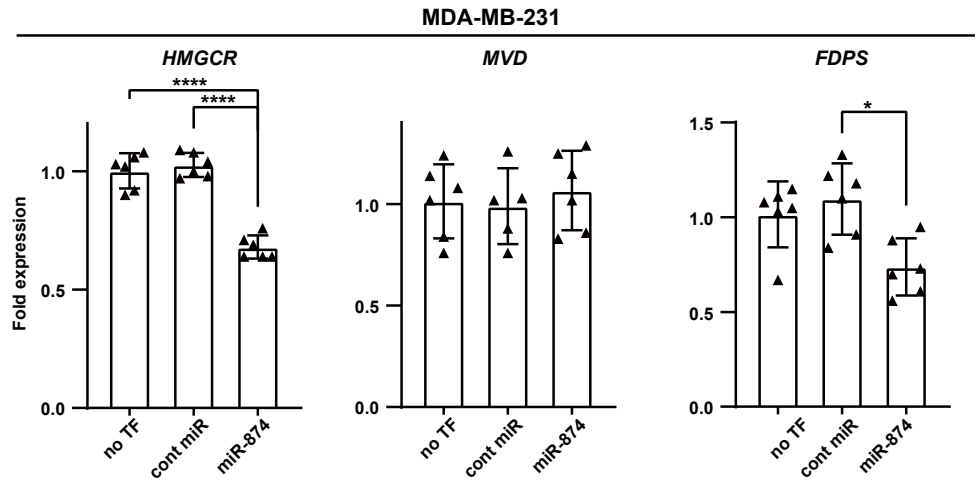

Figure S3

Experiment 1

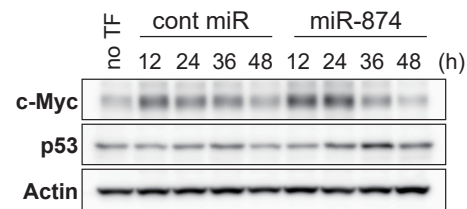

Experiment 2

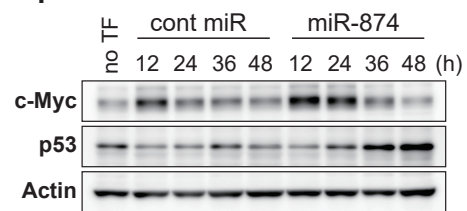

Experiment 3

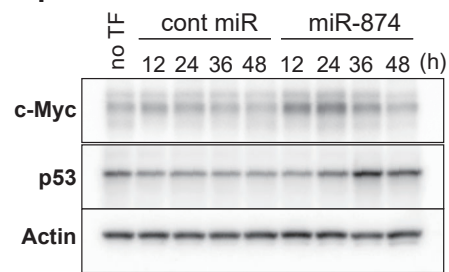

Experiment 4

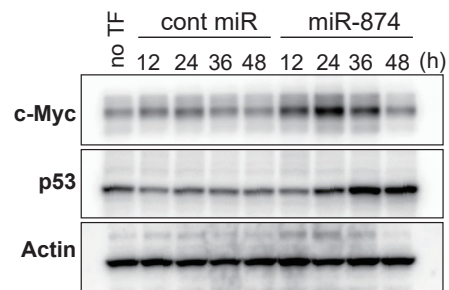

Figure S4

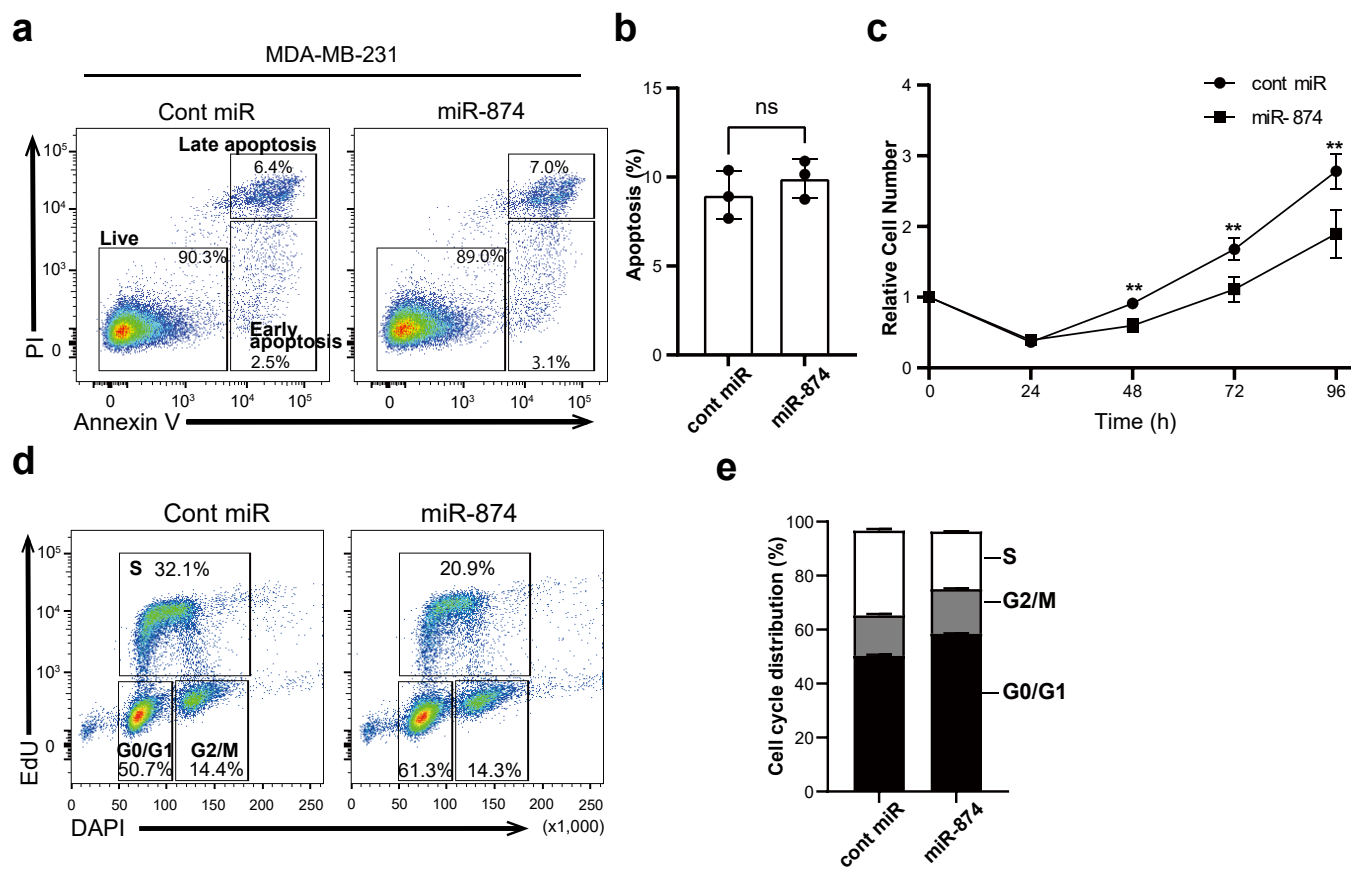

Figure S5

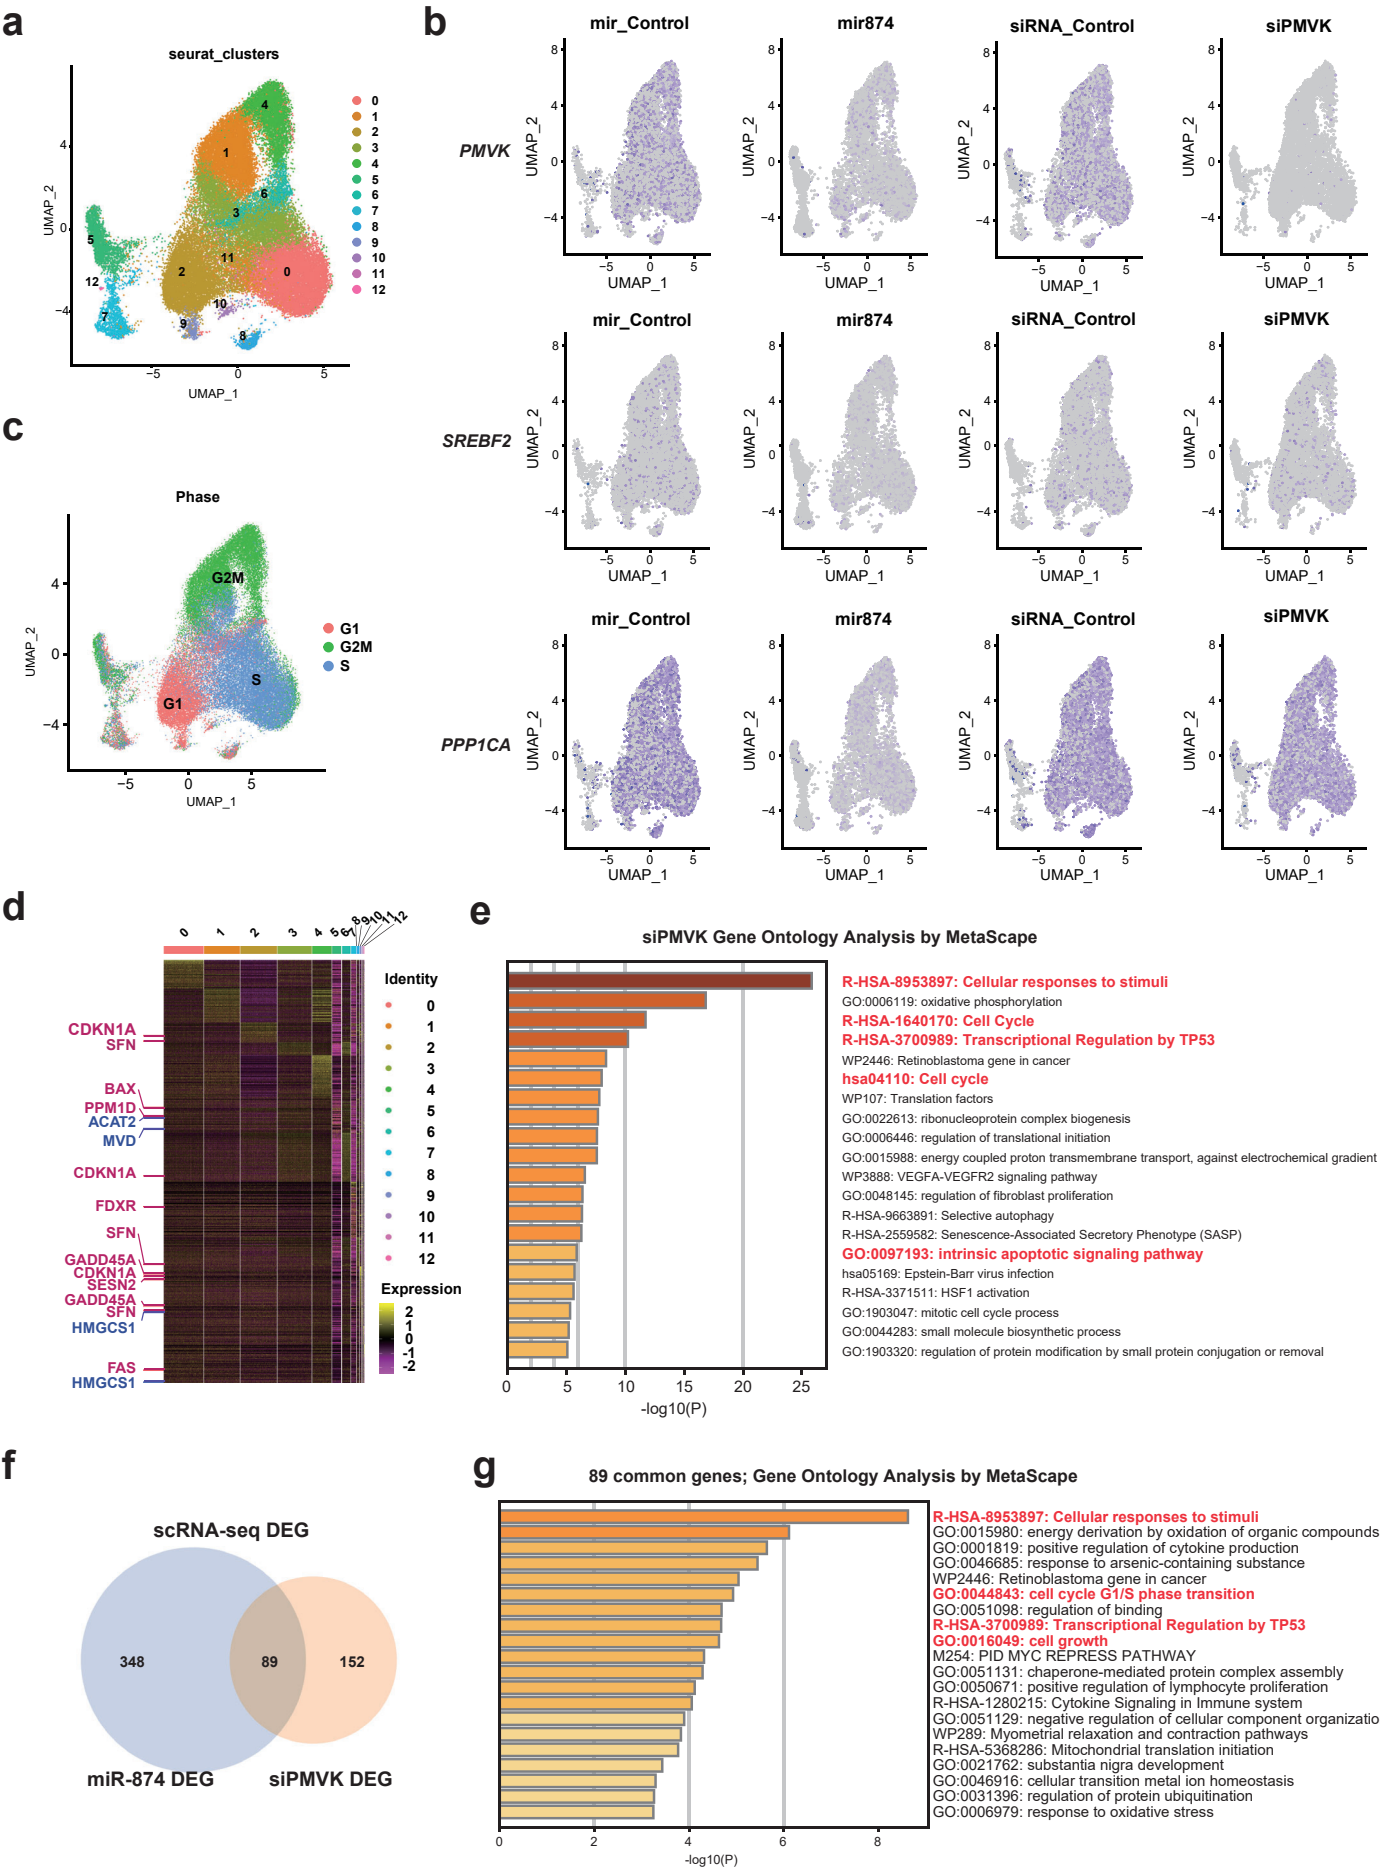

Figure S6

Cluster 0

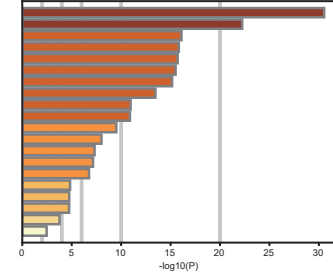

R-HSA-1640170: Cell Cycle
GO:006260: DNA replication
R-HSA-69481: G2/M Checkpoints
GO:0071103: DNA conformation change
GO:0006281: DNA repair
WP2446: Retinoblastoma gene in cancer
GO:0040029: regulation of gene expression, epigenetic
GO:1903047: mitotic cell cycle process
GO:0006275: regulation of DNA replication
GO:0006302: double-strand break repair
GO:0007059: chromosome segregation
GO:0032200: telomere organization
GO:1902275: regulation of chromatin organization
GO:0007062: sister chromatid cohesion
R-HSA-3700989: Transcriptional Regulation by TP53
R-HSA-3108232: SUMO E3 ligases SUMOylate target pr
GO:0034502: protein localization to chromosome
R-HSA-499943: Interconversion of nucleotide di- and triph
WP4266: Genotoxicity pathway
GO:0051302: regulation of cell division

Cluster 1

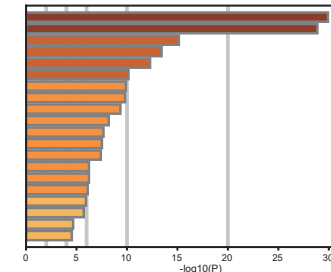

R-HSA-69278: Cell Cycle, Mitotic
GO:0140014: mitotic nuclear division
R-HSA-69275: G2/M Transition
M176: PID FOXM1 PATHWAY
R-HSA-174143: APC/C-mediated degradation of cell c
GO:0051988: regulation of attachment of spindle micro
CORUM:7479: Astrin-kinastin complex
GO:0045787: positive regulation of cell cycle
GO:0051347: positive regulation of transferase activity
GO:0000910: cytokinesis
R-HSA-2995410: Nuclear Envelope (NE) Reassembly
M14: PID AURORA B PATHWAY
GO:0051303: establishment of chromosome localizati
GO:0007143: female meiotic nuclear division
WP2361: Gastric cancer network 1
GO:0006986: response to unfolded protein
R-HSA-2262752: Cellular responses to stress
CORUM:3082: DGCR8 multiprotein complex
GO:0030010: establishment of cell polarity
GO:0031100: animal organ regeneration

Cluster 2

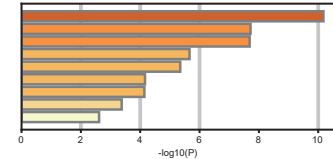

WP111: Electron transport chain: OXPHOS system in m
GO:001568: energy coupled proton transmembrane tra
M145: PID P53 DOWNSTREAM PATHWAY
WP4963: p53 transcriptional gene network
M5883: NABA SECRETED FACTORS
WP623: Oxidative phosphorylation
M254: PID MYC REPRESS PATHWAY
GO:0008285: negative regulation of cell population proli
GO:0031398: regulation of protein ubiquitination

Cluster 3

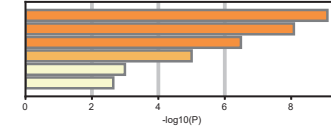

R-HSA-2467813: Separation of Sister Chromatids
WP5124: Alzheimer's disease
hsa05012: Parkinson's disease
GO:0006753: nucleoside phosphate metabolic proces
WP3888: VEGFA-VEGFR2 signaling pathway
hsa05166: HTLV-I infection

Cluster 4

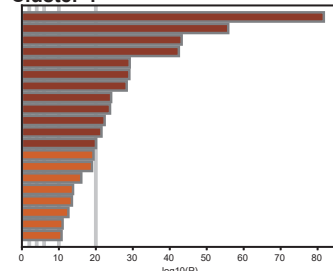

GO:0051301: cell division
R-HSA-1640170: Cell Cycle
GO:0010564: regulation of cell cycle process
GO:0000226: microtubule cytoskeleton organization
M129: PID PLK1 PATHWAY
GO:0051983: regulation of chromosome segregation
M14: PID AURORA B PATHWAY
GO:0051303: establishment of chromosome localizator
GO:0051321: meiotic cell cycle
GO:0006808: attachment of spindle microtubules to kin
GO:0000910: cytokinesis
R-HSA-174143: APC/C-mediated degradation of cell cy
M176: PID FOXM1 PATHWAY
R-HSA-983189: Kinesin
R-HSA-69275: G2/M Transition
GO:0051383: kinetochore organization
GO:0044839: cell cycle G2/M phase transition
GO:0030261: chromosome condensation
GO:0051347: positive regulation of transferase activity
WP2361: Gastric cancer network 1

Cluster 5

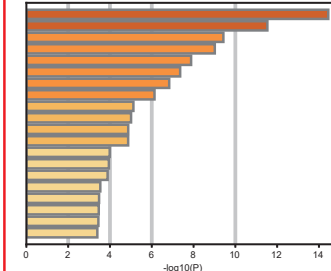

R-HSA-69278: Cell Cycle, Mitotic
GO:0051301: cell division
R-HSA-69275: G2/M Transition
R-HSA-8953897: Cellular responses to stimuli
R-HSA-179409: APC-Cdc20 mediated degradation of
GO:0000226: microtubule cytoskeleton organization
GO:0046034: ATP metabolic process
R-HSA-8953854: Metabolism of RNA
WP466: DNA replication
GO:0010638: positive regulation of organelle organiza
GO:0051098: regulation of binding
ko05164: Influenza A
R-HSA-9653891: Selective autophagy
GO:0002262: myeloid cell homeostasis
R-HSA-71291: Metabolism of amino acids and derivat
GO:0045840: positive regulation of mitotic nuclear div
WP588: Prostaglandin synthesis and regulation
WP3888: VEGFA-VEGFR2 signaling pathway
GO:0009141: nucleoside triphosphate metabolic proci
GO:0030261: chromosome condensation

Cluster 6

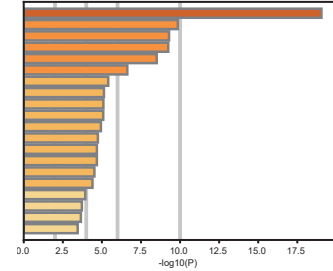

R-HSA-72766: Translation
R-HSA-9711123: Cellular response to chemical stress
R-HSA-9663220: RHO GTPases Activate Formins
CORUM:320: S65 ribosome, mitochondrial
R-HSA-163200: Respiratory electron transport, ATP syn
WP3888: VEGFA-VEGFR2 signaling pathway
R-HSA-6798695: Neutrophil degranulation
GO:0007005: mitochondrion organization
R-HSA-1852241: Organelle biogenesis and maintenanc
GO:0051301: cell division
GO:0019693: ribose phosphate metabolic process
GO:1904668: positive regulation of ubiquitin protein liga
WP2884: NRF2 pathway
GO:0097190: apoptotic signaling pathway
GO:0032956: regulation of actin cytoskeleton organizati
WP1946: Cori cycle
GO:003830: positive regulation of superoxide anion ge
WP497: Urea cycle and metabolism of amino groups
WP4932: 7q11.23 copy number variation syndrome

Cluster 7

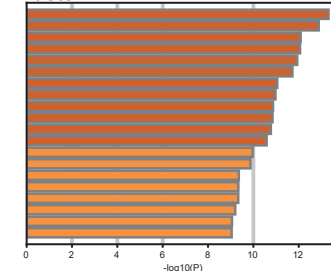

R-HSA-3214815: HDACs deacetylate histones
GO:0040029: regulation of gene expression, epigen
M166: PID ATF2 PATHWAY
GO:0071214: cellular response to abiotic stimulus
GO:0001568: blood vessel development
M254: PID MYC REPRESS PATHWAY
WP368: TGF-beta signaling pathway
GO:0001666: response to hypoxia
M145: PID P53 DOWNSTREAM PATHWAY
WP4754: IL-18 signaling pathway
GO:0045786: negative regulation of cell cycle
WP2882: Nuclear receptors meta-pathway
GO:0070848: response to growth factor
GO:0061061: muscle structure development
hsa05202: Transcriptional misregulation in cancer
GO:0007688: aging
GO:0097190: apoptotic signaling pathway
GO:0030099: myeloid cell differentiation
GO:0045859: regulation of protein kinase activity
WP4266: Genotoxicity pathway

Cluster 8

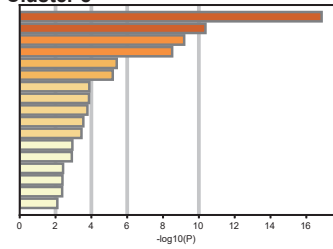

R-HSA-163200: Respiratory electron transport, ATP synt
WP623: Oxidative phosphorylation
GO:0015688: energy coupled proton transmembrane tra
hsa03010: Ribosome
GO:0009208: purine ribonucleoside triphosphate biosyn
GO:0006122: mitochondrial electron transport, ubiquinol
R-HSA-73886: Chromosome Maintenance
R-HSA-5205647: Mitophagy
GO:0010035: response to inorganic substance
WP4336: ncRNAs involved in Wnt signaling in hepatocell
WP4313: Ferroptosis
GO:0007568: aging
GO:0030865: cortical cytoskeleton organization
GO:0042254: ribosome biogenesis
WP1772: Apoptosis modulation and signaling
R-HSA-196854: Metabolism of vitamins and cofactors
GO:0006413: translational initiation

Cluster 9

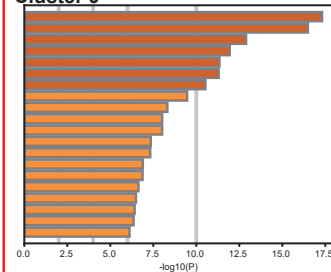

R-HSA-2262752: Cellular responses to stress
GO:0034976: response to endoplasmic reticulum stre
GO:0010842: positive regulation of cell death
M145: PID P53 DOWNSTREAM PATHWAY
hsa04216: Ferroptosis
WP2882: Nuclear receptors meta-pathway
GO:0031667: response to nutrient levels
R-HSA-3700989: Transcriptional Regulation by TP53
WP3888: VEGFA-VEGFR2 signaling pathway
GO:0007568: aging
GO:0062197: cellular response to chemical stress
M166: PID ATF2 PATHWAY
GO:0080135: regulation of cellular response to stress
GO:0043086: negative regulation of catalytic activity
GO:0072593: reactive oxygen species metabolic proc
GO:1901652: response to peptide
WP3594: Circadian rhythm genes
GO:0009314: response to radiation
GO:1905897: regulation of response to endoplasmic r
GO:0070482: response to oxygen levels

Cluster 10

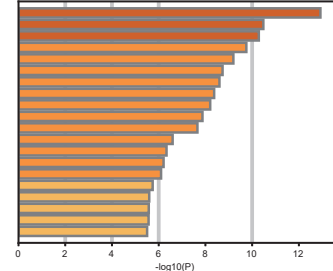

M166: PID ATF2 PATHWAY
WP615: Senescence and autophagy in cancer
WP4216: Chromosomal and microsatellite instability in
ko04380: Osteoclast differentiation
WP4754: IL-18 signaling pathway
hsa04668: TNF signaling pathway
GO:0071496: cellular response to external stimulus
hsa04010: MAPK signaling pathway
GO:0043065: positive regulation of apoptotic process
ko04064: NF-kappa B signaling pathway
R-HSA-9006936: Signaling by TGF-beta family members
GO:0009612: response to mechanical stimulus
WP4658: Small cell lung cancer
GO:0071214: cellular response to abiotic stimulus
M5883: NABA SECRETED FACTORS
GO:0007176: regulation of epidermal growth factor-ac
WP236: Adipogenesis
GO:0001568: blood vessel development
WP3694: Circadian rhythm genes
R-HSA-9006934: Signaling by Receptor Tyrosine Kina

Cluster 11

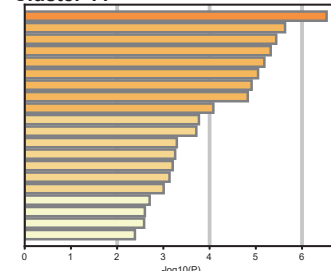

WP2877: Vitamin D receptor pathway
WP2840: Hair follicle development: cytodifferentiation
WP2814: Mammary gland development pathway - Pu
GO:0042493: response to drug
GO:0030366: actin cytoskeleton organization
GO:0052548: regulation of endopeptidase activity
R-HSA-381426: Regulation of Insulin-like Growth Fac
R-HSA-6809371: Formation of the cornified envelope
WP3888: VEGFA-VEGFR2 signaling pathway
WP588: Prostaglandin synthesis and regulation
M87: PID LKB1 PATHWAY
GO:0008285: negative regulation of cell population pr
WP289: Myometrial relaxation and contraction pathwa
GO:0048732: gland development
ko05206: MicroRNAs in cancer
R-HSA-6798695: Neutrophil degranulation
GO:0051129: negative regulation of cellular compone
M3488: NABA ECM REGULATORS
GO:0097190: apoptotic signaling pathway
GO:0008277: regulation of G protein-coupled recepto

Cluster 12

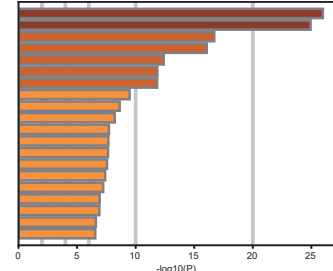

GO:1903047: mitotic cell cycle process
R-HSA-1640170: Cell Cycle
GO:0010564: regulation of cell cycle process
WP2446: Retinoblastoma gene in cancer
GO:0071214: cellular response to abiotic stimulus
M14: PID AURORA B PATHWAY
GO:0071824: protein-DNA complex subunit organizati
GO:0051347: positive regulation of transferase activity
R-HSA-109582: Hemostasis
GO:0000910: cytokinesis
GO:0051129: negative regulation of cellular component
WP2572: Primary focal segmental glomerulosclerosis (f
GO:0006808: attachment of spindle microtubules to kin
R-HSA-3012989: RHO GTPase cycle
GO:0033044: regulation of chromosome organization
GO:2000278: regulation of DNA biosynthetic process
GO:0006260: DNA replication
GO:0043588: skin development
WP2882: Nuclear receptors meta-pathway
R-HSA-9006934: Signaling by Receptor Tyrosine Kina

Figure S7

a

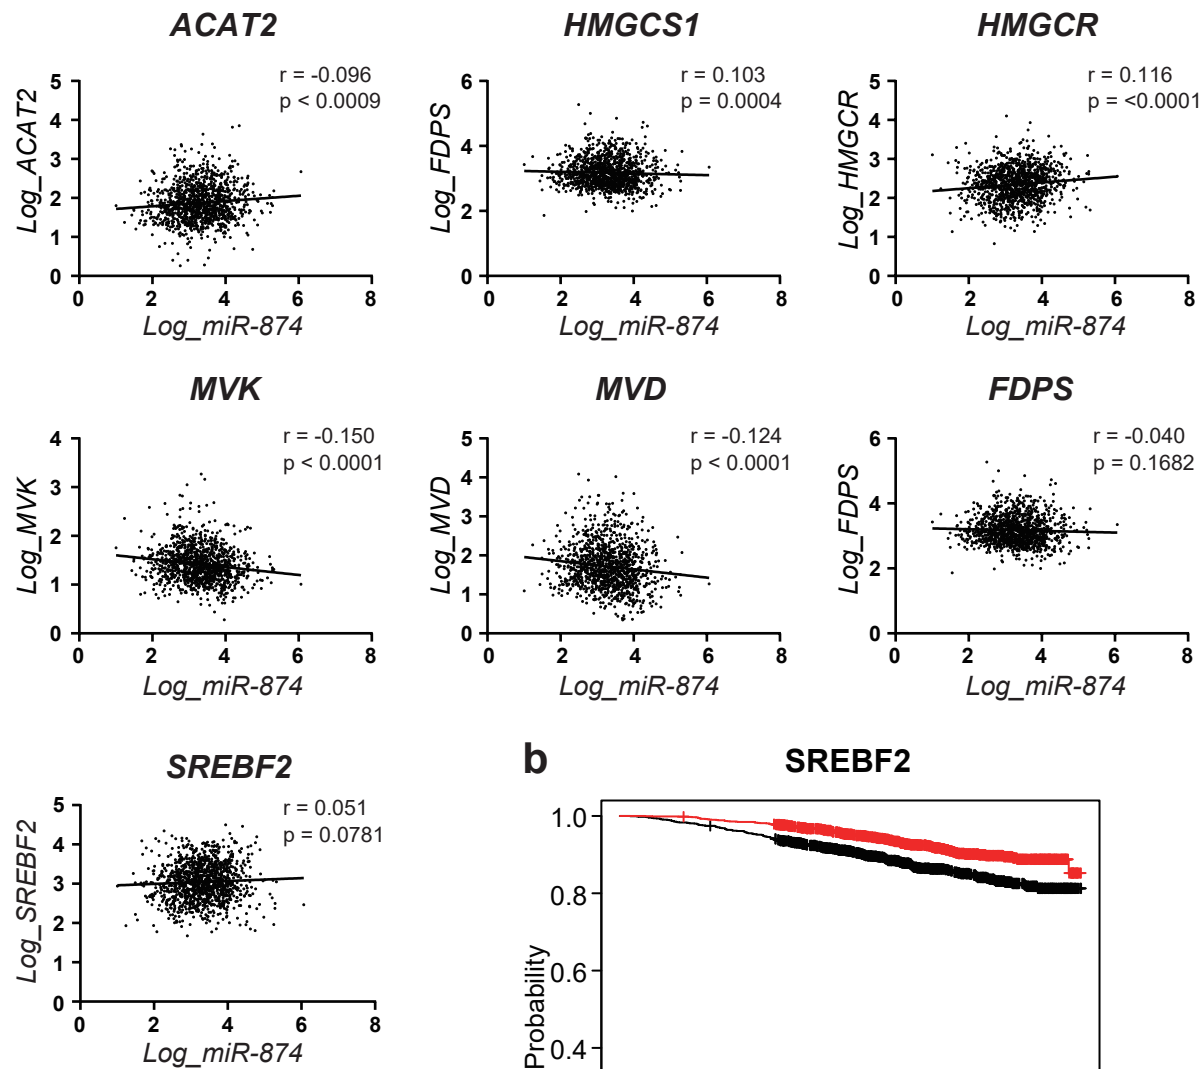

b

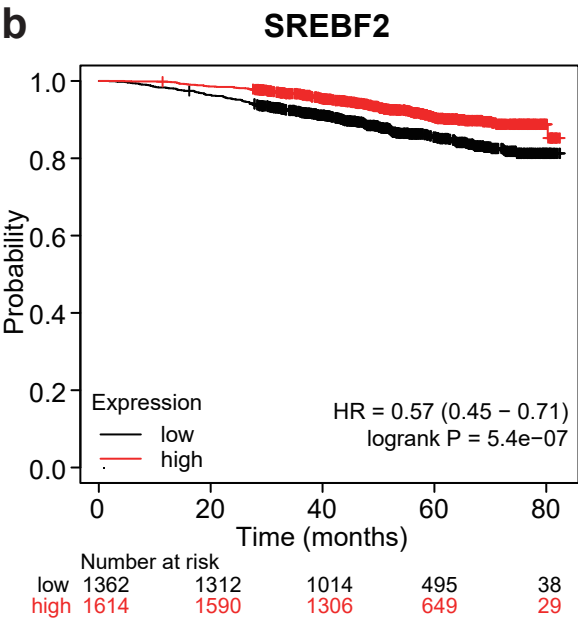

**Supplement:** Supplementary file 10 — Supplementary Information 10.

How the deposited data were processed for this re-analysis (not part of the article)

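RNA-seq libraries were measured from WT, p53 KO and p53/c-Myc DKO MCF-7 cells transfected with a *miR-874* mimic or control miRNA, 3 libraries in each of 6 groups. The paper's Methods name a stranded mRNA kit, a NextSeq 500, HISAT2 and Cufflinks, and give no versions of these tools. They name R/BioConductor for differential expression, and no package within it. The paper's statistics section counts a p under 0.05 as significant and does not say whether p was adjusted, so the package and the adjustment were chosen here. The count table, as deposited by the authors, holds raw reads per gene that they counted with HTSeq on the strand opposite to the gene after alignment with HISAT2 to hg19, a build given in the submitters' notes. The FPKM table, as deposited by the authors, holds fragments per kilobase of exon and mapped fragments computed with Cufflinks. Columns named MycKO were taken as the p53/c-Myc DKO libraries, the one genotype of the series with c-Myc knocked out.

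The FPKM table has 25593 entries, 90 of them with a name that occurs more than once, and the count table 25559 genes, 6050 of them with no read. For each gene the ratio of FPKM to counts per library was compared with that in the WT *miR-874* replicate 1 column at a tolerance of 0.5 (log2). The 2288 genes within it in all 18 libraries, with a mean of at least 10 reads, were used where FPKM was an alternative. For Table 1, *BAX* and *BBC3*, FPKM had been set as the unit before the data were examined. Because many FPKM disagreed with the counts, levels were computed as counts per gene over the library's gene reads, times the ratio of FPKM to this value in the WT *miR-874* replicate 1 column, times each column's median offset.

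Differential expression used edgeR 4.0.16 in R 4.3.3 on all 18 libraries, with 1 mean per group, TMM factors, edgeR's filter by group, its quasi-likelihood test and no block, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The test between genotypes is the difference of 2 differences, each genotype with its own controls. The biological coefficient of variation was 0.02654, with 12 residual and 42.85 prior degrees of freedom. Levels of single genes were compared by a two-sided exact permutation test on log2(FPKM + 1), in which 3 against 3 cannot give less than 0.1. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, with an estimated correlation as the alternative and fry beside it, and adjusted over the lists of a comparison. The correction for GC content, transcript length and expression level was made in 12552 genes with known GC content. Its lists were tested with limma's cameraPR, not camera, on signed z-scores made from edgeR's p-values, with the same preset correlation. Members were counted by edgeR's calls, and again with p-values adjusted over the list alone. Principal components used log2 CPM with a prior count of 2, centred and not scaled. Seed sites were searched in annotated 3′-UTRs of GRCh38 as 8mer, 7mer-m8 or 7mer-A1 matches, in 18508 genes, against 20 shuffled seeds. They were also set against genes of like 3′-UTR length, not matched on level, since genes with a site have longer 3′-UTRs (median 2679.5 nt against 972.5).

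The lists were the mevalonate pathway, cholesterol synthesis, isoprenoid synthesis and prenylation, SREBP2 genes, fatty acid synthesis, p53 targets, the p53 targets of Fig. 4k, pro-apoptotic and anti-apoptotic genes, DNA damage response, DNA replication, G2 and M phase, G1 cyclins and kinases, Myc targets, ATF4 targets, unfolded protein response, heat shock, interferon, NF-κB, oestrogen, Hippo, integrin and hypoxia genes, reported *miR-874* targets, miRNA machinery, small GTPases, structured small RNAs, replication histones, basal or mesenchymal markers, housekeeping genes and the genes of Supplementary Table S1. Of 34 lists set before the data were examined, mitochondrial, fibroblast and leukocyte genes had under 3 tested members and were left out. Genes named in the text are those the paper names, whose values in its tables had been seen, the 10 with the largest rise and fall per genotype, the 5 per difference between genotypes (adjusted p under 0.05, mean FPKM above 1 in a group, no overlap of libraries), and up to 4 list members each way by p in WT cells. Further members named where a count was 5 or fewer, and examples singled out, were chosen after their values were seen. A group with no reads was set at a floor of 3 reads over the group, and with 1 to 3 reads the ratio is given with its exact 95% interval.

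Alternatives tried were DESeq2 1.42.0, upper-quartile factors, library totals, no filter, at least 10 reads per library, a replicate block, leaving out each library, FPKM with pseudocounts of 1 and 0.1, a 2-fold threshold, leaving out small RNAs and histone genes, and fitting the compared genotypes alone. The calls were tested on simulated data with 200 changed genes in these libraries, which gave 10, 8 and 11 false calls among 12920, 12918 and 12914 unchanged genes in WT, p53 KO and p53/c-Myc DKO cells. A list of 30 changed genes was found, and 1 of 100 random lists passed 0.05 in limma's camera. Far more genes were called in the data than changed here, so these rates may not carry over. Simulated genes were drawn independently, so the preset correlation was not tested. Gene names turned into dates in the count table stayed in the tests and are not named. Results from qPCR, reporter assays, protein, single cells and MDA-MB-231 cells do not come from these 18 libraries and were left out.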

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

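Tests of the FPKM table, of the reads outside genes, of the cholesterol, hypoxia and housekeeping lists apart and of loss of p53 were chosen after the result was seen, and so was the rule for the lists whose median differences are given further on, those that also pass with an estimated correlation in both comparisons.

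In the FPKM table many values disagree with the counts of the same gene. A value that fits the counts stood within 20 places of the gene for at least 97.88% of genes in every library, which is what values standing near, but not beside, their gene predict. For other reads or gene models behind the table, the prediction was a fitting value there no more often than around a place drawn at random. It was found there for at least 49.4 percentage points more genes. Other reads of the same samples could also leave fitting values near their gene, so this cannot decide against them. No biological explanation was tested.

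WT libraries with *miR-874* held 14.28% of reads outside genes, 11.37% not aligned and 0.00519% of gene reads in structured small RNAs, above their controls, in data the paper did not analyse. For the share not aligned, a response to *miR-874* that the genotypes share is argued against, since that share rose in a knockout line by at most 6.869% of the rise in WT cells, but reads outside genes rose by 1.184 and 0.821 percentage points in p53 KO and p53/c-Myc DKO cells against 5.808 in WT cells, and small RNAs from 0.000695% to 0.00139% in p53 KO cells, so for these a shared part stays open, though in p53/c-Myc DKO cells small RNAs were higher only in replicate 2 (0.00216%, against 0.00073% and 0.000775% in the others and 0.000796% in the controls). Genes silent in the knockout lines took 1.801 times the share of gene reads they took in WT controls, as a higher background of unspliced RNA or genomic DNA would give, but their share also rose with *miR-874* in p53 KO (96.98 to 126.4 CPM) and p53/c-Myc DKO cells (102.6 to 120.1). Library quality or handling cannot be told apart from the treatment in WT cells, since in the share of reads not aligned all 3 libraries stood at least 3.844 percentage points above every other library and the labels name no batch. A response that needs p53 stays open as untested.

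The cholesterol synthesis, hypoxia and housekeeping lists passed as lower in WT cells and did not pass in the knockout lines, calls that are lost with an estimated correlation (adjusted p = 0.197, 0.131 and 0.173 in WT cells in limma's camera), as are 4 of their 6 tests between WT and each knockout line (cholesterol synthesis and hypoxia 0.0644 and 0.0568 against p53/c-Myc DKO, housekeeping 0.0587 and 0.0555 against p53 KO and p53/c-Myc DKO cells). After correction for trends with GC content, transcript length and expression level, 4 of the 6 list tests between WT and each knockout line stayed past the threshold in limma's cameraPR. For cholesterol synthesis and hypoxia 4 of 4 stayed, which argues against such trends as the whole cause, and for housekeeping 0 of 2 stayed, as the trends predict, with medians going from −0.130 to −0.051 and from −0.204 to −0.102. For loss of p53 the prediction was that all 6 tests pass between WT and each knockout line and stay past the threshold after correction. Of these 6 passed but 4 stayed. The prediction was written after the result was seen, so this test cannot decide, and loss of p53 remains open. It cannot be told apart from the state of the WT *miR-874* libraries, which differ from the rest in reads outside genes. Nor can it be told apart from other differences between the lines, whose controls already differed from WT controls for 4419 (p53 KO) and 8033 genes (p53/c-Myc DKO).

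Responses to *miR-874* differed between WT and p53 KO cells for 3339 genes and between WT and p53/c-Myc DKO cells for 4692 by the interaction test. In log2, WT minus p53 KO and WT minus p53/c-Myc DKO, the median difference was −0.4372 and −0.4089 for the SREBP2 genes, −0.2464 and −0.1853 for fatty acid synthesis, 0.5151 and 0.5628 for p53 targets and 0.6342 and 0.8249 for the targets of Fig. 4k. Set against the median of all genes, the fatty acid synthesis values went from −0.2331 to −0.1419 and from −0.1868 to −0.1228 after correction for GC content, length and level. The list still passed (adjusted p = 0.00132 and 0.0255 in limma's cameraPR). Among enzymes and their regulators the difference in log2 fold change was −0.3708 and −0.4089 for *ACAT2*, −0.292 and −0.3147 for *HMGCS1*, −0.2838 and −0.292 for *HMGCR*, −0.4672 and −0.5975 for *MVK*, −0.1788 and −0.4028 for *FDPS* and −0.2392 and −0.3716 for *SREBF1*. Against p53/c-Myc DKO cells it was −0.416 for *MVD* and −0.1688 for *SREBF2*. It was 0.6713 and 0.353 for *BAX*, 1.288 and 0.8475 for *BBC3*, 1.055 and 0.9008 for *CDKN1A* and 0.4807 and 0.7268 for *MDM2*.

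The genes that differed most between WT and p53 KO cells were *RPPH1* (4.248), *RN7SK* (3.219), *RMRP* (2.808), *ACTA2* (2.046), *SNORA10* (1.978), higher in WT, and *LOC100652733* (−3.647), *LOC100652800* (−3.444), *LOC100287803* (−3.402), *LOC100505492* (−3.29), *LOC100289627* (−2.965), lower. Against p53/c-Myc DKO cells they were *KIF7* (5.103), *RMRP* (3.866), *MIR3648* (3.704), *APOE* (3.501), *RPPH1* (3.225), higher, and *LOC100287803* (−2.644), *PRF1* (−2.628), *LOC100506451* (−2.284), *CYP4F2* (−2.244), *DBP* (−2.075), lower. The value of *KIF7* rests on 0 reads in WT controls and is no bound. Those of the LOC transcripts and *MIR3648* are uncertain where reads that align to several copies were left out of the counts. *RPPH1*, *RN7SK* and *RMRP* were traces in libraries of poly(A) RNA, so their values do not measure their levels in the cells.

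The 10 splits of 3 against 3 libraries are too few to give a share under 0.05. Genes changed numbered 9734, 9412 and 9396 in WT, p53 KO and p53/c-Myc DKO cells, with 0, 0 and 0 as the highest of the other splits. Lists called numbered 19, 9 and 10, with 16, 14 and 12, and genes with a site that fell 1405, 1483 and 1500, with 0, 0 and 0. The real split or a larger one came up in 1, 1 and 1, in 1, 4 and 4, and in 1, 1 and 1 of the 10.

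Of 21 splits across all genotypes, 1 of 21 was as large for genes higher in all 3 (3299, highest other 0) and lower in all 3 (3444, highest other 0). These gaps argue against chance. For the lists it was 1 of 21 for the difference from p53 KO (19, highest other 16) and from p53/c-Myc DKO cells (18, highest other 15). A share of 1 of 21 is under 0.05 but is the smallest these splits can give. Against p53 KO cells a split that called 0 genes still called 14 lists, so the list counts do not exclude chance. Nor is chance excluded for the number of genes that differ from p53 KO (2 of 21, 3339, highest other 5780) or from p53/c-Myc DKO cells (4 of 21, 4692, highest other 5468). Splits that exchanged unequal numbers of control and *miR-874* libraries, 10 and 14 of them, turn the difference between the genotypes' controls into an effect, a structure of the samples, and the highest counts are theirs. Those that exchanged equal numbers, 10 and 6 of them, called 0 genes. The splits for the differences are the second of 2 draws, since the seed was changed after a first draw had been seen. The first draw had fewer splits above the real count for both, and gave the smallest share possible for the difference from p53 KO cells. The less favourable second draw is the one given.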

How the results depend on the processing

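The FPKM of genes as deposited, the deposited FPKM for single genes and the correction for GC content, length and level were chosen after the data had been seen, and all other settings before. Of 11222 alternative values for 795 values of named genes 11019 kept direction and side of the threshold, 157 fell below it, 46 rose past it and 0 reversed, and of 1242 for 155 list values 1131, 95, 16 and 0. The cause of the changes below was not tested, except that the FPKM settings test 2227 or 2288 genes and a 2-fold threshold calls fewer by construction.

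Genes changed in WT, p53 KO and p53/c-Myc DKO cells, and differing from p53 KO and p53/c-Myc DKO cells, numbered 1658, 1628, 1579, 656 and 848 with limma on log2(FPKM + 1), 1658, 1618, 1577, 650 and 853 with a pseudocount of 0.1, and 1676, 1649, 1601, 652 and 844 with no filter. They numbered 1940, 1630, 1522, 230 and 393 at 2-fold. FPKM as deposited gave 2895, 2708 and 2852. At 2-fold 251 genes were higher in all 3 genotypes, 424 higher in WT alone, 558 lower in all 3 and 235 lower in WT alone, and with both interaction tests 261 were higher and 271 lower in WT alone. *PMVK* ranked 12 in p53 KO and 14 in p53/c-Myc DKO cells by fold change, and *PPP1CA* 19, 23 and 18 with DESeq2, where such small p-values can tie. PC1 and PC2 held 51.4% and 33.6% with 500 genes, 47.39% and 22.3% with scaled genes, 62.35% and 21.8% with FPKM, and 97.06% and 1.837% with libraries as variables. List adjusted p-values in limma's camera became 0.135 (FPKM, 3 genes) and 0.1535 (estimated correlation) for the mevalonate pathway in WT, 0.1067 and 0.0644 with an estimated correlation against p53 KO and p53/c-Myc DKO cells, 0.3676 (FPKM, 5 genes) for p53 targets in WT, and 0.469 (FPKM, 3 genes) and 0.1305 (estimated correlation) for pro-apoptotic genes in WT. The latter became 0.04444 in p53/c-Myc DKO cells with no filter and 0.03649 against p53/c-Myc DKO cells (FPKM, 3 genes). The split of genes higher and lower in WT against p53 KO cells, 1536 and 1803 with TMM, became 1926 and 1335 with upper-quartile factors and 1996 and 1292 with library totals, and against p53/c-Myc DKO cells 2176 and 2516 became 2523 and 2139 with upper-quartile factors and 2743 and 1942 with totals. With TMM-normalized CPM as unit the *miR-874* level in percent of control became 124.9 for *ACAT2* and 115.9 for *FDPS* in p53/c-Myc DKO cells, and 65.18 for *HMGCS1*, 87.61 for *FDPS*, 65.62 for *SREBF1* and 138.1 for *BAX* in WT cells, and with deposited FPKM 134.4 for *BAX*. After correction for GC content, length and level, with limma's cameraPR in place of camera, 10 list differences were lost and the 2 of the heat shock list gained. Within genotypes the pro-apoptotic list (0.061) and the small RNAs (0.118) in WT and the G2 and M phase (0.207) and ATF4 (0.133) lists in p53/c-Myc DKO cells were lost. The small GTPases in WT cells, at 0.0403 in the main test, stood at 0.0502 in cameraPR on the genes used for the correction and at 0.0772 after it.

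Without 1 library at a time, genes changed in WT, p53 KO and p53/c-Myc DKO cells numbered 9313 to 9428, 8981 to 9066, 8901 to 9055, and differing from p53 KO and p53/c-Myc DKO cells 2902 to 3336 and 4290 to 4652. Without 1 replicate of every group at a time, genes higher in all 3 numbered 2806 to 2944, in WT alone 677 to 774, lower in all 3 3038 to 3158 and in WT alone 625 to 711. PC1 held 49.32 to 49.97% and PC2 29.51 to 29.7%.

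With the replicate number as a block, 9766, 9441 and 9419 genes changed and 3467 and 4829 differed, 0 list calls and 1 of the named-gene calls changed. Same-numbered libraries correlated from −0.07631 to 0.06581, no pair above 0.1, and 1 control library correlated best with its own number, so the numbers were not taken as pairs. On simulated changes of 1.2-fold in these libraries 54.17%, 47.92% and 55.32% were recovered in the 3 genotypes and 31.91% for the difference from p53 KO cells. At 2-fold the shares were 85.11%, 87.5%, 85.42% and 85.11%. The simulation changed 200 genes and far more were called in the data, so these shares may not carry over.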

Differences from the paper's values

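The settings named here were set before the data were examined. For *SREBF1* in p53/c-Myc DKO cells with *miR-874*, the paper's Table 1 gives an FPKM of 21.323 (SD 0.832), and the value here is 44.44 ± 1.77 (SD, n = 3). Leaving out each of the 3 libraries in turn gave 45.3, 43.53 and 44.5, and none brought the values within 1.5 times. Its control, 36.279 in the paper and 53.58 here, lay within 1.5 times, and no longer did without control replicate 1 (54.84). The values deposited under the name *SREBF1*, looked at after the difference was seen and at odds with the gene's counts, were 20.08, 22.27 and 19.39 with *miR-874*, within 1.5 times of the paper's, and 23.15, 21.03 and 22.22 in the controls, which are not. Of the 54 levels in that table, 53 lay within 1.5 times of the paper's, as did all 24 values read by eye from figures.

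The paper marks *MVK* as not significant in WT cells, and here it fell, with a log2 fold change of −0.52 (SE 0.09) and an adjusted p of 9.2e-07 in edgeR. It marks *MVD* as not significant in p53/c-Myc DKO cells, and here it rose by 0.13 (SE 0.06) (adjusted p = 0.0368). The paper places *PMVK* among the 15 most significantly lowered genes. Here it ranked 214, 197 and 165 by p in WT, p53 KO and p53/c-Myc DKO cells, and 19, 12 and 14 by fold change, so ranking by fold change is the setting that brings it among the first 15 in p53 KO and p53/c-Myc DKO cells, and none of the settings run does so in WT cells.

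The paper finds the apoptotic pathway not raised in p53 KO or p53/c-Myc DKO cells, and the genotoxic pathway specific to WT cells, by enrichment among genes changed in 1 genotype alone or in all 3, a test that differs from the one here. Here 16 of 25 pro-apoptotic genes rose in p53 KO and 14 in p53/c-Myc DKO cells, against 16 in WT cells, and the difference between genotypes did not pass (limma's camera, adjusted p = 0.713 and 0.589). As lists, pro-apoptotic genes passed in WT cells (adjusted p = 0.0341; adjusted p = 0.131 with an estimated correlation) and not in p53 KO or p53/c-Myc DKO cells (0.112 and 0.0778), while the DNA damage response passed in all 3 (0.0332, 0.0416 and 0.00601; adjusted p = 0.301, 0.469 and 0.287 with an estimated correlation), with no difference past the threshold (0.722 and 0.357). On the paper's own markers the values here do differ between genotypes, with *BAX* 0.67 and *BBC3* 1.29 higher in WT than in p53 KO cells. Of the 7 enzymes of the mevalonate pathway, 3 fell in p53 KO cells and 3 in p53/c-Myc DKO cells, where the paper's text describes the pathway's genes as lowered as in WT cells. The 3 are *PMVK*, *HMGCR* and *HMGCS1*, the same as those marked as significantly lower in both knockout lines in the paper's Table 1.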

Other observations

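The other gene groups set before the data were examined are given here. Heat shock genes rose with *miR-874* in WT, p53 KO and p53/c-Myc DKO cells. Of 18, 17 rose and *AHSA1*, an HSP90 co-chaperone, fell, in each genotype and also adjusted over the list alone (limma's camera, adjusted p = 7.1e-09, 1.1e-08 and 4.1e-09; 0.0168, 0.0166 and 0.0217 with an estimated correlation). *HSPA1B*, an HSP70, rose by 1.52, 1.10 and 0.95, *CHORDC1* by 0.92, 1.30 and 1.17 and *DNAJA1* by 0.86, 0.72 and 0.63. Reads that align to both *HSPA1B* and its copy *HSPA1A* were left out of the gene counts. The Hippo list rose too, made of targets of the effectors YAP and TAZ and of *YAP1* and *WWTR1* (TAZ) themselves. It went 13 and 3 in WT, 13 and 3 in p53 KO and 13 and 2 in p53/c-Myc DKO cells up and down of 16 (adjusted p = 3.3e-06, 5.9e-06 and 2.6e-06; 0.0191, 0.0288 and 0.0298 with an estimated correlation). *THBS1*, thrombospondin 1, rose by 3.40, 2.28 and 1.61, *LATS2* by 3.10 in WT cells and *F3*, tissue factor, by 1.58, 1.58 and 1.91. *YAP1* itself fell (−0.71, −0.43 and −0.46). Integrins and their partners fell in WT and p53 KO cells, with 4 and 16 in WT, 4 and 15 in p53 KO and 7 and 11 in p53/c-Myc DKO cells up and down of 21 (adjusted p = 1.6e-05, 1.7e-04 and 0.15; 0.00398, 0.00772 and 0.222 with an estimated correlation). *ITGA2* fell (−2.00, −1.66 and −1.34) and *ITGB4* (−2.09, −1.77 and −0.62), while *TLN1*, talin, rose by 0.66, 0.58 and 0.85. Targets of hypoxia-inducible factor went 0 and 16 in WT, 2 and 12 in p53 KO and 3 and 12 in p53/c-Myc DKO cells up and down of 17 (adjusted p = 3.3e-06, 0.122 and 0.247; adjusted p = 0.131 in WT cells with an estimated correlation). *NDRG1* fell (−2.77, −1.83 and −1.62) and *BNIP3L* (−2.13, −1.05 and −0.91). *DDIT4*, which restrains mTORC1, fell by 1.12 in WT cells and rose by 0.64 and 0.46 in the others.

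Targets of ATF4 in the integrated stress response went 6 and 6 in WT, 14 and 2 in p53 KO and 13 and 3 in p53/c-Myc DKO cells up and down of 17 (limma's camera, adjusted p = 0.833, 8.3e-05 and 0.0235; adjusted p = 0.227 and 0.493 in p53 KO and p53/c-Myc DKO cells with an estimated correlation). *CHAC1*, which degrades glutathione, fell by 1.34 in WT cells and rose by 1.08 and 0.55, and *DDIT3*, CHOP, rose by 1.13, 1.76 and 1.24. The list's median in WT cells was −0.005 and its mean 0.01. Interferon-induced genes went 8 and 5 in WT, 8 and 6 in p53 KO and 1 and 22 in p53/c-Myc DKO cells up and down of 28 (8 and 4, 6 and 6, 1 and 23 adjusted over the list alone; adjusted p = 0.511, 0.871 and 3.2e-07; adjusted p = 0.108 in p53/c-Myc DKO cells with an estimated correlation). *STAT2* fell (−0.47, −0.59 and −0.67), *IRF7* rose by 1.31 and 0.33 in WT and p53 KO cells, and *IRF1*, named after its value was seen, was the gene that rose in p53/c-Myc DKO cells. NF-κB targets went 10 and 2 in WT, 6 and 4 in p53 KO and 7 and 2 in p53/c-Myc DKO cells up and down of 14 (adjusted p = 0.014, 0.639 and 0.0778; adjusted p = 0.131 in WT cells with an estimated correlation). *NFKB2* rose by 1.28, 0.99 and 1.21 and *IER3* fell (−1.12, −1.14 and −0.75). The unfolded protein response went 11 and 5 in WT, 9 and 5 in p53 KO and 7 and 7 in p53/c-Myc DKO cells of 18 (adjusted p = 0.129, 0.0983 and 0.879), with *MANF* up by 0.72, 0.67 and 0.57. Oestrogen-induced genes went 5 and 6 in WT, 6 and 6 in p53 KO and 6 and 5 in p53/c-Myc DKO cells of 16 (adjusted p = 0.973, 0.639 and 0.582), genes of the miRNA machinery 7 and 5 in WT, 6 and 5 in p53 KO and 7 and 3 in p53/c-Myc DKO cells of 13 (adjusted p = 0.511, 0.639 and 0.351) and basal or mesenchymal markers 0 and 5 in WT, 1 and 3 in p53 KO and 2 and 1 in p53/c-Myc DKO cells of 7 (adjusted p = 0.104, 0.639 and 0.879). *TNRC6A*, an Argonaute partner, rose by 1.80, 1.80 and 1.77, *EIF2C1*, Argonaute 1, fell (−1.35, −1.35 and −1.30) and *MSN*, moesin, fell (−0.98, −1.03 and −0.72). Housekeeping genes went 0 and 10 in WT, 4 and 9 in p53 KO and 5 and 5 in p53/c-Myc DKO cells of 13 (adjusted p = 0.00152, 0.243 and 0.93; adjusted p = 0.173 in WT cells with an estimated correlation), and with upper-quartile factors or library totals 2 of them rose in WT cells. Replication histones with poly(A) transcripts went 2 and 0 in WT, 0 and 0 in p53 KO and 0 and 2 in p53/c-Myc DKO cells of 5 (0 and 1 over the list alone in p53/c-Myc DKO cells; adjusted p = 0.511, 0.994 and 0.762). Except for the interferon and histone lists, these counts were the same adjusted over the list alone. Median and mean differed in sign from each other or from the test for the oestrogen list in p53 KO (median −0.11, mean −0.06, above other genes) and p53/c-Myc DKO cells (0.08, −0.06), the basal list in both (0.07, −0.06 and 0.03, 0.20, below other genes), the unfolded protein response in p53/c-Myc DKO cells (0.00383, 0.0139, below other genes), the histones in p53 KO cells (−0.01, −0.09) and the small GTPases in p53 KO cells (0.02, −0.22).

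Between genotypes, the heat shock list did not pass (adjusted p = 0.722 and 0.523 in limma's camera). After the correction for GC content, length and level, added after the data were seen, it passed as higher in WT cells (adjusted p = 0.00835 and 0.00626 in limma's cameraPR). Its medians, −0.06 and −0.04, and means, 0.01 and 0.01, uncorrected, differed in sign. The response of the ATF4 list was lower in WT than in p53 KO cells (1 more positive and 13 more negative of 17, adjusted p = 3.0e-18; 0.0136 with an estimated correlation), as were those of *CHAC1* (−2.41) and *DDIT4* (−1.75), and lower than in p53/c-Myc DKO cells (1 and 11, adjusted p = 2.0e-05; adjusted p = 0.126 with an estimated correlation). The interferon list was higher in WT than in p53/c-Myc DKO cells (15 and 0 of 28, adjusted p = 5.5e-09; adjusted p = 0.0555 with an estimated correlation) and did not pass against p53 KO cells (3 and 1, adjusted p = 0.294). The NF-κB list was higher in WT than in p53 KO cells (9 and 0 of 14, adjusted p = 7.2e-05; 0.0278 with an estimated correlation) and did not pass against p53/c-Myc DKO cells (5 and 2, adjusted p = 0.279). The integrin list was lower in WT than in p53/c-Myc DKO cells (1 and 12 of 21, adjusted p = 1.9e-09; 1.6e-04 with an estimated correlation), its median going from −0.32 to −0.18 against that of all genes after the correction. Against p53 KO cells it had 3 and 9 (adjusted p = 0.0225; adjusted p = 0.0513 with an estimated correlation, and 0.127 in cameraPR after the correction).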
